# Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart

**DOI:** 10.1038/s41467-023-41184-y

**Published:** 2023-09-07

**Authors:** Jacob T. Gafranek, Enrico D’Aniello, Padmapriyadarshini Ravisankar, Kairavee Thakkar, Ronald J. Vagnozzi, Hee-Woong Lim, Nathan Salomonis, Joshua S. Waxman

**Keywords:** Organogenesis, Evolutionary developmental biology, Congenital heart defects

## Abstract

How two-chambered hearts in basal vertebrates have evolved from single-chamber hearts found in ancestral chordates remains unclear. Here, we show that the teleost sinus venosus (SV) is a chamber-like vessel comprised of an outer layer of smooth muscle cells. We find that in adult zebrafish *nr2f1a* mutants, which lack atria, the SV comes to physically resemble the thicker bulbus arteriosus (BA) at the arterial pole of the heart through an adaptive, hypertensive response involving smooth muscle proliferation due to aberrant hemodynamic flow. Single cell transcriptomics show that smooth muscle and endothelial cell populations within the adapting SV also take on arterial signatures. Bulk transcriptomics of the blood sinuses flanking the tunicate heart reinforce a model of greater equivalency in ancestral chordate BA and SV precursors. Our data simultaneously reveal that secondary complications from congenital heart defects can develop in adult zebrafish similar to those in humans and that the foundation of equivalency between flanking auxiliary vessels may remain latent within basal vertebrate hearts.

## Abstract (web summary)

Nr2fs are conserved transcription factors that regulate atrial chamber and venous development. Here, the authors use adult zebrafish nr2f1a mutants to investigate compensatory remodeling of the inflow tract and hypotheses of cardiac evolution.

## Introduction

The initial evolutionary transitions that resulted in a unidirectional multichambered heart accompanied by specialized arterial and venous populations in vertebrates remain largely unclear. The most parsimonious model for cardiac chamber expansion situates a common chordate ancestor exhibiting a urochordate-like heart with a single distinct myocardial chamber, exemplified by the popular laboratory model *Ciona robusta*, as the branching point from which vertebrates arose^1–3^. Subsequently, the addition of cardiac chambers within vertebrates parallels the selective pressure that arose with air-breathing organisms having to manage a dual circulatory system and increased oxygen demands^4–6^. Hence, basal (early-branching) vertebrates, such as agnathans (lamprey and hagfish), as well as all fish possess hearts with two cardiac chambers, amphibians and some reptiles have three (two atria and a single ventricle), while birds and mammals have four cardiac chambers (two atria and two ventricles)^7^. Despite having established a scaffold for explaining the general process of contractile subunit addition in later vertebrate evolution, the auxiliary chambers at the arterial and venous poles of the heart, the bulbus arteriosus (BA) and sinus venosus (SV) in fish, that respectively facilitate blood flow out of and into the contractile cardiac chambers appear to show significant morphological variability within vertebrates^8,9^. Therefore, the dynamics and origins of auxiliary tissues within vertebrate hearts remain unclear.

Regardless of the number of chambers within an organism, normal heart development requires the coordinated integration of a multitude of transcriptional effectors and signaling pathways to establish appropriate cardiac cell populations^10–13^. Furthermore, this intricacy of heart development is evinced in human pathology, as congenital heart defects (CHDs) are the most common congenital malformations globally^14–16^. The prevalence of patients harboring CHDs conveys a significant clinical burden due to limited treatment options apart from surgical intervention^17,18^. Fundamentally, one of the most important processes during heart development is the proper apportionment of atrial and ventricular cardiomyocytes (CMs) from the progressively differentiating first and second heart field (SHF) populations^19^. Aberrant CM identity determinization can be a significant contributor to structural CHDs that affect both the ventricle and atrium^20^. Importantly, secondary complications, such as hypertension-induced vascular remodeling, cardiomyopathy, and heart failure, can occur throughout life in patients with CHDs that have gone undiagnosed, as well as those that have been surgically repaired^21,22^. More than 20% of reported CHD cases specifically afflict the atrium, including atrial septal defects (ASDs)^16,23^, and although ventricular malformation prevalence remains static as patients age, the rate of atrial defects observed in adults with CHDs increases^24^. Therefore, adults with CHDs affecting the atrium are disproportionately untreated until later in life because they appear to be able to cope with these malformations. However, these structural defects may result in prolonged cardiovascular stress that emerges as pleiotropic secondary complications leading to morbidity and death^25^.

Nr2fs (formerly Coup-tfs), highly conserved nuclear hormone receptor transcription factors, are master regulators of atrial chamber identity within vertebrates^26–28^. Mutations in NR2F2 are associated with patients harboring atrioventricular septal defects (AVSDs)^29–32^, classified as a type of ASD^33^. Within the heart, NR2F2 in humans is preferentially expressed in atrial CMs. Work in human embryonic stem cell- and induced pluripotent stem cell-derived CMs supports it is a regulator of atrial CM differentiation^34–36^. Consistent with promoting atrial differentiation in human CMs, *Nr2f2* null mice have shown that Nr2f2 is indispensable for establishing atrial CM identity, as they exhibit a severely diminished common atrial chamber as early as embryonic day (E) 9.5, ultimately causing lethality at E10^37^. Remarkably, in mice when Nr2f2 is conditionally knocked out in CMs, atrial identity is lost, and the cells instead begin to express genes associated with ventricular CM fate by E10.5, with the ventricular gene expression in atrial CM increasing progressively into adulthood^28^. Recently, we reported that zebrafish Nr2f1a is the functional equivalent of mammalian Nr2f2 with respect to heart development in that it is required to promote atrial CM differentiation^38^. Hence, Nr2f TFs are vital, conserved factors that are necessary to convey vertebrate atrial CM identity during embryonic development and maintain identity into adulthood.

Here, using a mutant allele for *nr2f1a* we show that a significant proportion of these fish can survive to adulthood despite their embryonic atrial chamber defects. In adult *nr2f1a* mutants, whose hearts we found effectively lack atria, the SV, the chamber-like venous inflow tract (IFT) of which there is little molecular and cellular understanding, undergoes dramatic morphological remodeling characterized by wall thickening. In-depth cellular and molecular characterization of the zebrafish SV from both wild-type (WT) and *nr2f1a* mutant demonstrates the SV is comprised of an outer smooth muscle cell (SMC) population and neural crested-derived cells, a composition comparable to the BA at the arterial pole. Moreover, we find the adaptive remodeling observed in the *nr2f1a* mutant SV is due to the proliferation of SMCs, similar to remodeling found with vascular hypertension^39^, and can be ameliorated with pharmacological vasodilators or exacerbated by exercise-induced increased blood flow/sheer stress. In addition to the morphological thickening of the SV, our single cell RNA sequencing (scRNA-seq) revealed the adaptive thickening in the *nr2f1a* SV is associated with a genetic shift of some SMC and EC populations toward arterial identity. Transcriptomic profiling of the adult tunicate *Ciona* blood sinuses (BS), which flank a single myocardial chamber, showed symmetric expression of homologous genes found in the SV and BA of the zebrafish heart. Thus, our data demonstrate vascular adaptations from prolonged hemodynamic stress that occur in adult zebrafish with atrial CHDs reflect those found in human patients, as well as may illuminate vital clues for understanding the origins of auxiliary chamber-like vessels in vertebrate heart evolution.

## Results

### The SV is comprised of an outer layer of smooth muscle

Previously, we reported that engineered *nr2f1a* mutant alleles, generated by targeting the coding region, have smaller atria due to reduced differentiation of atrial CMs^38^. In a mutagenesis screen, we identified an *nr2f1a* allele referred to as *acorn worm* (*aco*), henceforth referred to as *nr2f1a*^*aco*^. This allele harbors a 45 base-pair (bp) deletion (58 bp deletion plus 13 bp insertion) in the *nr2f1a* 5’-untranslated region (UTR), which we predict causes loss of *nr2f1a* translation, as the mutant fish have decreased Nr2f1a expression and indistinguishable embryonic cardiac defects as reported *nr2f1a* mutant alleles (Supplementary Fig. 1a–f)^38^. Surprisingly, unlike the previously reported *nr2f1a* alleles made by targeted genomic editing, we found that the *nr2f1a*^*aco*^ allele exhibits higher viability and can be maintained in homozygosity, suggesting that despite the embryonic atrial chamber defects it may be hypomorphic relative to the engineered alleles. However, we presently cannot rule out other explanations for the greater viability of this allele, such as variations in genetic background. Nevertheless, typically ~50% (53/100 from one representative clutch) of the *nr2f1a*^*aco*^ fish spawned from homozygous adults survive to adulthood and upon reaching maturity initially, typically show no overt signs of distress. Yet, all adult *nr2f1a*^*aco*^ mutants eventually begin to exhibit indicators of cardiac dysfunction, such as pericardial edema and intrathoracic blood pooling (Supplementary Fig. 2a, b).

Dissecting whole hearts from size-matched adult fish revealed that, regardless of whether or not they have yet developed overt pericardial edema, *nr2f1a*^*aco*^ mutants have enlarged ventricles compared to WT controls and exhibit dysmorphic chambers at the venous pole that we initially presumed to be the “atria” (Fig. 1a). However, acid fuchsin orange G (AFOG) staining of sectioned hearts showed that, whereas both cardiac chambers stained for cardiac muscle in the WT control hearts, what we originally had presumed to be “atria” in the *nr2f1a*^*aco*^ mutant hearts actually lacked staining for cardiac muscle (Fig. 1b). Intriguingly, the *nr2f1a*^*aco*^ hearts still seemed to present with a characteristic narrowing at the atrioventricular canal (AVC) between the enlarged ventricle and the presumed “atrial” chamber at the venous pole, which was evident by prominent collagen staining in the valves. However, the enlarged structure directly apposed to the ventricle in *nr2f1a*^*aco*^ mutant hearts was highly collagenous and internally smooth, rather than the expected pectinate myocardium found in WT atria^40,41^.

**Fig. 1:**
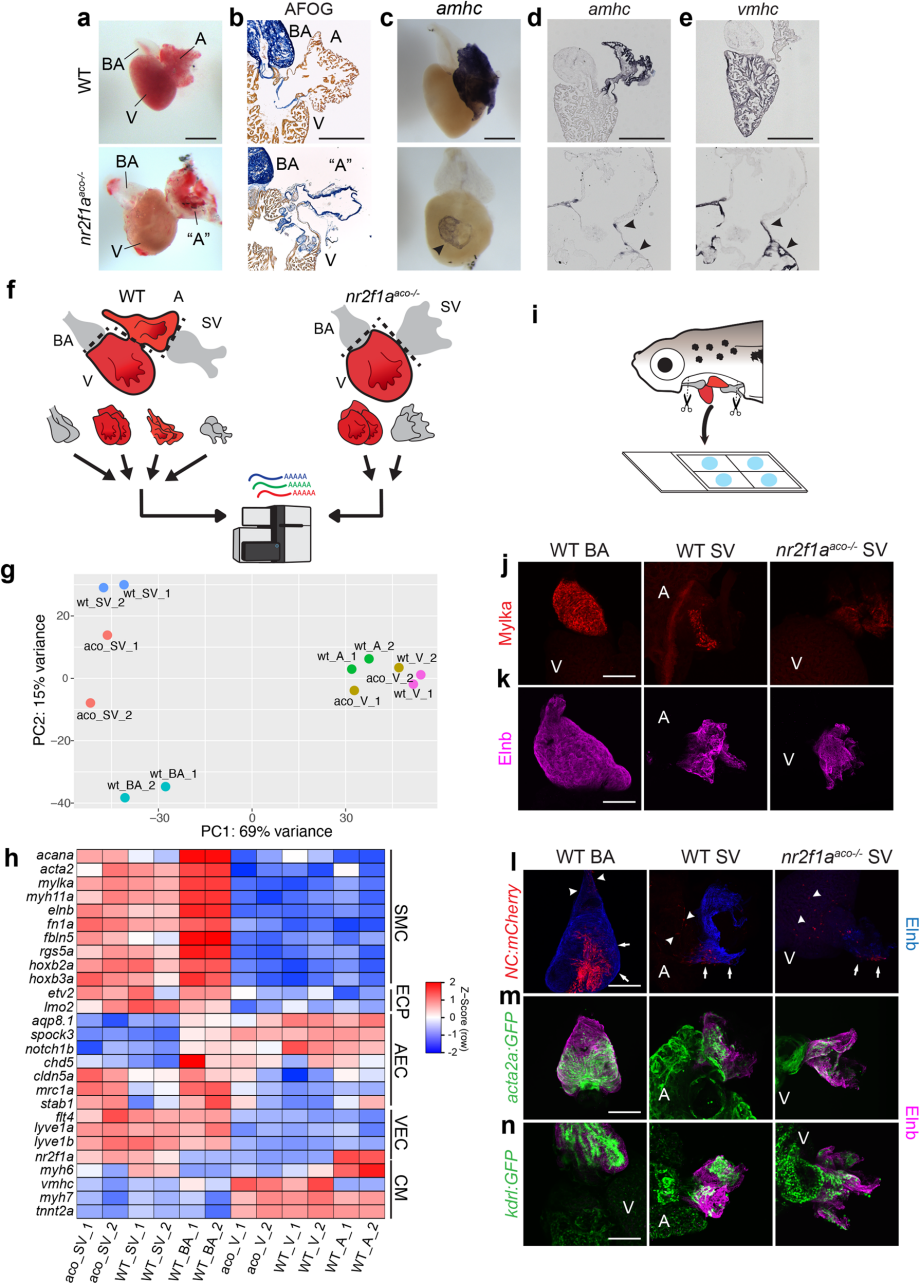
Inflow tract tissue adjacent to the venous pole of the heart tissue expands in adult *nr2f1a* mutants lacking an atrium. **a** Brightfield images of whole hearts from adult WT and *nr2f1a*^*aco−/−*^ fish. Bulbus arteriosus (BA), Ventricle (V), Atrium (A), putative Atrium (“A”). **b** Brightfield images of sectioned hearts stained with AFOG. Cardiac muscle – brownish-orange, Collagen - blue, fibrin - red. **c** ISH for *amhc* on adult WT and *nr2f1a*^*aco*^ mutant hearts. *Amhc* (arrowhead) in *nr2f1a*^*aco*^ mutant hearts is a relatively small ring adjacent to the ventricle. **d**, **e** ISH for *amhc* and *vmhc* on sectioned hearts. A restricted ring of CMs expressed both these atrial and ventricular differentiation marker genes adjacent to the venous pole of the heart (black arrowheads) **f**. Schematic depicting subunits of the zebrafish hearts harvested for bulk RNA-seq. **g** PCA analysis from the bulk RNA-seq BA, SV, A, and V samples. The SV from *nr2f1a*^*aco*^ mutant fish occupies space between the WT SV and BA. **h** Heatmap of representative marker genes summarizing SMC, EC progenitor (ECP), arterial EC (AEC), venous EC (VEC), and cardiomyocyte (CM) markers. **i** Schematic of the preparation procedure of juvenile hearts for wholemount IHC. **j**, **k** Confocal images of wholemount IHC of SMC markers Myosin light chain kinase a (Mylka - red) and Elastin b (Elnb - magenta) in 28 dpf hearts. **l–n** Confocal images of wholemount IHC of BA and SV with transgenic reporters for NC-derived cells *Tg(NC:mCherry*), SMCs *Tg(acta2:EGFP)*, and vascular ECs *Tg(kdrl:EGFP)*. NC-derived cells within the large chamber-like vessels (arrows). NC-derived contribution to adjacent tissues (arrowhead). Scale bars − 500 μm.

Nonetheless, given the anatomical position of this collagenous structure that we initially presumed was the “atrium,” we sought to determine if the tissue expressed the canonical atrial CM sarcomeric marker *atrial myosin heavy chain* (*amhc*; also called *myh6)*. In situ hybridization (ISH) and immunohistochemistry (IHC) both revealed that *nr2f1a*^*aco*^ mutant hearts only express the atrial CM marker in a small ring of cells at the venous pole of the ventricle adjacent to the atrioventricular valves (Fig. 1c, d). Notably, these *amhc*^+^ cells also co-expresses the ventricular-marker *ventricular myosin heavy chain* (*vmhc*; also called *myh7)* (Fig. 1e, Supplementary Fig. 3), suggesting these CMs have in part acquired ventricular identity, a phenotypic characteristic highly reminiscent of what has been reported for cardiac KO of *Nr2f2* in mice^28^. Thus, our data suggest that the adult *nr2f1a*^*aco*^ hearts effectively lack atria, yet have large collagenous, chamber-like structures at the venous poles of their hearts.

Given the enlarged, dysmorphic structures that we initially presumed to be the “atria” in the *nr2f1a*^*aco*^ mutant hearts were devoid of atrial characteristics, we reasoned that they may instead be part of, or derived from, the venous inflow vasculature, and specifically the SV (Fig. 1f). While the SV in teleost fish has been morphologically described as a discrete vascular chamber containing “connective tissue” that lacks myocardial contribution^9,42^, it has previously only been described with histological analyses^40,43–45^. Hence, the development, molecular, and cellular characteristics of the teleost SV are poorly understood and there were no apparent markers readily available that could be used to evaluate the SV in WT and *nr2f1a*^*aco*^ mutant embryos.

To remedy the dearth of information available to examine the SV, we first conducted bulk transcriptomic analysis (RNA-seq) of the enlarged structure and single ventricle of *nr2f1a*^*aco*^ hearts, as well as the WT SV, ventricle, atrium, and BA for comparison (Fig. 1f). 

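Bulk RNA-seq measures the RNA of all cells of a dissected tissue together. Each library was made from the tissue of 20 pooled adult fish aged 6 months to 1.5 years, and each of the 6 groups had 2 libraries. The groups were the BA, the outflow vessel of the ventricle, the SV, the venous inflow of the atrium, the atrium and the ventricle of WT fish, and the SV-like structure and the ventricle of *nr2f1a* aco mutants. The authors aligned reads with STAR to danRer11, counted uniquely mapped ones on genes with FeatureCounts, with strand used and with reads allowed to count for each gene they overlapped, and deposited the counts for 22158 genes without normalization. The libraries had been prepared in several batches, of single-end and paired-end types, and were all treated as single-end. Which library belonged to which batch is not named in the text, so batches were not compared. The total counts of the replicates were 33174661 and 34059501 in the WT BA, 36088965 and 37508880 in the WT SV, 44931048 and 44210531 in the WT atrium, 60532949 and 56291321 in the WT ventricle, 28325098 and 31184243 in the *nr2f1a* aco mutant SV and 35022571 and 47245524 in the *nr2f1a* aco mutant ventricle. One read corresponded to between 0.0229 and 0.0294 CPM, and values at or below 3 counts were taken as the floor. These limits cover counting error only, since reads of PCR-amplified libraries are not independent molecules. Replicates differed by more than sampling noise in every group, with a chi-square per degree of freedom from 188 to 355, and their log2 CPM correlated across genes, which are not independent replicates, with r from 0.916 in the *nr2f1a* aco mutant SV to 0.958 in the WT ventricle. The counts of the 19145 genes that passed edgeR's expression filter were normalized by TMM and tested with edgeR's quasi-likelihood method in a single model of the 6 groups with 1 factor of unwanted variation (RUVs), the number of factors that the authors used in DESeq2. The RUVs factor was largest in size in *nr2f1a* aco mutant SV replicate 1, at 2.16, and in WT ventricle replicate 1, at -1.79. Expression is given as CPM, the counts scaled to the size of the TMM-normalized library, as mean ± SD of 2 libraries. The standard errors of log2 fold changes were derived from the same test. The *aco* allele is a deletion in the 5′-untranslated region of *nr2f1a*, and the transcript is still made in the mutants, so that its level does not check the genotype labels. The CPM of *nr2f1a* in replicates 1 and 2 were 13.1 and 24.6 in the *nr2f1a* aco mutant SV, 17.9 and 9.67 in the WT SV, 2.05 and 1.48 in the *nr2f1a* aco mutant ventricle, 1.35 and 1.70 in the WT ventricle, 2.31 and 2.37 in the WT BA and 73.7 and 66.2 in the WT atrium.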

Principal component analysis (PCA) and hierarchical clustering analysis of the bulk RNA-seq samples showed that the WT BA and SV had distinct expression profiles from the WT and *nr2f1a*^*aco*^ mutant atrial and ventricular chambers and that the transcriptional profiles of the enlarged venous structure from the *nr2f1a*^*aco*^ mutants were similar to the WT SV, but actually in between the WT BA and SV (Fig. 1g, Supplementary Fig. 4a, Supplementary Data 1 and 2). 

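In a PCA of the 500 most variable genes, on log2 CPM with the RUVs factor removed, the first component held 65.2% and the second 18.2% of the variance. The 6 libraries of the atrium and the ventricles had scores of 38.8 to 65.3 on the first component, and the 6 libraries of the BA and SV had scores of -68.0 to -22.3. On the second component, the WT SV scored 45.6 and 41.5, the WT BA -47.1 and -56.4, and the *nr2f1a* aco mutant SV 1.15 and -14.6 in replicates 1 and 2. A Ward tree on Pearson correlation joined the *nr2f1a* aco mutant SV with the WT SV at a height of 0.727, with the WT BA at 1.46 and with the atrium and the ventricles at 3.23. The *nr2f1a* aco mutant SV libraries had a mean r of 0.466 with the WT SV libraries and 0.157 with the WT BA libraries, across centred genes, and a mean r of -0.479 with the WT atrium and -0.693 with the WT ventricle. The difference between the first pair of correlations was 0.309 on average, and it was 0.354 and 0.264 for the single mutant libraries. Each *nr2f1a* aco mutant SV library was also placed on an axis that ran from the WT SV at 0 to the WT BA at 1 over all 19145 tested genes, with separate libraries setting the axis and its origin. The positions were 0.355 and 0.403, with a mean of 0.379 (SD 0.034, n = 2). Of the 6 ways to split the 2 *nr2f1a* aco mutant SV and 2 WT SV libraries, only the real one gave a position as large (exact permutation test, one-sided p = 0.167, the smallest p that 2 libraries against 2 allow). The setting that moved the position most was the use of the 500 most variable genes, with 0.480. Between the WT SV and WT BA, 3457 genes differed, 1793 of them higher in the SV. The number was 3935 between the WT SV and WT atrium, 6832 between the WT SV and WT ventricle, 3556 between the WT BA and WT atrium and 5111 between the WT BA and WT ventricle, at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Libraries with the same replicate number deviated together from their group means in the SV and BA (r = 0.180 across genes), the SV and atrium (0.175) and the BA and atrium (0.139). With the replicate number as a block in place of the RUVs factor, 1664, 2423 and 2392 genes differed in these 3 comparisons.

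**Figure D1:**
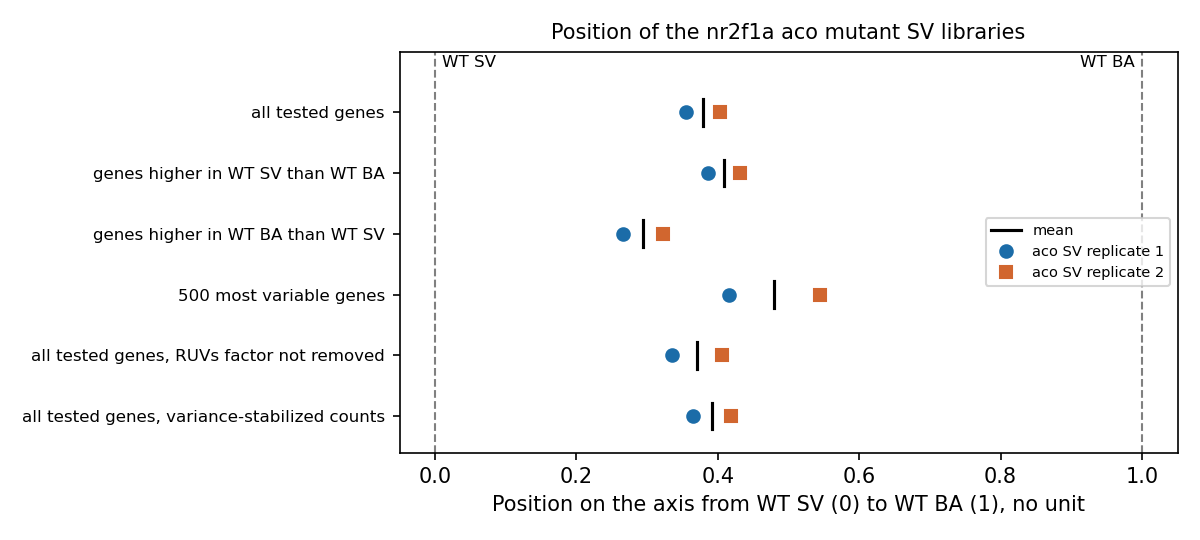
Position of the 2 *nr2f1a* aco mutant SV libraries on the axis from the WT SV (0) to the WT BA (1), without unit, for 6 choices of genes and processing. Circles are replicate 1, squares are replicate 2 and vertical bars are their means. All positions lie between 0 and 1, and the highest mean is the 0.480 of the 500 most variable genes.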

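Across the 19145 tested genes, 323 were higher in both the WT BA and the WT SV than in both the WT atrium and the WT ventricle, each of these 4 comparisons at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was 539 with DESeq2 in place of edgeR, of which 321 were among the 323, and 153, all among the 323, with the replicate number as a block in place of the RUVs factor.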

Interestingly, in comparison to each other, the WT BA and SV each had a significant number of genes with similarly enriched expression in multiple gene clusters (Fig. 1h, Supplementary Fig. 4b, and Supplementary Data 3 and 4). Moreover, many of the genes that shared expression in the WT BA and SV were markers of SMCs, including *myosin light chain kinase a* (*mylka)*, *myosin heavy chain 11 a* (*myh11a)*, and *elastin b (elnb)*^46,47^ (Fig. 1h and Supplementary Data 3 and 4).

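The CPM of *mylka* were 807 ± 50.6 in the WT BA, 186 ± 41.1 in the WT SV, 12.7 ± 5.18 in the WT atrium and 6.63 ± 2.88 in the WT ventricle (mean ± SD, n = 2). Its log2 fold change over the WT atrium was 6.05, standard error 0.51, adjusted p = 4.4e-05 in the BA and 3.94, standard error 0.47, adjusted p = 3.0e-04 in the SV (edgeR with Benjamini-Hochberg adjustment). Over the WT ventricle it was 6.95, standard error 0.53, adjusted p = 3.2e-05 in the BA and 4.84, standard error 0.48, adjusted p = 6.1e-05 in the SV (same test and adjustment in edgeR). For *myh11a*, the CPM were 576 ± 40.4 in the WT BA, 143 ± 16.2 in the WT SV, 12.7 ± 6.13 in the WT atrium and 11.7 ± 4.40 in the WT ventricle. The SV had 3.63 over the atrium (adjusted p = 0.00106) and 3.68 over the ventricle (adjusted p = 4.6e-04), as log2 fold changes in edgeR with Benjamini-Hochberg adjustment. For *elnb*, they were 310.4 ± 15.8 in the WT BA, 18.2 ± 2.68 in the WT SV, 0.442 ± 0.436 in the WT atrium and 0.186 ± 0.194 in the WT ventricle. Its log2 fold changes were 5.27 for the SV over the atrium (adjusted p = 8.3e-04) and 9.37 for the BA over the atrium (adjusted p = 6.7e-05, edgeR with Benjamini-Hochberg adjustment). Each of the 3 genes was lower in the SV than in the BA, by log2 fold changes of -2.11 for *mylka* (adjusted p = 0.00651), -1.99 for *myh11a* (adjusted p = 0.0195) and -4.10 for *elnb* (adjusted p = 0.00204, edgeR with Benjamini-Hochberg adjustment). The difference in *myh11a* had an adjusted p of 0.0527 in edgeR with Benjamini-Hochberg adjustment when the replicate number was a block in place of the RUVs factor. With each library left out in turn, the log2 fold change of the SV over the atrium ranged from 3.49 to 4.36 for *mylka*, from 3.13 to 4.07 for *myh11a* and from 4.28 to 7.09 for *elnb*. Of the 10 genes in the SMC group of Fig. 1h, all 10 were called higher in the BA than in the atrium, and the same held against the ventricle. In the SV, 9 were called higher than in the atrium and 9 than in the ventricle, and 8 were called lower than in the BA, of which *acta2* was called in 7 of 9 alternatives, with an adjusted p up to 0.251 (edgeR or DESeq2, Benjamini-Hochberg). With adjustment over the 41 genes listed from the paper, all 10 were called in the SV over the atrium, 9 over the ventricle and 8 lower than in the BA.

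**Figure D2:**
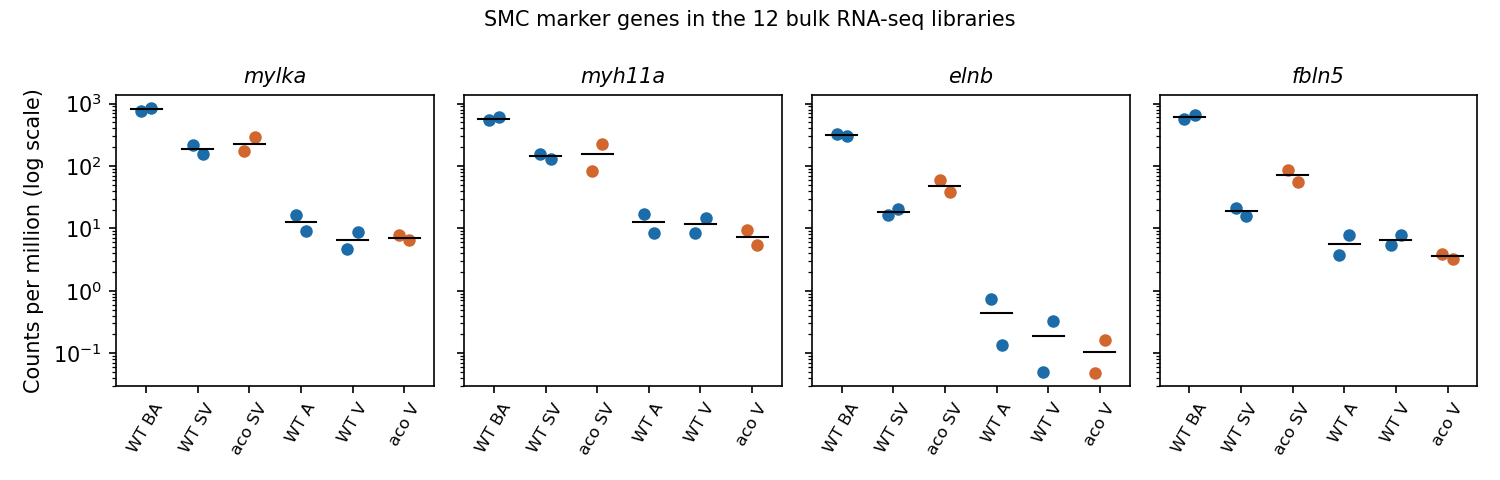
TMM-normalized CPM, on a log axis, of *mylka*, *myh11a*, *elnb* and *fbln5* in each of the 12 libraries. Points are libraries (blue, WT; orange, *nr2f1a* aco mutant) and bars are means of 2. For *mylka*, the WT BA lies near 807, the WT SV near 186 and the WT ventricle near 6.63 CPM.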

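The 10 genes of this group (*acana*, *acta2*, *mylka*, *myh11a*, *elnb*, *fn1a*, *fbln5*, *rgs5a*, *hoxb2a* and *hoxb3a*) were all called higher in the *nr2f1a* aco mutant SV than in the *nr2f1a* aco mutant ventricle, with log2 fold changes from 4.16 to 8.78. The CPM in the mutant SV were 229 ± 81.0 for *mylka*, 156 ± 101 for *myh11a* and 48.7 ± 15.5 for *elnb* (n = 2). Against the WT SV, all 10 had a log2 fold change above 0 in the mutant SV, from 0.17 to 3.49, and 2 were called, both with adjustment over all genes and over the 41 genes listed from the paper. These were *acana* (3.49, standard error 0.64, adjusted p = 0.0214) and *fbln5* (1.64, standard error 0.33, adjusted p = 0.0331) in edgeR with Benjamini-Hochberg adjustment. Neither was called without the RUVs factor, in a fit of the 2 groups alone or with the replicate number as a block, in place of the factor or beside it, and their log2 fold changes over 10 alternatives ranged from 2.99 to 3.51 and from 1.63 to 1.92. The difference in *mylka* was smaller than the spread between libraries (0.35, standard error 0.42, adjusted p = 0.789, edgeR with Benjamini-Hochberg adjustment). The CPM of *acta2* were 409 and 3076 in the 2 mutant SV libraries and 1915 and 1271 in the WT SV libraries, so that no difference could be told from replicate variation.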

The SMC markers were also expressed in the enlarged venous chamber-like structure from the *nr2f1a*^*aco*^ mutants (Fig. 1h). IHC confirmed representative SMC markers were expressed in the WT BA and SV, and the enlarged chamber-like structure in *nr2f1a*^*aco*^ mutants, yet absent from the cardiac chambers (Fig. 1i, k; Supplementary Fig. 4c). It was surprising to find the expression of SMC markers, such as Mylka and Elnb, in both the SV and BA, as they were previously reported to be specific to BA identity in teleosts and suggested to be required for patterning the outflow tract (OFT)^8,48,49^. Thus, the transcriptional profiles and IHC suggest that the WT SV shares expression of SMC markers with the WT BA and confirms the venous chamber-like structure found in the *nr2f1a*^*aco*^ mutants is likely part of or derived from the SV.

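Between the *nr2f1a* aco mutant SV and the WT SV, 295 genes differed, 56 of them higher and 239 lower in the mutant (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p below 0.05). The *nr2f1a* aco mutant SV differed from the WT BA in 1401 genes and from the *nr2f1a* aco mutant ventricle in 4018. Deviations of same-numbered libraries correlated at -0.153 in the mutant and WT SV. With the replicate number as a block in place of the RUVs factor, 61 genes differed, 4 of them higher in the mutant, and with the replicate numbers of the mutant libraries crossed, a fit chosen after seeing this correlation, 283 genes differed, 58 of them higher. Without the RUVs factor, 138 genes differed, 13 of them higher. DESeq2 with the RUVs factor gave 991 genes, the largest count, 307 of them higher, and edgeR on the 2 groups alone gave 38, the smallest, 0 of them higher. Among named genes whose libraries do not overlap, the largest increases in the mutant were in *itih1* (5.88, standard error 0.58, adjusted p = 4.4e-04), *vmhcl* (5.31, standard error 1.11, adjusted p = 0.0414), *ca10a* (5.05), *jac2* (4.82) and *abcg1* (4.53), as log2 fold changes in edgeR with Benjamini-Hochberg adjustment. Of 10 alternatives, 9 called *itih1*, 2 *vmhcl*, 4 *ca10a*, 7 *jac2* and 8 *abcg1*. The largest decreases were in *slc6a19a.1*, at least 153-fold lower, *cdhr2*, at least 337-fold lower, and *ifit15*, at least 154-fold lower. These 3 had no reads in the mutant SV. The others were *chia.1* and *apoea*, with log2 fold changes of -13.16 (adjusted p = 1.4e-05) and -12.03 (adjusted p = 1.4e-05) in edgeR with Benjamini-Hochberg adjustment. Of 10 alternatives, 8 called *slc6a19a.1*, 9 *cdhr2*, 8 *ifit15*, 10 *chia.1* and 10 *apoea*. The authors' deposited table called neither *jac2* (3.53, adjusted p = 0.439) nor *slc6a19a.1* (-2.43, adjusted p = 0.367, DESeq2 with Benjamini-Hochberg adjustment). The 2 mutant SV libraries had 4.00 and 39.9 CPM of *jac2*. With each library left out in turn, its log2 fold change ranged from 4.01 to 7.51. *slc6a19a.1* and *chia.1* belong to families of similar genes between which reads could be split. Of the 239 lower genes, 145 were at least 4-fold higher in the WT SV than in each other WT tissue. A list of 18 enterocyte marker genes took 0.0729% and 0.0670% of the counts in the WT SV libraries and 0.00666% and 0.00516% in the mutant SV libraries. The cardiomyocyte gene *myh6* had 22.6 ± 24.1 CPM in the mutant SV, 253 ± 72.0 in the WT SV and 5047 ± 4811 in the WT atrium (n = 2). It was lower in the mutant SV than in the WT SV (-5.02, standard error 0.46, adjusted p = 4.4e-04, edgeR with Benjamini-Hochberg adjustment). *myh6* was not called without the RUVs factor, with the replicate number as a block in its place or in a fit of the 2 groups alone. Over 10 alternatives, its log2 fold change ranged from -5.04 to -3.47. In the authors' deposited table it was -2.86 (adjusted p = 0.0412, DESeq2 with Benjamini-Hochberg adjustment). *tnnt2a* and *vmhc* had log2 fold changes of -1.09 and -1.44 that were not called. From the transcriptional profiles and IHC, the paper proposes that the mutant structure likely belongs to or arises from the SV.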

As might be expected, many canonical markers of arterial endothelial cell (EC) identity, including *aqp8.1*, *spock3*, and *notch1b*^50^, were enriched in the WT BA (Fig. 1h, Supplementary Data 1 and 2). However, while *nr2f1a*, which is still transcribed in *nr2f1a*^*aco*^ mutants, was expressed in the SV, unexpectedly, many canonical EC progenitor (e.g. *etv2* and *lmo2*)^50–52^ and venous EC markers (e.g. *flt4* and *lyve1b*)^53,54^ were not dramatically different in the bulk RNA-seq from the WT BA and SV (Fig. 1h, Supplementary Data 1 and 2). 

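The CPM of *aqp8a.1*, listed under this symbol for *aqp8.1*, were 430.5 ± 72.6 in the WT BA, 52.7 ± 8.77 in the WT SV, 1779 ± 1113 in the WT atrium and 2042 ± 263 in the WT ventricle (mean ± SD, n = 2). Those of *spock3* were 436 ± 83.4 in the WT BA, 37.8 ± 5.56 in the WT SV, 1008 ± 108 in the WT atrium and 910.2 ± 297 in the WT ventricle. For *notch1b*, they were 271 ± 27.1 in the WT BA, 129 ± 8.46 in the WT SV, 335 ± 6.37 in the WT atrium and 448 ± 48.0 in the WT ventricle. All 3 genes were lower in the SV than in the BA. The log2 fold changes were -3.06, standard error 0.68, adjusted p = 0.0107 for *aqp8a.1* (edgeR with Benjamini-Hochberg adjustment). They were -3.53, standard error 0.37, adjusted p = 2.0e-04 for *spock3* and -1.05, standard error 0.30, adjusted p = 0.0350 for *notch1b* (edgeR with Benjamini-Hochberg adjustment). The difference in *notch1b* was called in 5 of 9 alternatives, with an adjusted p up to 0.0877 (edgeR or DESeq2, Benjamini-Hochberg). The deposited counts placed the BA below the chambers for *aqp8a.1* (log2 fold change -2.06 against the atrium, adjusted p = 0.0498, and -2.44 against the ventricle, adjusted p = 0.0213, edgeR with Benjamini-Hochberg adjustment). Against the atrium, *aqp8a.1* was called in 3 of 9 alternatives, with an adjusted p up to 0.110 (edgeR or DESeq2, Benjamini-Hochberg), and in 8 of 9 against the ventricle. The BA was also below the chambers for *spock3* (-1.22, adjusted p = 0.0300, and -1.07, adjusted p = 0.0387, edgeR with Benjamini-Hochberg adjustment). Of 9 alternatives, 8 called *spock3* against the atrium and 6 against the ventricle. For *notch1b*, the differences of -0.24 and -0.63 were not called. Of the 8 arterial EC genes examined (those of Fig. 1h and *cdh5*), 6 were called lower in the WT SV than in the WT BA and none was higher. Of these, *stab1* was called in 7 of 9 alternatives, with an adjusted p up to 0.106 (edgeR or DESeq2, Benjamini-Hochberg), and *chd5* (-1.03) and *cldn5a* (-1.27) were not called. The legend of Supplementary Fig. 13 writes both *cdh5* and *Chd5* for the same panel, so *chd5* may stand for *cdh5* and not be a separate arterial gene. The mean CPM of *chd5* were 0.839 in the WT BA and 0.428 in the WT SV, against 12.7 in the WT atrium and 20.1 in the WT ventricle.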

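*nr2f1a* was higher in the WT SV than in the WT BA by a log2 fold change of 2.56, standard error 0.41, adjusted p = 0.00180 (edgeR with Benjamini-Hochberg adjustment). It was lower in the WT SV than in the WT atrium (-2.29, adjusted p = 0.00215) and higher than in the WT ventricle (3.24, adjusted p = 2.3e-04), in edgeR with Benjamini-Hochberg adjustment. Between genotypes, its log2 fold change was 0.52 in the SV (adjusted p = 0.616) and 0.35 in the ventricle (adjusted p = 0.749), neither called in edgeR with Benjamini-Hochberg adjustment. The CPM of *etv2* were 12.9 ± 7.00 in the WT SV and 16.5 ± 0.557 in the WT BA. In the same groups, those of *flt4* were 8.85 ± 1.62 and 8.84 ± 0.739, and those of *lyve1b* were 24.0 ± 10.8 and 8.99 ± 2.92 (mean ± SD, n = 2). The log2 fold changes of the SV over the BA were -0.36, standard error 0.39, adjusted p = 0.572 for *etv2*, 0.04, standard error 0.40, adjusted p = 0.957 for *flt4* and 1.42, standard error 0.58, adjusted p = 0.112 for *lyve1b* (edgeR with Benjamini-Hochberg adjustment). The *lyve1b* libraries of the SV and the BA did not overlap, and *lyve1a* (-0.56) was not called. *lmo2* had 103 ± 13.3 CPM in the WT SV and 48.3 ± 6.17 in the WT BA, a log2 fold change of 1.15, standard error 0.27, adjusted p = 0.0135 (edgeR with Benjamini-Hochberg adjustment). It was called in 6 of 9 alternatives, and the adjusted p ranged from 3.5e-06 to 0.208 (edgeR or DESeq2, Benjamini-Hochberg).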

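In the comparison of the *nr2f1a* aco mutant SV with the WT SV, 6 of the 8 arterial EC genes examined had a log2 fold change above 0: *mrc1a* (2.39), *cldn5a* (1.26), *stab1* (0.94), *chd5* (0.92), *cdh5* (0.58) and *spock3* (0.56). *aqp8a.1* (-1.23) and *notch1b* (-0.04) did not. As *chd5* may stand for *cdh5*, the 6 and the 8 may count *cdh5* under both names. All 4 venous EC genes examined also had a log2 fold change above 0, from 0.015 to 0.654, none called. The sign alone therefore does not set the arterial genes apart. With adjustment over all 19145 genes, 0 of the 8 were called, 2 had an unadjusted p below 0.05, and with adjustment over the 41 genes listed from the paper, 1 was called. The lowest adjusted p was that of *mrc1a*, with 4.79 ± 0.611 CPM in the mutant SV, 0.799 ± 0.386 in the WT SV and 6.58 ± 0.885 in the WT BA (mean ± SD, n = 2; standard error of the log2 fold change 0.59; adjusted p = 0.0832, edgeR with Benjamini-Hochberg adjustment). DESeq2 with the RUVs factor gave an adjusted p of 0.00632 for *mrc1a* (Benjamini-Hochberg), and in the authors' deposited table it was 2.18 with an adjusted p of 0.0180 (DESeq2 with Benjamini-Hochberg adjustment). With each library left out in turn, its log2 fold change ranged from 2.01 to 2.91. With the replicate numbers of the mutant libraries crossed, a block in place of the RUVs factor called *mrc1a*, and the adjusted p of its 10 alternatives ranged to 0.243 (edgeR or DESeq2, Benjamini-Hochberg). Of the 6 higher genes, 5 had libraries that did not overlap between the genotypes, as did *aqp8a.1*, which was lower, and this chance gives for 33.3% of genes with 2 libraries against 2.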

Interestingly, some arterial EC markers that were enriched in the WT BA also showed increased expression in the *nr2f1a*^*aco*^ mutant SV (Fig. 1h). In addition to the similar expression of SMC and venous EC markers, we found that Hox transcription factors *hoxb2a* and *hoxb3a*, were expressed in both the BA and SV, but absent from the cardiac chambers (Fig. 1h and Supplementary Fig. 4c). 

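The CPM of *hoxb2a* were 6.69 ± 0.543 in the WT BA, 3.84 ± 2.14 in the WT SV, 0.230 ± 0.135 in the WT atrium and 0.154 ± 0.114 in the WT ventricle and 4.27 ± 1.38 in the *nr2f1a* aco mutant SV (mean ± SD, n = 2). The chamber libraries held from 3 to 13 reads of *hoxb2a* and the BA, SV and mutant SV libraries from 100 to 272. Its log2 fold change over the atrium was 4.91, standard error 0.71, adjusted p = 7.3e-04 in the BA and 4.12, standard error 0.70, adjusted p = 0.00189 in the SV (edgeR with Benjamini-Hochberg adjustment). For *hoxb3a*, the CPM were 17.5 ± 3.69 in the WT BA, 5.45 ± 2.21 in the WT SV, 0.890 ± 0.653 in the WT atrium and 0.250 ± 0.353 in the WT ventricle and 11.3 ± 2.37 in the *nr2f1a* aco mutant SV. The BA was called above the atrium (4.08, adjusted p = 0.0110) and the ventricle (6.17, adjusted p = 0.00128, edgeR with Benjamini-Hochberg adjustment). The SV was called above the ventricle (4.47, adjusted p = 0.00557) but not above the atrium (2.38, standard error 0.91, adjusted p = 0.0904, edgeR with Benjamini-Hochberg adjustment), although the libraries did not overlap. DESeq2 with the RUVs factor gave an adjusted p of 0.0491 for this comparison (Benjamini-Hochberg), a fit of the 2 groups alone also called it, and the adjusted p of the other alternatives ranged to 0.123. The paper's RT-qPCR in Supplementary Fig. 4c reported mean folds over the WT atrium of 28.3 in the WT BA and 12.7 in the *nr2f1a* aco mutant SV for *hoxb2a*, and of 14.0 and 10.8 for *hoxb3a* (the paper's values, n = 3).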

As much of the smooth muscle surrounding the vasculature within the anterior body is derived from neural crest^55^ and neural crest (NC)-derived SMCs surround an inner vascular endothelium of the BA that is typical of the stratified layers (tunics) surrounding large vessels^56^, we asked if NC-derived SMCs also contribute to the SV. Using the combination of *Tg(sox10:GAL4,UAS:Cre)* and *Tg(-3.5ubb:loxP-EGFP-loxP-mCherry)* transgenes (together referred to as *NC:mcherry*)^56^ to permanently label NC-derived cells in WT and *nr2f1a*^*aco*^ mutant embryos, as well as examining transgenic reporters for SMCs and ECs, respectively *Tg(acta2:EGFP)* and *Tg(kdrl:EGFP)*, our data indicate that NC-derived SMCs surround an internal endothelial lining in the SV of WT and *nr2f1a*^*aco*^ mutant fish (Fig. 1l–n, Supplementary Fig. 4d). Altogether, our analysis shows the enlarged venous structure found in the *nr2f1a*^*aco*^ mutants is the SV, which normally is a chamber-like vascular structure adjacent to the atrium that is comprised of an endothelial lining surrounded by SMCs.

### Aberrant blood flow elicits remodeling of the SV

We next sought to understand the origin of the enlarged SV in *nr2f1a*^*aco*^ mutants. To first determine if the *nr2f1a*^*aco*^ mutant SV contains cells derived from embryonic atrial CMs, we performed lineage tracing with the *Tg(amhc:Cre*^*ERT2*^*)* and *Tg(ubb:LOXP-AmCyan-LOXP-ZsYellow)* (referred to as *ubb:CSY*) in WT as well as the *nr2f1a*^*aco*^ mutant hearts (Supplementary Fig. 5a). However, cells derived from embryonic *amhc*^+^ cardiomyocytes were not found distal to the atrial chamber in WT SV or within the enlarged SV of *nr2f1a*^*aco*^ hearts (Supplementary Fig. 5b), suggesting the adaptation in *nr2f1a*^*aco*^ mutants is intrinsic to the SV and not directly from loss of embryonic atrial CMs. To determine temporally when the SV enlarges in *nr2f1a*^*aco*^ mutants, we examined the SMC marker Elnb in whole hearts excised at weekly intervals beginning at 7 days post-fertilization (dpf). Despite previous analysis showing Elnb is specific to the arterial pole of the zebrafish heart through 5 dpf^47^, we found it also began to be expressed at the venous pole of hearts as early as 7 dpf in both WT and *nr2f1a*^*aco*^ mutant (Fig. 2a). The size of the SV in *nr2f1a*^*aco*^ mutants appeared to be unchanged relative to the SV in WT fish through ~21 dpf, but was discernibly enlarged in *nr2f1a*^*aco*^ mutants compared to WT fish by 28 dpf (Fig. 2a). In addition to being enlarged by 28 dpf, IHC for Elnb on sagittal sections showed that the *nr2f1a*^*aco*^ SV walls were significantly thickened (Fig. 2b, c). We hypothesized that wall thickening of the SV in *nr2f1a*^*aco*^ mutants could be caused by increased cellularity, so we compared the quantity of SMCs in the WT and *nr2f1a*^*aco*^ mutant SV. Utilizing DAPI to mark the nuclei of cells enveloped by Elnb^+^ fibers, we found there were a greater number of presumptive SMCs within the SV walls of *nr2f1a*^*aco*^ mutants (Fig. 2d, e). Similar observations were also found in the adult SV (Supplementary Fig. 6a, b), suggesting that this thickening is not transient and likely compounds over the lifespan of the *nr2f1a*^*aco*^ mutant fish. To determine if the increase in SV SMCs of *nr2f1a*^*aco*^ mutants was due to increased proliferation, juvenile fish were pulsed with EdU at 21 and 24 dpf via pericardial injection (Fig. 2f). Indeed, we found that there was a significant increase in the percentage of EdU^+^-Elnb surrounded cells within the SV, the majority of which were concentrated in regions undergoing thickening (Fig. 2h, i). Analysis of immune cells did not show infiltration that could be contributing to the thickening in the *nr2f1a*^*aco*^ mutants. Thus, our data show that the SV of *nr2f1a*^*aco*^ mutants undergoes a remarkable remodeling response that begins around 21 dpf and entails thickening of the wall due to increased SMC cellularity from proliferation.

**Fig. 2:**
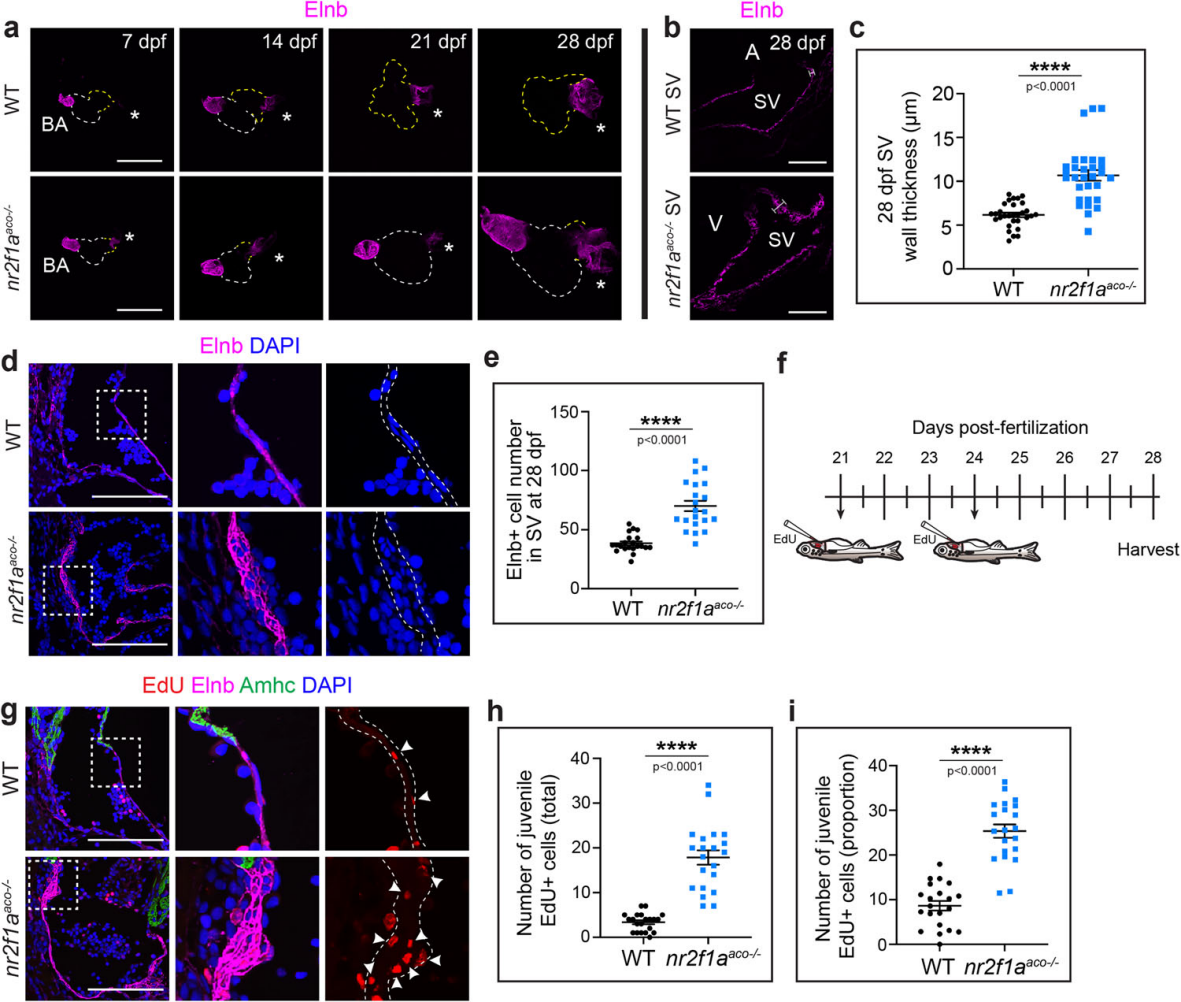
*Nr2f1a* mutant SV undergoes adaptive remodeling via proliferation of smooth muscle cells. **a** Confocal images of Elnb IHC in whole hearts from WT and *nr2f1a*^*aco*^ fish at weekly intervals through 28 dpf. Venous pole (asterisks). Dashed lines outline the myocardium (white - ventricle, yellow - atrium). WT 21 dpf and 28 dpf images just show the atrium and venous pole. Scale bars – 200 μm. **b** Confocal images of IHC for Elnb on mid-sagittal sections showing the SV at 28 dpf. Bars indicate thickness. Scale bars − 100 μm. **c** Quantification of SV wall thickness (µm) in sections (*n* = 10 fish). Individual points on the graphs represent a single section averaged from 10 measurements from a single section (3 total sections per fish). 3 adjacent sections were analyzed per fish. **d** Confocal images of IHC for Elnb (magenta) and DAPI (blue) staining on sagittal sections showing the SV at 28 dpf. DAPI^+^ nuclei within the Elnb staining of the whole sections were counted. Boxes show the regions of the higher magnification. Dashed outline indicates the Elnb^+^ region. Scale bars – 50 μm. **e** Quantification of Elnb-surrounded cells (DAPI^+^ nuclei) within sections of the SV (*n* = 7 fish per group). 3 adjacent sections were quantified per fish. **f** Schematic of EdU labeling with intrathoracic injections in juvenile zebrafish. **g** Confocal images of sagittal sections from juvenile WT and *nr2f1a*^*aco*^ mutant fish showing the SV following detection of EdU (red) incorporation. Boxes indicate regions of higher magnification. Dashed outline indicates DAPI^+^ nuclei (blue) within the Elnb^+^ (magenta) tissue. Amhc (green) was used as control to mark the border of the SV. White arrowheads indicate EdU^+^ nuclei embedded in the Elnb^+^ tissue of the SV. Scale bars – 50 μm. **h**, **i** Quantification of a total number of Elnb-surrounded EdU^+^ nuclei and the proportion of Elnb-surrounded EdU^+^ to total (DAPI^+^) nuclei within sections SV (*n* = 7 fish per group). Individual points represent 1 section with 3 sections counted per fish. An unpaired, two-sided Student’s *t*-test was used to assess statistical differences between WT and *nr2f1a*^*aco*^ in all graphs. Comparisons marked ****p < 0.0001. Error bars represent the mean +/− SEM. Source data are provided as a Source Data file.

Vascular remodeling and hyperplasia of SMCs, such as occur with diseases like pulmonary hypertension^57^, can be caused by improper blood flow^39^. To explore if aberrant blood flow occurs in *nr2f1a*^*aco*^ mutant hearts, potentially increasing shear stress within the SV, we performed echocardiography on adult WT and *nr2f1a*^*aco*^ mutant fish^58^. Retrograde blood flow was apparent from the ventricle into the SV of *nr2f1a*^*aco*^ mutants, which was never observed in the hearts of WT control fish (Fig. 3a, Supplementary Movies 1 and 2). This observation led us to posit that regurgitation in the *nr2f1a*^*aco*^ mutant hearts could be increasing shear stress within the SV and contributing to the thickening phenotype. Accordingly, we sought to decrease the mechanical stress imposed by these aberrant hemodynamic forces within the SV. Pharmacological vasodilators Captopril and Enalapril were chosen as mitigating agents because they are used clinically to treat hypertension^59,60^, while estradiol was chosen for its association with improving pulmonary hypertension in animal models^61^. WT and *nr2f1a*^*aco*^ mutant fish were treated with 250 µM Captopril or DMSO (vehicle control) beginning at 14 dpf until 28 dpf. Although WT fish were unaffected, *nr2f1a*^*aco*^ juvenile mutants exposed to Captopril showed a significant reduction in the thickness of the Elnb^+^ SV walls compared to the control treatments (Fig. 3b, c). We also found that fish were amenable to longer-term treatments with Enalapril and estradiol. WT and *nr2f1a*^*aco*^ mutant fish were treated beginning at 48 hpf with 50 µM Enalapril or ethanol (vehicle control) and 10 nM estradiol or DMSO (vehicle control) until 28 dpf. With these prolonged treatments, again *nr2f1a*^*aco*^ mutants exposed to Enalapril or estradiol both showed a significant reduction in the thickness of the Elnb^+^ SV walls compared to the WT control fish (Supplementary Fig. 7a–d). Conversely, we asked if increasing blood flow, and therefore sheer stress, could exacerbate the SV thickening in *nr2f1a*^*aco*^ mutant fish using a swim tunnel, an established exercise model^62^. *nr2f1a*^*aco*^ fish were exercised in a swim tunnel via pacing beginning at 21 dpf daily for 30 min over 2 weeks (Fig. 3d, Supplementary Movie 3). Indeed, we found that this exercise regimen was able to elicit an increase in SV wall thickness in juvenile *nr2f1a*^*aco*^ mutants compared to unexercised control sibling *nr2f1a*^*aco*^ mutant fish (Fig. 3e, f). Surprisingly, despite the enlargement of the ventricle, lack of atrium, and adaptive thickening of the SV, adult *nr2f1a*^*aco*^ mutant fish performed as well as WT fish in sprint and endurance trials (Supplementary Fig. 8a, b), suggesting that their hearts are functionally able to compensate. Together, these findings support the idea that the SV of *nr2f1a*^*aco*^ mutants undergoes adaptive remodeling influenced by shear stress and improper regurgitative blood flow.

**Fig. 3:**
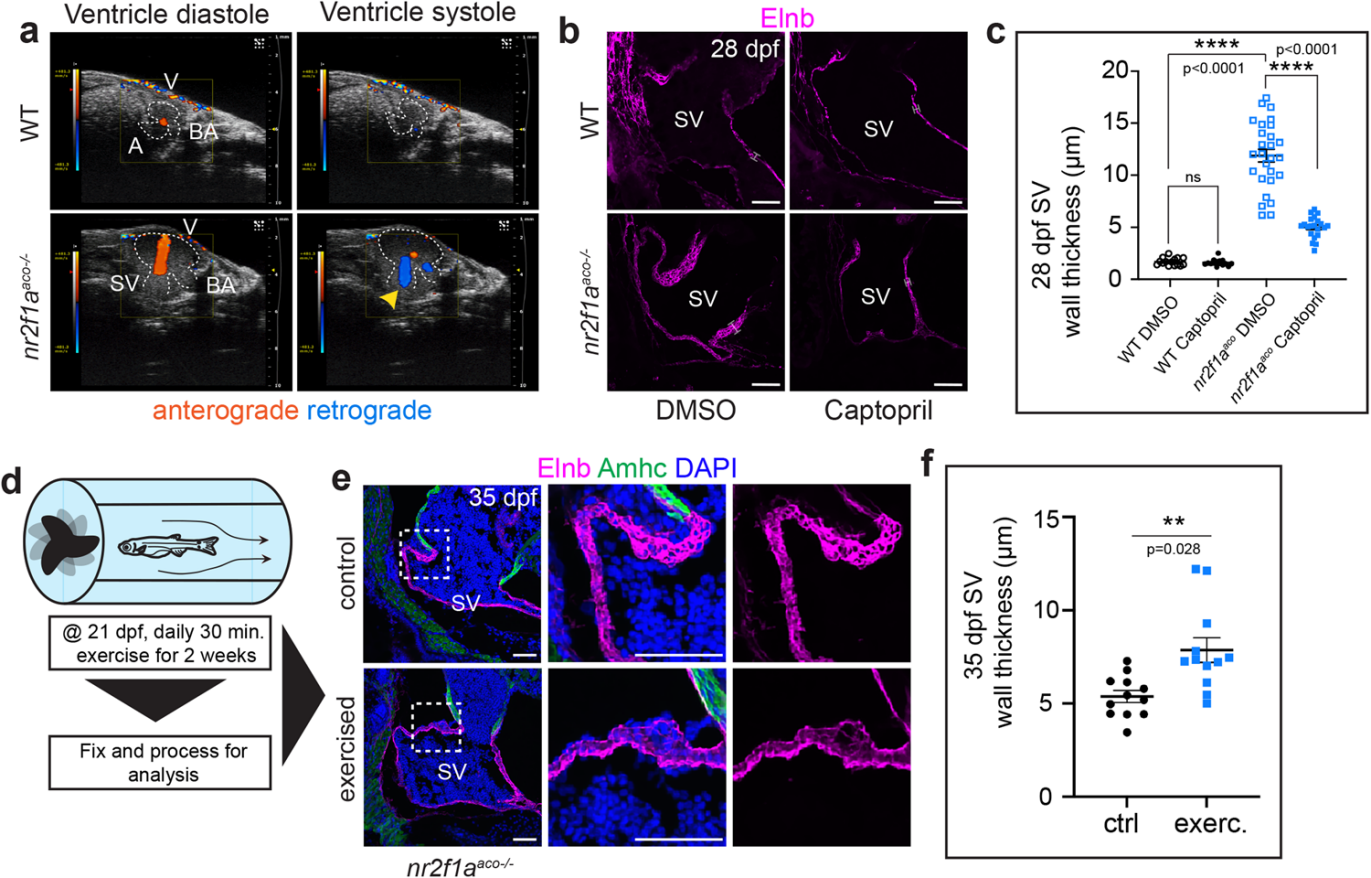
Aberrant blood flow contributes to remodeling in *nr2f1a* mutant hearts. **a** Ultrasound images from echocardiography were conducted on adult WT and *nr2f1a*^*aco*^ mutant fish. Anterior is to the right and ventral is up. Flow direction was pseudo-colored for ease of clearly discerning anterograde ventricular inflow (orange) and retrograde outflow (blue). Dashed lines denote the borders of heart. Yellow arrowhead indicates the location of regurgitation in *nr2f1a*^*aco*^ mutant heart. Still images were isolated from Supplementary Movies 1 and 2. *n* = 3 WT and *nr2f1a*^*aco*^ mutant fish were examined. **b** Confocal images of sagittal sections from 28 dpf WT and *nr2f1a*^*aco*^ mutant fish treated with either Captopril or DMSO (control). Scale bars – 100 μm. **c** Quantification of Elnb^+^ wall thickness (µm) at 28 dpf following Captopril treatments began at 14 dpf. Individual points on the graphs represent 10 measurements averaged from different regions of the SV in a single section (3 total sections per fish). (*n* = 5 for WT control and treated groups, *n* = 9 for *nr2f1a*^*aco*^ control group, *n* = 7 for *nr2f1a*^*aco*^ treated group). Statistical significance was calculated using an ordinary one-way ANOVA with multiple comparisons. Comparisons marked ****p < 0.0001. Source data are provided as a Source Data file. **d** Schematic outlining the juvenile exercise regimen beginning at 21 dpf. **e** Confocal images of sagittal sections showing immunostaining detecting Elnb (magenta), Amhc (green), and DAPI^+^ nuclei (blue) in the SV of unexercised (control) and exercised *nr2f1a*^*aco*^ mutant fish following 2 weeks of daily exercise. Scale bars − 50 μm. **f** Quantification of Elnb^+^ wall thickness at 35 dpf following 2 weeks of daily exercise (*n* = 4 fish per group). Individual points on the graphs represent 20 measurements averaged from different regions of the SV in a single section (3 sections per fish). An unpaired, two-sided Student’s *t*-test was used to assess statistical differences between exercised and unexercised *nr2f1a*^*aco*^ fish. Comparison marked **p = 0.0028. All error bars represent the mean +/− SEM. Source data are provided as a Source Data file.

### Heterogenous SMC and EC populations comprise the BA and SV

We next sought to gain an understanding of the specific cell types that normally comprise the zebrafish BA and SV and how they are affected in the adapting SV of the *nr2f1a*^*aco*^ mutants. Hence, we performed scRNA-seq on the BA and SV of WT and the *nr2f1a*^*aco*^ mutant fish (Fig. 4a). Unsupervised joint-clustering (ICGS2) of BA and SV of adult WT and *nr2f1a*^*aco*^ mutants identified 28 cell populations defined by unique marker genes, with all clusters containing both WT and *nr2f1a*^*aco*^ mutant cells (Supplementary Fig. 9a, b and Supplementary Data 5). Manual annotation based on established markers found that 13 of these clusters represent contaminant immune cells, atrial CMs, and hepatocyte-like cells. Thus, we focused on the remaining 15 clusters from our analysis, as they reflected the primary cell types intrinsic to both chambers. UMAP visualization of these primary BA and SV populations found that cells separate primarily by genotype and capture, even within each annotated cell-population (Fig. 4b, c). Nonetheless, these cell population predictions were consistent with those obtained with supervised alignment to only WT captures (Supplementary Fig. 10a–c). Annotation of the cell clusters based on marker gene expression from the WT and *nr2f1a*^*aco*^ mutant BA and SV indicated the major cell populations were predominantly SMCs and ECs (Fig. 4b, Supplementary Fig. 11 and Supplementary Data 6). Specifically, clusters (C) 1–8 were identified as being SMCs, with C1-3 and C6 expressing high levels of canonical SMC markers, including *myh11a, elnb*, *mylka*, and *acta2* (Fig. 4d, Supplementary Fig. 12)^46^. C4, C5, C7, C8 expressed lower levels of these canonical SMC markers but were enriched for fibronectins (Fig. 4d, Supplementary Fig. 12). While the interpretation of UMAP embeddings can be problematic, these plots suggest that overall SMC (C3-8) and EC (C9-12) populations in each the BA and SVs of the WT and *nr2f1a*^*aco*^ mutant tissues are more proximal, with the exception of the main *nr2f1a*^*aco*^ mutant and WT BA SMCs clusters C1 and C2, which display greater separation than these other populations (Fig. 4b, c). The multiple clusters of SMCs in the BA (C1-3) and SV (C4,6,7,8) of both conditions support there is heterogeneity within these populations at both poles of the heart (Fig. 4b–d).

**Fig. 4:**
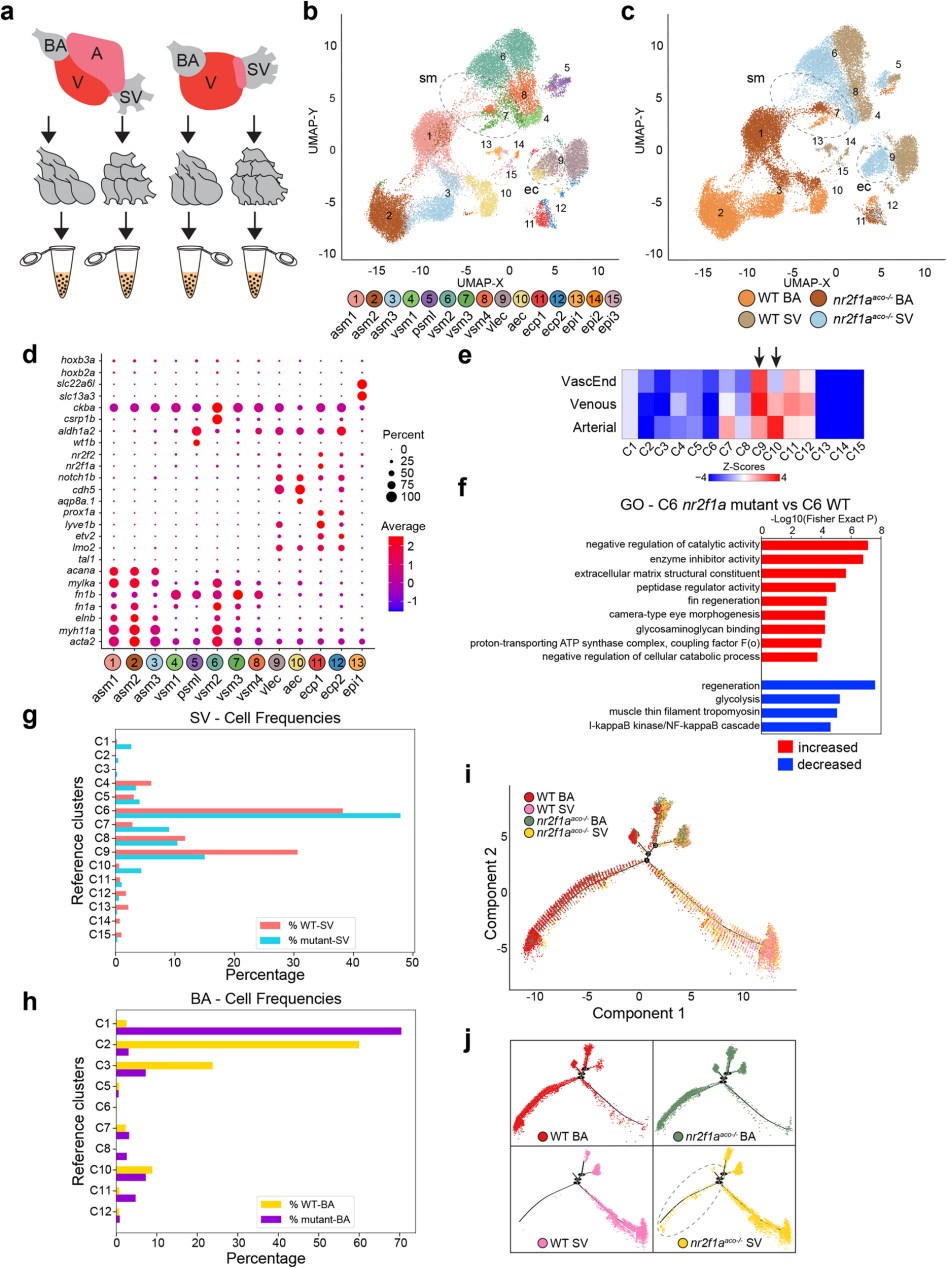
The remodeled *nr2f1a* mutant SV acquires characteristics of the arterial BA. **a** Schematic depicting the dissection of individual cardiac chambers for single cell RNA-seq analysis. **b** Uniform Manifold Approximation and Projection (UMAP) plot showing the 15 ICGS2 clusters corresponding to smooth muscle, endothelial, and epithelial cells. asm – arterial smooth muscle, vsm – venous smooth muscle, psml – pan-smooth muscle-like, vlec – venous-lymphatic endothelial cell, aec – arterial endothelial cell, ecp – endothelial cell progenitor, epi – epithelial cell. **c** The UMAP plot shows the contributions of cells from each the WT BA, WT SV, *nr2f1a*^*aco*^ mutant BA, and *nr2f1a*^*aco*^ mutant SV. Dashed outlines indicate cells from clusters 1, 7, and 10 (SMCs) and clusters 9 and 10 (ECs) occupying similar space that are from the WT BA, WT SV, and *nr2f1a*^*aco*^ mutant SV. **d** Dot matrix plot comparing the expression of selected SMC and ECs marker genes within clusters 1–13. **e** Gene-enrichment (GO-Elite) of WT cluster marker genes compared to previously published arterial, venous, and intermediate vascular populations. **f** GO enrichment of marker genes from *nr2f1a*^*aco*^ mutant C6 vs WT C6 SMC populations. Gene-set enrichment analysis is performed using GO-Elite. A Z-score and Fisher’s Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method. **g** Frequency of cells from clusters in the *nr2f1a*^*aco*^ mutant and WT SV. **h** Frequency of cells from clusters in the *nr2f1a*^*aco*^ mutant and WT BA. **i** Pseudotime analysis was performed with Monocle2 mapping cellular identities from the SMC clusters (1–8). **j** Individual 10x Genomics captures showing separated populations from (**i**). Dashed outline indicates *nr2f1a*^*aco*^ mutant SV cells occupying trajectories that are normally found almost exclusively in the WT and *nr2f1a*^*aco*^ mutant BA.

Similar to the SMC populations, ECs within the WT and *nr2f1a*^*aco*^ mutant BA and SV primarily segregated within the UMAP based on their arterial (C10) or venous (C9) tissue of origin irrespective of if they were from WT or *nr2f1a*^*aco*^ mutants (Fig. 4b–d and Supplementary Fig. 13). Manual annotation based on enrichment for previous established EC markers^63–65^, such as *flt1*, *spock3*, and *aqp8.1* (arterial), and *lyve1b* and *stab2* (venous)^50^ support that C10 and C9 are respectively arterial and venous-lymphatic ECs (Fig. 4d, Supplementary Data 6). Furthermore, gene-set enrichment (GO-Elite) analysis comparing these clusters to previously reported scRNA-seq analysis of 24 hpf embryonic ECs^50^ affirmed that the WT C10 and C9 ECs, respectively, shared expression of established arterial and venous markers from the embryonic vasculature (Fig. 4e and Supplementary Data 7). The previous scRNA-seq analysis also suggested that there are ECs of intermediate transcriptional signature located in the cranial vasculature, as they express both canonical arterial and venous markers^50^. Interestingly, gene-set enrichment analysis with WT BA and SV clusters also suggested that the venous WT C9 shared enrichment of markers with this intermediate vascular EC population (Fig. 4e and Supplementary Data 7). Consistent with venous ECs of the WT SV having an identity that may be intermediate to other arterial and venous EC populations, genes, including *notch1b* and *cdh5*, which are typically enriched in arterial ECs^50,66^, were also expressed in the WT and *nr2f1a*^*aco*^ C9 ECs (Fig. 4d and Supplementary Fig. 13). In addition to these larger EC populations, C11 and C12 were smaller EC populations that were found in both the BA and SV of the WT and *nr2f1a*^*aco*^ mutant embryos that co-expressed canonical EC progenitor markers, including *etv2*, *tal1*, *lmo2*, and *prox1a*^50,65^, as well as the aforementioned arterial and venous markers (Fig. 4d and Supplementary Fig. 14). Hence, in addition to the larger arterial and venous EC populations, smaller putative EC progenitor cells are also found in both the BA and SV.

### Arterialization of SMCs and ECs in the adapting SV

We next evaluated changes in gene expression in the *nr2f1a*^*aco*^ mutant SV cell populations compared to the WT. 

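Gene by gene, 31 of the 56 genes higher in the *nr2f1a* aco mutant SV than in the WT SV were also higher in the WT BA than in the WT SV, and 1 was lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in both comparisons). *itih1*, one of them, had 1359 ± 44.5 CPM in the WT BA, 0.626 ± 0.400 in the WT SV and 44.5 ± 24.0 in the *nr2f1a* aco mutant SV (n = 2). The number of genes higher in the mutant SV ranged from 0 to 307 over the alternatives. Of the 239 genes lower in the mutant SV, 206 were lower in the WT BA than in the WT SV. Because both comparisons share the WT SV libraries, chance deviations of these libraries enter both in the same direction. On the genes higher in the WT SV than the WT BA, the position of the mutant libraries on the axis between them was 0.408, and on the genes higher in the WT BA it was 0.294. Without the genes that were at least 4-fold higher in the WT SV than in each other WT tissue, it was 0.287.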

We were particularly interested in determining if arterial-venous fate transformations were occurring in the adapting venous tissues of the *nr2f1a*^*aco*^ mutant SV, since Nr2fs are associated with promoting venous EC identity in mammals^53^, and because in addition to the morphology of the *nr2f1a*^*aco*^ mutant SV becoming thicker, which was reminiscent of the BA, PCA of our bulk RNA-seq suggested that the *nr2f1a*^*aco*^ mutant SV becomes molecularly more similar to the WT BA (Fig. 1g, h and Supplementary Fig. 4a). Using the cellHarmony software, differentially expressed genes (DEGs) were identified in each of the individual cell clusters from the WT and *nr2f1a*^*aco*^ mutant SV (Supplementary Fig. 15; Supplementary Data 8 and 9). With respect to DEGs whose expression was increased specifically in C6 cells (the major venous SMC population (Fig. 4b–d)) when the *nr2f1a*^*aco*^ mutant SV was compared to WT SV, Gene Ontology (GO) terms were associated with extracellular matrix composition and muscle contraction (Fig. 4f and Supplementary Data 10). Specifically, collagens (*col1a1a* and *col1a1b*) and *elnb* were among the extracellular components found to have increased expression in the *nr2f1a*^*aco*^ mutant C6 SMCs relative to the WT C6 SMCs (Supplementary Data 10). These findings are consistent with increased ECM deposition and changes within the ECM associated with the morphological thickening exhibited by the SV in *nr2f1a*^*aco*^ mutants. Overall, GO terms in most of the *nr2f1a*^*aco*^ mutant SV cell populations that were increased relative to WT SV cells were associated with translation (translation - GO:0006412, translational elongation - GO:0006414, translation elongation factor activity - GO:0003746) and regeneration (regeneration - GO:0031099, fin regeneration - GO:0031101), while those that were decreased were associated with muscle contraction (muscle contraction - GO:0006936, muscle thin filament tropomyosin - GO:0005862) and metabolism (mitochondrial electron transport, cytochrome c to oxygen - GO:0006123, respiratory electron transport chain - GO:0022904) (Supplementary Fig. 16a; Supplementary Data 11), which is consistent with cardiovascular stress and remodeling observed in the *nr2f1a*^*aco*^ mutant SV.

To address potential changes in cell fates associated with adaptive remodeling, we examined the frequency of the different SMC and ECs populations within the WT and *nr2f1a*^*aco*^ mutant SV. The *nr2f1a*^*aco*^ mutant SV had SMCs assigned to C1, which are normally exclusively found in the WT and *nr2f1a*^*aco*^ mutant BA, and an increase in C7 SMCs, a population found in both the WT and *nr2f1a*^*aco*^ mutant BA (Fig. 4g). Within the UMAPs, although the majority of *nr2f1a*^*aco*^ mutant SV SMC populations were still located adjacent to the WT SV populations, importantly, the C1 and C7 SMCs from the *nr2f1a*^*aco*^ mutant SV were found to be located either with or intermediate to *nr2f1a*^*aco*^ mutant and WT BA-derived populations (Fig. 4b, c), suggesting they are acquiring more arterial-like identity. To further assess the similarity of differentiation states within the BA and SV SMC populations (C1-8), pseudo-temporal ordering of the transcriptional profiles was performed using the software Monocle^67^. This analysis showed that in contrast to the SMCs from the WT SV, SMCs from the *nr2f1a*^*aco*^ mutant SV had a similar differentiation state to arterial SMCs from both the WT and *nr2f1a*^*aco*^ mutant BA (Fig. 4i, j), again supporting a more arterial-like transcriptional profile in these SMCs. Additionally, a comparison of DEGs from the *nr2f1a*^*aco*^ mutant SV clusters to WT BA and SV marker genes showed an enrichment of *nr2f1a*^*aco*^ mutant C6 markers with WT C2, the major WT BA SMC population (Supplementary Fig. 16a, b; Supplementary Data 12–14). Thus, our data indicate that subpopulations of SMCs from the *nr2f1a*^*aco*^ mutant SV appear to have acquired more arterial SMC identity.

With respect to EC identities in the *nr2f1a*^*aco*^ mutant SV, the frequency of arterial ECs in C10, which are almost exclusively derived from the WT and *nr2f1a*^*aco*^ mutant BA, was dramatically increased (Fig. 4g). Furthermore, within the UMAP, the C10 ECs from the *nr2f1a*^*aco*^ mutant SV more frequently intermix with the *nr2f1a*^*aco*^ mutant venous-lymphatic ECs of C9 (Fig. 4c), suggesting they are arterial-like ECs yet still have intermediate identity to the *nr2f1a*^*aco*^ mutant and WT C9 venous-lymphatic ECs. Identification of unique markers from the WT and *nr2f1a*^*aco*^ mutant arterial (C10) and venous-lymphatic (C9) populations confirmed that the C10 ECs derived from the *nr2f1a*^*aco*^ mutant SV share lineage defining markers with the WT arterial BA-derived C10 ECs (Supplementary Fig. 17a). Analyzing the differentiation states of C9 and C10 populations by lineage pseudotime analysis (SlingShot) showed that the *nr2f1a*^*aco*^ mutant C10 ECs were closer in their transcriptional state to the BA-derived arterial C10 ECs, but still intermediate to most WT and *nr2f1a*^*aco*^ mutant SV-derived C9 ECs (Supplementary Fig. 17b). Thus, similar to SMCs, subpopulations of ECs from the *nr2f1a*^*aco*^ mutant SVs also appear to have a more arterial identity like ECs from the WT and *nr2f1a*^*aco*^ BAs.

*Nr2f1a* expression is restricted to atrial/venous tissues of the embryonic^38^ and adult hearts (Supplementary Fig. 18). Additionally, the scRNA-seq analysis showed that it, as well as *nr2f2*, are predominantly expressed within both the venous SMC and EC clusters, but not appreciably in cell clusters from the BA, except for the EC progenitor clusters (C11 and C12) (Fig. 4d, Supplementary Fig. 13). Therefore, it was interesting that one of the changes observed from the scRNA-seq analysis was between the major SMC populations found in the WT and *nr2f1a*^*aco*^ mutant BA. C2 arterial SMCs were almost exclusively from the WT BA, while C1 arterial SMCs were almost exclusively from the *nr2f1a*^*aco*^ mutant BA (Fig. 4h). Additionally, the *nr2f1a*^*aco*^ mutant C1 population appears intermediate between the WT BA and *nr2f1a*^*aco*^ mutant SV SMCs via conventional UMAP analysis (Fig. 4b). More broadly, examining DEGs in the *nr2f1a*^*aco*^ mutant BA clusters compared to the WT BA and SV marker genes combined showed that genes with increased expression in the *nr2f1a*^*aco*^ mutant BA were enriched in WT BA lineage markers (Supplementary Fig. 16c, d and Supplementary Data 15–17), similar to the WT and *nr2f1a*^*aco*^ mutant SV. Specifically, comparing the C1 and C2 populations respectively from the *nr2f1a*^*aco*^ mutant and WT BA, GO terms associated with DEGs decreased in C1 relative to C2 were also associated with muscle contraction and metabolism, while increased terms were associated with translation and regeneration (Supplementary Data 18 and 19). Collectively, our work shows that the adaptation of the SV in zebrafish *nr2f1a*^*aco*^ mutants from aberrant hemodynamic forces is associated with increased SMC proliferation, changes in cellular metabolism and growth, and a shift in the molecular identity of some venous SMCs and ECs subpopulations to arterial-like identities that are found with the BA.

### Equivalency of the *Ciona* blood sinuses

The adult *nr2f1a*^*aco*^ mutant hearts, which effectively lack an atrial chamber and whereby the SV thickens and acquires arterial, BA-like characteristics adjacent to a single ventricle, attain a form that is reminiscent of the single-chamber hearts with flanking BSs found in tunicates^68^. While there have been histological analyses^2,68^, molecular characteristics of the adult tunicate BSs are lacking. Thus, we postulated that the tunicate heart and flanking BSs, which we have designated the arterial pharyngeal sinus (PS) and venous stomach sinus (SS) according to their anatomical proximity to the pharynx and stomach, respectively, may reflect an ancestral cardiac ground state with the greater equivalency of cell populations on both sides of the heart, as blood can be expelled bidirectionally^69^ (Fig. 5a). To investigate if the molecular characteristics of the tunicate BSs provide evidence of ancestral BA-SV symmetry, we compared gene expression from bulk RNA-seq of the central tubular heart to the lateral BSs from adult *Ciona robusta* (Fig. 5a and Supplementary Fig. 19a), mirroring the bulk RNA-seq analysis of the WT adult zebrafish cardiac chambers, BA, and SV described above. Orthologs of canonical myocardial genes, including *tropomyosin* (*tpm*), *troponin I* (*tnni*), and the transcription factor *nk4* (*nkx2.5* ortholog) were found enriched in the central portion of the heart (Fig. 5a, b, Supplementary Fig. 19b, and Supplementary Data 20 and 21). However, *Ciona* transcription factors *hox3*, *pdx1*, *six1/2*, *isl*, *fli/erg*, and *ets/pointed*, and the mechanosensitive channel *piezo* were found to have enriched expression in both the PS and SS (Fig. 5a,b, Supplementary Fig. 19b, and Supplementary Data 20 and 21). Furthermore, a previous report corroborates *hox3* expression in tissues flanking the *Ciona* heart^70^. Genes associated with the endostyle, a mucus producing organ in the pharynx of tunicates, were found in the PS (*endostyle specific genes 1–3* (*endostyle* spg*1-3*)), while genes associated with digestion were found in the SS (*gh18* and *ciap*) (Fig. 5b). While these likely reflect some tissue contamination from the dissections, they serve to validate the anatomical origin of the PS and SS tissue samples. Zebrafish orthologs of *Ciona* genes found in both the PS and SS were found to be enriched in both the BA and SV (*hoxb3a* and *piezo1*), while some zebrafish orthologs, or at least homologous genes, showed enriched expression in either the BA (*fli1a* and *etv2*) or SV (*pdx1*, *six1a*, *isl2a*) (Fig. 5c). Furthermore, the scRNA-seq analysis indicated that zebrafish *hoxb3a*, *six1a*, *pdx1*, and *isl2a* are enriched in SMC populations, *piezo1* is enriched in SMC and EC populations, and confirmed *fli1a* and *etv2* are enriched in EC populations (Fig. 4d). 

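The CPM of *piezo1* were 58.8 ± 5.67 in the WT BA, 43.0 ± 3.07 in the WT SV, 26.3 ± 8.78 in the WT atrium and 19.9 ± 8.14 in the WT ventricle (mean ± SD, n = 2). The BA was called above the ventricle (1.47, standard error 0.36, adjusted p = 0.0104, edgeR with Benjamini-Hochberg adjustment) but not above the atrium (adjusted p = 0.0510, edgeR with Benjamini-Hochberg adjustment). The SV was called above neither the atrium (0.61, adjusted p = 0.260) nor the ventricle (0.98, adjusted p = 0.0524, edgeR with Benjamini-Hochberg adjustment). Over 9 alternatives, *piezo1* was called in the BA over the atrium in 4 and in the SV over the ventricle in 6. Between the SV and the BA, *fli1a* was lower in the SV, with 39.5 ± 8.72 against 104 ± 24.1 CPM (log2 fold change -1.42, standard error 0.32, adjusted p = 0.0123, edgeR with Benjamini-Hochberg adjustment), called in 8 of 9 alternatives with an adjusted p up to 0.0583 (edgeR or DESeq2, Benjamini-Hochberg). *pdx1* was higher in the SV, with 4.94 ± 1.29 against 0.490 ± 0.116 CPM (log2 fold change 3.32, standard error 0.57, adjusted p = 0.00271, edgeR with Benjamini-Hochberg adjustment). *six1a* was also higher in the SV, with 3.09 ± 0.319 against 0.0934 ± 0.0217 CPM (log2 fold change 5.04, standard error 0.68, adjusted p = 0.00143, edgeR with Benjamini-Hochberg adjustment). *pdx1* was at least 4-fold higher in the WT SV than in each other WT tissue and had 0.305 ± 0.0108 CPM in the *nr2f1a* aco mutant SV, a log2 fold change of -4.01 from the WT SV (adjusted p = 0.00791, edgeR with Benjamini-Hochberg adjustment). It was called in 9 of 10 alternatives, with an adjusted p up to 0.0814 (edgeR or DESeq2, Benjamini-Hochberg). *six1a* did not differ between the genotypes of the SV (0.70, adjusted p = 0.652, edgeR with Benjamini-Hochberg adjustment). *isl2a* had 3.27 and 0.536 CPM in the 2 WT SV libraries and was not called over the BA (2.75, standard error 1.32, adjusted p = 0.173, edgeR with Benjamini-Hochberg adjustment). *etv2* was higher in the BA than in the atrium by a log2 fold change of 1.54 (adjusted p = 0.0219, edgeR with Benjamini-Hochberg adjustment).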

Although our analysis of the *Ciona* BSs supports our hypothesis that there is greater equivalency of these vascular tissues, it is worth noting that some asymmetry in gene expression was also identified. 

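The CPM of zebrafish *tgfb2* were 2.32 ± 0.473 in the WT BA, 0.219 ± 0.0461 in the WT SV, 2.27 ± 0.127 in the WT atrium and 3.91 ± 0.776 in the WT ventricle (mean ± SD, n = 2). It was lower in the WT SV than in the WT BA (-3.40, standard error 0.93, adjusted p = 0.0279, edgeR with Benjamini-Hochberg adjustment), and with the replicate number as a block in place of the RUVs factor the adjusted p was 0.0692 (same test and adjustment in edgeR). The WT BA did not differ from the WT atrium (-0.07, adjusted p = 0.977) or from the WT ventricle (-0.88, adjusted p = 0.484), in edgeR with Benjamini-Hochberg adjustment.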

With respect to the cardiac tissue, genes associated with controlling development of the arterial pole of vertebrates from the later differentiating SHF, including *tgfb2*/the TGFβ signaling pathway^11^, were found in the PS of the *Ciona* heart (Fig. 5b), as well as the zebrafish BA (Fig. 5c). Similar to the polarization of gene expression found with homologs of the *Ciona* genes in the zebrafish BA and SV, some homologs of genes found in the single *Ciona* cardiac chamber (*irx-b*, *fgf9/16/20*, *ephrinb*, and *nr2f*) showed polarized expression in either the ventricle or atrium of the zebrafish. Specifically, zebrafish *irx1a*, *fgf3*, and *efnb3b* were enriched in the ventricle, while *nr2f1a* is enriched in atrial CMs (Fig. 5c). Thus, comparison of gene expression profiles of adult *Ciona* BSs with BA and SV from zebrafish support a hypothesis that the more specialized BA and SV in vertebrates may have originated from BSs flanking an ancestral chordate heart that exhibit greater equivalency (Fig. 5a).

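Between the WT atrium and the WT ventricle, 978 genes differed, 598 of them higher in the atrium (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p below 0.05). This count ranged from 196, with the replicate number as a block in place of the RUVs factor, to 2299, with DESeq2 and this factor. In a fit of the 2 groups alone, 272 genes were higher in the atrium and 282 lower. The authors' deposited table had 557 higher and 612 lower. All other alternatives kept more genes higher in the atrium than lower. The CPM of *irx1a* were 0.442 ± 0.473 in the atrium and 112 ± 58.3 in the ventricle (mean ± SD, n = 2; log2 fold change of the atrium over the ventricle -8.08, standard error 1.02, adjusted p = 0.00269, edgeR with Benjamini-Hochberg adjustment). *fgf3* had 0 and 1 reads in the atrium libraries and 11.5 ± 5.02 CPM in the ventricle, at least 148-fold higher (adjusted p = 8.3e-04, edgeR with Benjamini-Hochberg adjustment). *efnb3b* had no reads in the atrium libraries and 1.27 ± 0.181 CPM in the ventricle, at least 16.4-fold higher (adjusted p = 0.0154, edgeR with Benjamini-Hochberg adjustment). *nr2f1a* was higher in the atrium by a log2 fold change of 5.52, standard error 0.46, adjusted p = 4.8e-04 (edgeR with Benjamini-Hochberg adjustment). The libraries are of whole chambers and do not separate cardiomyocytes from other cells.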

**Fig. 5:**
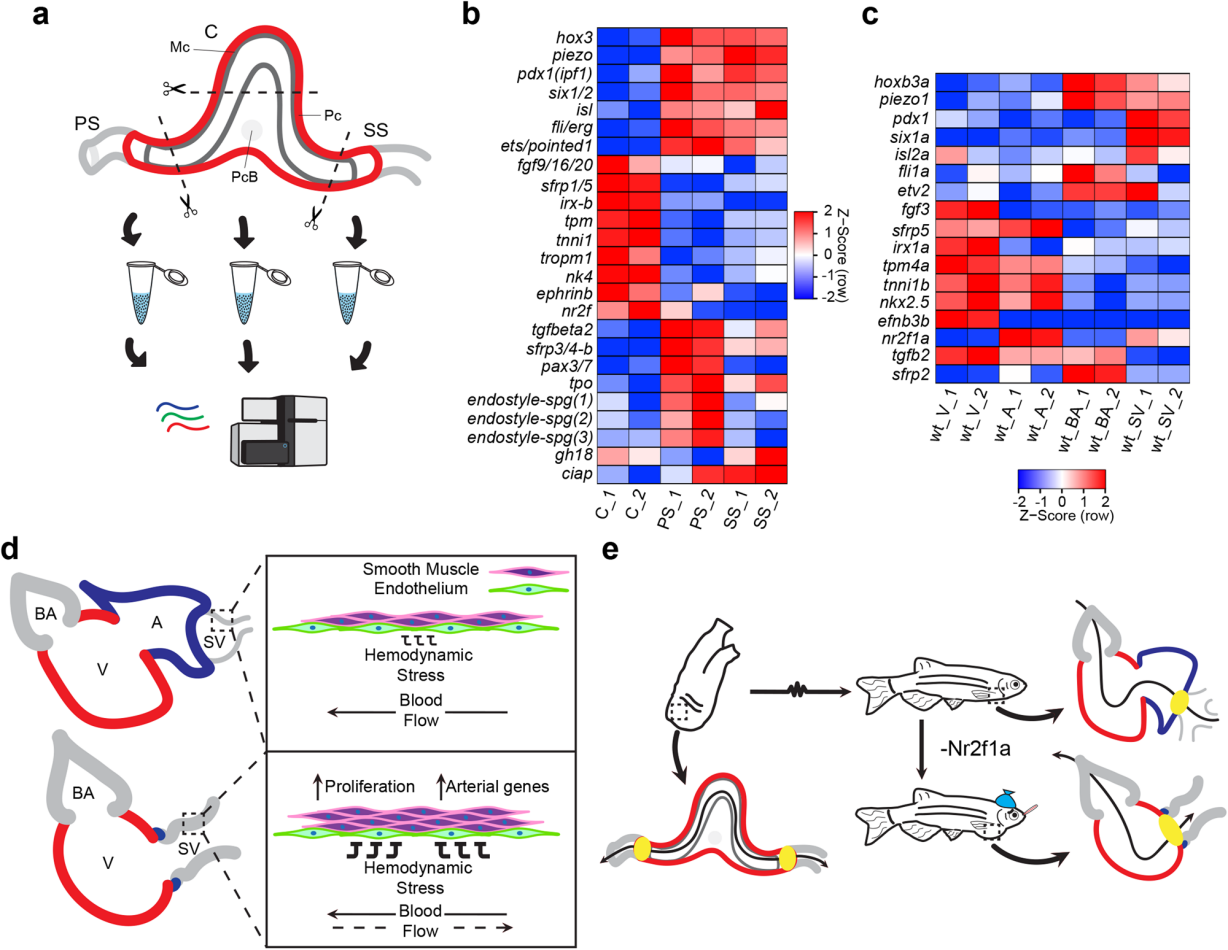
Blood sinuses of the tunicate heart have conserved expression of genes found in the teleost BA and SV. **a** Schematic summarizing the regions of the adult *Ciona* heart that were harvested for bulk RNA-seq. Pharyngeal blood sinus (PS), stomach blood sinus (SS), and cardiac tube (C). Mc – myocardial tissue (dark gray), Pc – pericardium (red), PcB – pericardial body. **b** Heatmap showing the expression of representative genes found in the C, PS, and SS of the adult *Ciona* heart. **c** Heatmap showing the expression of homologous genes to those in *Ciona* found in the V, A, BA, and SV of WT adult zebrafish hearts. **d** Summary depicting the adaptive response whereby the SV thickens due to proliferation from SMCs in *nr2f1a*^*aco*^ mutants. **e** Evolutionary model depicting the heart of the *Ciona* with bi-direction flow and the adaptive response in *nr2f1a*^*aco*^ mutants to regurgitation whereby the heart comes to resemble characteristics of the *Ciona* heart with equivalency in the sinuses at the arterial and venous poles.

## Discussion

### A model for adult patients with structural CHDs

Our previous work demonstrated that embryonic *nr2f1a* mutants have smaller atria due to reduced AC differentiation^38^. Here, we show that despite these embryonic atrial defects, zebrafish *nr2f1a*^*aco*^ mutants can survive to adulthood effectively without an atrial chamber. Invariably, the surviving fish develop secondary complications reminiscent to those found in human patients with ASDs, including sinus venosus ASD^71^. ASDs are more commonly observed in adult patients with CHDs^24^. Prolonged cardiac dysfunction in humans, such as can occur in adult patients with ASDs, can impart sustained stress on arterial and venous vessels proximal to the heart due to improper blood flow^39,57^, with pulmonary hypertension (PH) being one of the secondary complications that can arise later in life^72^. We observe that the hearts of the adult *nr2f1a* mutants have enlarged ventricles and SV, suggestive of sustained hemodynamic stress to these hearts. Our data support that aberrant blood flow and regurgitation occur between the ventricle and SV of the *nr2f1a* mutants, as the fish effectively lack an atrial chamber. We posit the adaptive remodeling of the SV is due to prolonged aberrant flow and shear stress within this venous chamber, again similar to what is seen in adult patients with ASDs^73–75^. Supporting the hypothesis that the adaptation of the SV in *nr2f1a* mutants is a vascular hypertensive response sharing conserved mechanisms that underlie PH in humans, we find that more acute or prolonged treatments of the *nr2f1a* mutants with vasodilators, including ACE inhibitors^76,77^ and estradiol^61,78,79^ are able to mitigate the SV thickening in *nr2f1a* mutants. Moreover, while numerous mammalian and zebrafish models of CHDs and PH exist^80–82^, the zebrafish *nr2f1a* mutants are unique in that they parallel the prolonged pathology of adult patients with CHDs by initiating with embryonic structural heart defects and the progression to later secondary vascular remodeling in surviving juveniles and adults. Therefore, continued investigation of the cardiovascular defects in adult zebrafish *nr2f1a*^*aco*^ mutants has the potential to provide novel insights into the pathology of adult patients suffering from CHDs and could open doors to new therapeutics.

### Composition of the teleost SV

Our work also fills longstanding gaps in our understanding of the molecular and cellular characteristics of the teleost SV. The SV as an anatomical structure was first described decades ago in fishes^83,84^, as well as in the earlier branching agnathans^85^. However, it has been a largely understudied component of these vertebrates’ hearts. Previous studies in fish and agnathans have been exclusively histological^86–88^, with the SV in teleosts being described as consisting of “connective tissue”^40^. Although histological studies of agnathans have stated its SV is comprised of smooth and some cardiac muscle^9,87,88^, the specific cell types have not been verified with established molecular markers. Our transcriptomic (bulk and scRNA-seq) coupled with verification using IHC analysis supports that the SV in zebrafish is comprised of an outer layer of SMCs, with canonical markers such as Elnb and Mylka^8,47–49^, appearing at approximately 7 dpf. Previous reports had suggested smooth muscle was specific to the arterial pole of the zebrafish heart. However, these studies failed to investigate potential SV-localized expression past 5 dpf^47,48^. Our genetic lineage tracing supports that some of the SMCs in the SV are neural crest-derived, similar to the SMCs found in the BA^55^ and consistent with the cranial vasculature^56^. Our single cell transcriptomic analysis identified heterogeneous SMC populations in the BA and the SV, providing an atlas of the specific cell populations within these auxiliary chambers and contributing to recent analysis of SMC types associated with the arterial and venous vascular tissues in vertebrate hearts^89,90^. One of the main identifiers of the different SMC populations with the zebrafish BA and SV is the expression of *fibronectin* (*fn*) genes, with Fn being associated with SMCs showing greater proliferation in mammals^91,92^. Future analysis will be aimed at interrogating the functional significance of these different SMC populations with the BA and SV and their contributions to the hypertensive response of the SV.

The other major cell type identified in the single cell analysis was ECs, which line the lumen of both the BA and SV. Arterial and venous EC populations were clearly distinguished from the BA and SV of WT and *nr2f1a*^*aco*^ mutant fish via the expression of established marker genes and correlated with the expected tissue of origin in the scRNA-seq UMAP. In addition to these larger EC populations that segregated with the BA and SV, there were smaller clusters of EC progenitors from both the BA and SV of WT and *nr2f1a*^*aco*^ mutant fish that co-expressed established arterial and venous markers genes. Despite the distinction of larger arterial and venous EC populations within these auxiliary chambers, it was interesting that many markers of the arterial EC identity were also expressed in the venous ECs from the WT SV. This less distinct expression of arterial and venous markers in the WT SV is reminiscent of recent single cell transcriptomic analysis of ECs in embryonic zebrafish, which identified a population of cranial vascular ECs that were of intermediate identity that co-expressed canonical arterial and venous markers^50^. Gene-enrichment analysis comparing gene expression of the embryonic cranial vascular ECs and venous ECs from the WT SV supported that the ECs in the WT SV shared gene expression with these embryonic ECs of intermediate identity. Furthermore, the embryonic intermediate identity of these EC populations in these embryos was associated with more pressure sensing vasculature^50^. Hence, it is logical that the ECs of the zebrafish SV, which is necessary to receive systemic blood prior to entering the heart, and as our data show undergo adaptive thickening in response to aberrant hemodynamic forces, would be suited to sense changes in blood pressure.

Despite the dramatic morphological changes in the SV of the adult *nr2f1a* mutants, the single cell transcriptomics showed that the fundamental cell populations identified from the BA and SVs of WT and *nr2f1a* mutants were largely similar. However, there were SMC and EC subpopulations from the *nr2f1a* mutant SVs that were assigned to the arterial SMCs (C1 and C7) and arterial ECs (C10) based on their transcriptional signatures, supporting the hypothesis that some of these SMCs and ECs are taking on arterial identity. *Nr2f1a* was consistently associated with venous identity in the bulk and scRNA-seq data sets, being expressed in both the venous SMC and EC populations. In addition to promoting atrial CM differentiation^28^, Nr2f2 in mammals is required to promote venous EC identity through repressing Notch signaling^93^. We are not aware of previous work demonstrating that *Nr2f* genes are required to perform similar roles in repressing arterial SMC identity in venous SMC. Our data would suggest this is a possibility that will require further analysis. Nevertheless, it is important to emphasize that it is only a subset of SMC and EC populations that had arterial identity and not a complete transformation of these populations, as may have been predicted from some mammalian studies of Nr2f-dependent arterial-venous specification^93–95^. Although we have not yet performed single cell transcriptomic analysis of *nr2f1a* mutant vasculature in embryos, we have not observed discernible changes in the identity of major vessels (the dorsal aorta and posterior cardinal vein) in embryos (Supplementary Fig. 20a–c). Moreover, given that we observe the SV defects initiate in the juveniles at ~3 weeks post-fertilization, we presently cannot distinguish if these transformations are directly due to the loss of *nr2f1a* within these cells promoting/maintaining venous SMC and EC identity at later stages or they are secondary consequences due to the aberrant hemodynamic forces. It is also worth noting that there is no indication that Notch signaling is affected by any of our sequencing data (Supplementary Fig. 15 and Supplementary Data 13, 14, 16, 17). Because *nr2f1a* is not expressed in cells other than a small population of EC progenitors in the BA, it is also interesting that the SMC populations from the BA of *nr2f1a* mutants within our UMAP data are actually located in between the *nr2f1a* mutant SV and the WT BA. Furthermore, we did not observe arterial-venous fate transformations within BA-derived subpopulations. However, the most prevalent DEGs and GO terms were associated with vascular contractility, metabolic changes, and stress markers. Hence, the gene expression changes are consistent with the *nr2f1a* mutant BA having reduced anterograde blood flow and shear stress, which is why it appears to be more venous-like based on its location in the UMAP relative to the SMC in the WT BA. Altogether, our data support that only subpopulations of SMCs and ECs within the adapting *nr2f1a*^*aco*^ mutant SV are taking on arterial-like identity.

### Evolution of the auxiliary cardiac chambers

There exists a significant gap in our understanding of heart evolution with regards to the origins of the large auxiliary chamber-like vessels as well as the myocardial chambers, in large part due to the extreme rarity of fossilized heart specimens^96^. It has been hypothesized that an ancestral chordate heart resembles that of modern tunicates featuring a single myocardial chamber with bi-directional blood flow, due to bilateral pacemakers and BSs^1–3,68,69,97^. This blueprint was subsequently elaborated on to include two myocardial chambers and unidirectional flow in the earliest vertebrates^5,98,99^. Importantly, although there are histological analyses^1,2^, and even transgenic reporter lines that mark cells within the BSs of tunicates^68^, not much is otherwise known about the molecular nature of the BS. Our data show that both *Ciona* BSs express orthologs of markers found in SMCs of the zebrafish BA and SV, including *hox3* and *piezo*, as well as orthologs of EC markers *fli/erg* and *ets/pointed1*. However, compared to their *Ciona* homologs, which showed expression in both BSs, some zebrafish homologs, such as *six1a* and *etv2*, which are respectively expressed in the SMCs and ECs based on our scRNA-seq data, show asymmetric expression in either the BA or SV. Similarly, it is interesting that the *Ciona* cardiac tissues expressed pan-cardiac markers, such as *nk4*, the vertebrate *nkx2.5* ortholog^100^, as well as orthologs of markers that are chamber-specific in vertebrates, including *irx1* and *nr2f*. One hypothesis resulting from the chamber-specific expression of these orthologs in vertebrates compared to the *Ciona* hearts is that ancestral single chamber hearts had intermediate cardiac chamber identity and the specialization of these genes helped to drive or reinforce the emergence of the two chambers^3,101^. Despite comparative symmetry of gene expression in the BSs, we found some evidence of polarity within the *Ciona* hearts, as orthologous genes associated with the anterior SHF, in particular *tgfb2*, were expressed in the arterial pole of the PS^102–106^. However, we did not find orthologs of the venous pole/posterior SHF expressed in the SS, such as the *Ciona nr2f* ortholog^107,108^ or Hedgehog signaling, suggesting this pole in tunicates lacks venous identity that subsequently appeared with the emergence of vertebrate multichambered hearts^13^. There has also been debate about whether or not tunicates have SMCs^109–111^, with only recent reports indicating *Ciona* indeed have SM-like cells^112^. While our data suggest that the vertebrate orthologs of marker genes examined are expressed in SMCs, we have not been able to discern if the tunicate BSs express orthologs of canonical SMC genes based on the current annotation of the *Ciona* genome. However, some genes, like *elastins*, that are SMC markers did not appear until the vertebrate lineage^113^, as well as true neural crest cells^97,114^, which contribute to the smooth muscle in the BA and SV^55,56^. Therefore, additional analysis will be needed to assess the specific nature of cells in the BSs and if they are similar to SMCs in vertebrates. Our data indicate that without atria the *nr2f1a* mutant hearts overtly revert to an approximation of a single-chambered, bi-directional heart, as they effectively only have a single contractile chamber and functionally have bidirectional flow (regurgitation), which correlates with the adaptive thickening and partial arterialization of the SV. Thus, based on our combined comparative and *nr2f1a* mutant analysis, we posit that the BA and SV in vertebrates stemmed from BS-like structures in chordate ancestors, which showed greater equivalency to capacitate bidirectional shear stress, and that the BA and SV in early ancestral vertebrates simultaneously functionalized in response to the differences in shear stress sensed by these chambers due to the addition of a second myocardial chamber and unidirectional blood flow.

In evaluating the evolution of the auxiliary chambers, our analysis of the zebrafish and *Ciona* needs to be integrated with current hypotheses about the proposed evolution of the SV in vertebrates, in particular the transition in early-branching vertebrates. All vertebrates examined, except the majority of teleost fish, appear to have an SV that has a more significant contribution of CMs, which are proposed to be detectable via electrocardiograms (ECGs)^9^. This trait has led to the hypothesis that an SV containing CMs is the ancestral state of the vertebrate SV. Furthermore, an agnathan-like SV and multichambered heart has been considered to be at the root of vertebrate heart morphologies, in part because histological analysis of the agnathan SV and ECGs suggests that it contains CMs^87,88^. However, the extent of striated muscle within the agnathan SV is not well defined from the histological analysis^45,86,115^, and the specific cellular composition of the SV in agnathans has not been verified with current molecular and transcriptomic analysis. Although it has been proposed that the CMs in the SV of agnathans are necessary for atrial filling^88,116,117^, owing largely to the very limited activation and delay observed during ECGs of the SV in the hagfish species *Eptatretus cirrhatus*^9,118^, more recent studies in agnathans have called into question the functional significance of these contractions due to the SV in cyclostomes lacking valves to prevent backflow into the systemic vasculature and an inability to replicate the ECG readings in other species of hagfish^86^. Furthermore, despite the proposed presence of limited striated muscle in the agnathan SV from histological analysis, anatomical data has led some to propose that the SV of agnathans may not really be homologous to the SV in later-branching vertebrates^45,86^, but actually an analogous structure, as the positioning of the SV relative to the ventricle and atrium is not linear in sequence from inflow to outflow like what is found in all other vertebrate fish^84,96,119^. Instead, the SV in the agnathan hagfish is located between the ventricle and atrium connecting to their uniquely elongated AVC^45,86,120^. The agnathan hearts and cardiovascular systems also have additional characteristics that suggest further divergence from most vertebrate fish hearts, including the presence of chromaffin cells^86,120–122^, the absence of a BA in favor of an OFT consisting of just a conus arteriosus (CA) in lamprey, which is a muscular extension from the ventricular arterial pole present in sharks and teleosts^8,48,123–125^, and additional contractile extra-cardiac regions called the caudal and portal hearts^88,126^. Therefore, contrasting analysis and characterization of the agnathan SV suggest it may not reflect some of the ancestral traits found in vertebrate hearts with respect to the auxiliary vessels or be the best model for the predicted transition from a tunicate-like, early-branching chordate heart.

While discrepancies in the characterization of the agnathan heart and its annumerated peculiarities have led some to intimate that agnathans are too unique to be used to draw evolutionary conclusions and attention is better focused on other clades of fish^86^, the prevailing hypothesis is instead that the teleost SV is in fact uniquely derived^9^. This assertion relies primarily on the relative absence of myocardial contribution to the SV of most teleosts with respect to other vertebrates including the early-branching agnathans^115^. Inspection of the zebrafish SV-atrial border shows that like other vertebrates their SV does contain atrial CMs at the venous pole that are surrounded by SMCs and extend into the SV, although it could be argued it is minimal (Supplementary Fig. 21). This proposed reduction of atrialization in the SV is reminiscent to the reduced CA at the arterial pole in teleosts^8^, supporting a hypothesis that cardiac muscle extending from the transition zones at both poles of the heart into the adjacent auxiliary vessels may have been greatly reduced in teleosts, if it is assumed that longer muscularized poles of the hearts are ancestral states^3,9,13^. Nevertheless, evidence suggests that although reduced, the OFT and IFT of the zebrafish both incorporate cardiac muscle similar to what is observed in other vertebrates. Integrating the histological data from *Ciona*^1,2,68^ with our transcriptomic analysis supports a model whereby an ancestral chordate heart was flanked by BS-like structures that lacked myocardial integration. Hence, we currently propose two scenarios for the evolution of the SV and composition of the SV in early branching vertebrates: (1) greater CM incorporation into the SV reflects the ancestral state in vertebrates, with the teleost SV subsequently reverting to a state that reflects a hypothesized vertebrate ancestor that possessed more distinct myocardial and SV chambers similar to tunicates; (2) The agnathan SV is actually more derived and that the teleost heart reflects a symplesiomorphic trait with the tunicate-like hearts, with subsequent expansion of CM contribution and atrialization of the transition zone between the atrium and SV in later-branching vertebrates. Regardless of these evolutionary scenarios, we posit that the teleost heart, even if derived, reflects a more ancestral heart bauplan that transitioned from chordates where there is a greater distinction between the myocardial chambers and the auxiliary inflow and outflow chambers. Hence, teleosts, by virtue of exhibiting an SV largely devoid of CM, would serve as an appropriate link to the chordate ancestor that circulated its blood via a muscular pump flanked by two pressure sensing-vascular sinuses.

Future work will be aimed at capitalizing on the unique qualities of the adult *nr2f1a*^*aco*^ mutants to elucidate the specific molecular mechanisms underlying the vascular hypertensive response of the SV. Furthermore, we recognize there are limitations in drawing conclusions about chordate heart evolution from molecular comparisons of just tunicates and zebrafish, which leaves open other scenarios for the evolution of the inflow tract and cardiac auxiliary vessels. Thus, we will distinguish these evolutionary hypotheses of heart anatomy via significantly greater comparative analyses of additional urochordate, agnathans, and fish species focused on illuminating the specific cell types harbored within their auxiliary cardiac vessels.

## Methods

### Animal husbandry

All zebrafish husbandry was performed under standard laboratory conditions. WT zebrafish used were of the mixed AB/TL background. Transgenic lines used in this study include: *Tg(amhc:Cre-ERT2)*^*sd20*^^127^, *Tg(ubb:loxP-AmCyan-loxP-ZsYellow)*^*fb5*^ ^128^, *Tg(sox10:GAL4,UAS:Cre)*^*la2326*^^56^, *Tg(-3.5ubb:loxP-EGFP-loxP-mCherry)*^*cz1701*^^56^, *Tg(acta2:eGFP)*^*ca7*^^129^, and *Tg(kdrl:GFP)*^*s843*^^130^. The allele designation for *nr2f1a*^*aco*^ is *nr2f1a*^*ci1017*^, which was identified from an ENU screen. Genotyping was performed using primers (Supplementary Table 1) that produce a 172 bp product and create an EcoRI site in the mutant from a snp in the *nr2f1a* exon 2. Zebrafish were used at ages from 48 hpf through 1 year old (adults). Adult fish 2.0–2.5 cm were used for analysis in experiments. All experiments were carried out in accordance with guidelines established by Cincinnati Children’s Hospital Medical Center Institutional Animal Care and Use Committee (IACUC) and the approved protocol IACUC2020-0091. Adult zebrafish were monitored daily by veterinary technicians at Cincinnati Children Hospital Medical Center (CCHMC).

Adult *Ciona robusta* (formerly called *Ciona intestinalis* Type A) between 5–7 months old with a size ranging from 5 to 10 cm were collected in the Gulf of Taranto, Italy, by hand picking at low depth. Animals were transported to the Stazione Zoologica Anton Dohrn in Napoli (SZN) with an animal transport van equipped with refrigerated tanks and supplied with an oxygen air pump. Once they arrived at the Stazione Zoologica, the animals were maintained in the animal facility with an open tank system of 150–200 Liters with these parameters: ~20 °C, pH ~7.8, salinity ~37.9 ‰ and with a photoperiod of 12 L:12D. Animals were fed every day with a solution of shellfish diet 1800^TM^ Instant Algae®. Invertebrate organisms including *Ciona robusta*, a marine invertebrate, are not subject to institutional care committees in Italy and are not included in the law of DIRECTIVE 2010/63/EU OF THE EUROPEAN PARLIAMENT AND OF THE COUNCIL of 22 September 2010, which details the protection of animals used for scientific purposes. *Ciona robusta* as invertebrate animals are considered to not have the ability to experience discernible pain, suffering, distress, and lasting harm.

### Western blots of zebrafish embryos

Western blots were performed as previously reported^38^. Briefly, 25 embryos/condition were harvested at 24 hpf and homogenized in embryo lysis buffer (20 mM Tris - pH8, 50 mM NaCl, 2 mM EDTA, 1% NP-40) with cOmplete™ protease inhibitor (Roche). Two embryo equivalents were run on a 10% polyacrylamide gel. Western blotting was performed using standard methods. Zebrafish Nr2f1a antibody was used^38^. Monoclonal anti-α-tubulin (Tuba; Sigma) was used as a loading control. LI-COR IRDye® 680LT Donkey anti-rabbit secondary was used to visualize the anti-Nr2f1a antibody. LI-COR IRDye® 800CW Donkey anti-mouse secondary was used to visualize the anti-α-tubulin loading. Blots were imaged using an Odyssey CLx LI-COR imager. Additional antibody information is included in Supplementary Table 2.

### Quantification of embryonic cardiomyocytes

IHC of embryonic zebrafish hearts for quantification of cardiomyocytes was performed as previously described^38^. Primary antibodies used were: Amhc (Atrial myosin heavy chain; University of Iowa Developmental Studies Hybridoma Bank) and Living Colors® polyclonal anti-DsRed antibody (Clontech). Secondary antibodies used were anti-mouse IgG1-FITC (Southern Biotech) and anti-rabbit IgG-TRITC (Southern Biotech). A Zeiss M2BioV_12 Stereo microscope was used to image hearts. Additional antibody information is included in Supplementary Table 2.

### Harvesting of zebrafish hearts

The hearts from adult zebrafish were dissected similar to previous descriptions^131,132^. Adult fish used were all between 2.5–3.0 cm in length and 6 months to 1.5 years post fertilization. Adult fish were euthanized in a beaker containing 0.16 μg/ml tricaine dissolved in system water until there was no gill movement. Fish were then placed in a damp, slotted sponge with their ventral side up. Iridectomy scissors were used to make a lateral incision perpendicular to the midline immediately anterior to the abdomen. An anterior incision was made along the midline to open the thoracic cavity and forceps were used to pinch the BA away from the ventral aorta. Finally, a slight anterior tension was applied to the BA to visualize the SV, and a second pair of forceps was used to sever the veins leading into the SV, thus separating the heart from the rest of the body. Isolated hearts were washed several times in 1X PBS before processing.

Juvenile fish (3–4 weeks post fertilization and ranging from 0.6–0.8 cm in length) were euthanized in a petri dish with tricaine in system water as above. Following the cessation of movement, forceps were used to expose the heart within the chest. The hearts were then removed by first pinching the distal connections of the SV and then pulling the BA away from the body of the fish. Isolated hearts were washed several times in 1X PBS before processing.

Hearts were isolated from larval fish (1–2 weeks post fertilization) using a method similar to previous descriptions^133^. Since the fish are still largely transparent, their hearts are visible. Euthanized larval fish in a petri dish (as above) were held with one pair of forceps. Another pair of forceps was then used to gently grasp the entire heart and pull it away from the body of the fish. The hearts were then separated from the pericardial tissue and fixed for analysis.

### Preparation of tissues for histology

Washed adult hearts were either flash-frozen with 2-methyl-butane submerged in liquid nitrogen or placed in 4% PFA in 1X PBS for fixation overnight at 4 °C. For histology of whole adult and juvenile fish, following euthanasia the hearts were exposed within the chest cavity, as described above, and the whole fish were fixed in 4% PFA in 1X PBS for fixation overnight at 4 °C. To prepare hearts and whole fish for cryosectioning, the samples were then briefly washed in 1X PBS before being subjected to a perfusion series of 15% sucrose/1X PBS and 30% sucrose/1X PBS. Hearts and whole fish were placed in the sucrose/PBS until they sank to the bottom of the container or overnight. The hearts and whole fish were then embedded in Optical Cutting Temperature (OCT) (VWR, 25608-930) compound blocks using disposable molds (Ted Pella, 27147-2) submerged in a supercooled slurry of ethanol and crushed dry ice. Sectioning was conducted at −20 °C using a Leica model CM 1860 cryostat. Adult fish and isolated hearts were sectioned at a thickness of 10 μm. Whole juvenile fish were sectioned at a thickness of 5 μm. Three slides were used per block alternating slides in every section to accomplish the most representative range of tissue on every slide. Three sagittal sections at the midline of whole embryos were used for analysis of the SV (Supplementary Fig. 22).

### Acid fuchsin orange G (AFOG) staining

AFOG staining was conducted on 10 μm cryosections similar to previous descriptions^134,135^. Sections were post-fixed in pre-heated Bouin’s solution for 2 h at 60 °C and 1 h at room temperature (RT). The slides were then rinsed, mordanted by soaking in 1% phosphomolybdic acid, and then treated with trichrome AFOG (pH 1.09) solution containing 1× aniline blue, 2× orange G, and 3× acid fuchsin in dH_2_O for 15 min. Finally, the sections were dehydrated in an ethanol series, cleared with Citrosolve, and mounted using 100 μl Cytoseal for imaging.

### Wholemount in situ hybridization

Wholemount in situ hybridization was performed on adult hearts and embryos using a standard protocol^136^. In brief, adult hearts and embryos were fixed overnight at 4 °C, dehydrated/rehydrated in a methanol-1X PBS/0.1% Tween-20 (PBST) series, and pre-hybridized in hybridization buffer (50% formamide, 5x saline-sodium citrate (SSC), 100 ug/mL heparin, 50 mg/mL torula RNA, 0.1% Tween 20, 9.2 mM citric acid) at 70 °C. Hearts and embryos were then incubated with anti-sense RNA probe for 2 days at 70 °C followed by a series of stringent washes at 70 °C. They were first washed in 50% formamide/2X SSC/ 0.1% Tween-20, followed next by a second wash in 2X SSC/0.1% Tween-20, and finished in 0.2X SSC/0.1% Tween 20. The hearts and embryos were then washed at RT with 1X PBS, followed by blocking with 10% sheep serum/1X PBS/0.1% Tween-20 and detection of the probe with an anti-Digoxigenin antibody (Roche, 11093274910) diluted 1:5,000. The color reaction contained equal parts 4-Nitro blue tetrazolium chloride (NBT) and 4-toluidine salt (BCIP) in a staining solution (0.1 M Tris-HCl pH 9.5, 0.05 M MgCl_2_, 0.1 M NaCl, 0.1% Tween 20) (3.5 ml/ml each). Following the coloration reaction, hearts, and embryos were dehydrated and rehydrated with a methanol/1× PBST series and perfused in an increasing glycerol/1X PBST series for storage and imaging. Probes used were to *amhc* (ZDB-GENE-031112-1), *vmhc* (ZDB-GENE-991123-5), *nr2f1a* (ZDB-GENE-980526-115), *kdrl* (ZDB-GENE-000705-1), *notch1b* (ZDB-GENE-990415-183), and *flt4* (ZDB-GENE-980526-326).

### In situ hybridization on sectioned tissue

Slides to be stained were post-fixed in 4% PFA for 10 min and washed twice for 5 min in 1X PBS. Slides were treated for 90 s with a Proteinase K solution (17.5μl of 10 mg/mL ProK (Sigma, P2308) in 80 mL 1X PBS) and washed once in 1X PBS for 5 min before re-fixing the slides in 4% PFA for another 5 min. Next, slides were washed 3 times in 1X PBS for 5 min each time and dehydrated by submerging first in 70% ethanol for 5 min and then 95% ethanol for 2 min. Humidity chambers were constructed by lining 740 mL Tupperware containers with damp wet paper towels and placing plastic pipette tip box inserts on the paper towels to hold the slides. Ethanol was removed and slides were allowed to air dry in the jar for 5 min before being placed into humidity chambers for hybridization. RNA probes were diluted in a hybridization solution as above and heated to 80 °C before applying 300 μl of probe dilution to each slide. Parafilm was cut into strips large enough to cover the slides and gently placed on top of the probe solution to act as a coverslip to evenly treat each tissue section. Slides with the probe were incubated overnight at 65 °C in a laboratory oven (Quincy Labs, Model 10 Gravity Convection Analog Lab Oven). The following morning, coverslips were removed and slides were placed in a coplin jar containing a high stringency wash solution (100 mL water/125 mL formamide/25 mL 20X SSC) and incubated for 30 min in a 65 °C water bath. The slides were then washed in an RNAse buffer solution (50 mL 5 M NaCl/5 mL 1 M Tris-HCl pH7.5/ 5 mL 0.5 M EDTA pH8 in 440 mL water) in a 37 °C water bath 3 times for 10 min each wash. Slides were placed in an RNAse A solution (RNAse A (Qiagen, 19101) 1:1000 in RNAse buffer) for 30 min at 65 °C in a water bath followed by a final 15-min wash in RNAse buffer at 37 °C. The slides were then taken through a series of washes: high stringency solution (described above) 2 times for 20 min each at 65 °C, 2X SSC 1 time for 15 min at 37 °C, 0.1X SSC for 15 min at 37 °C, and PBST for at least 15 min at RT. After all of the washes, the slides were blocked as above in humidity chambers for 2 h, washed 4 times in PBST for 5 min each, and treated with 300 μl of anti-digoxigenin antibody diluted 1:2500 in blocking solution in humid chambers at 4 °C overnight. Antibody solution was washed off the slides via 6 washes in PBST for 1 h each wash. Finally, slides were treated in humidity chambers with staining solution as above (300 μl each) 2X for 10 min, treated with NBT/BCIP in staining solution as above to develop the color reaction, and washed in 1X PBS before mounting with a glass coverslip. Slides were imaged with a Zeiss Imager.A2 compound microscope.

### Wholemount IHC

Hearts isolated from juvenile fish were subjected to wholemount immunostaining as reported previously^133^. In short, square wells were drawn on a coverslip using a hydrophobic PAP pen into which 4% PFA/1X PBS fixative solution was pipetted. Individual hearts were placed in these wells and fixed for 30 min, washed in 1X PBS supplemented with Tween-20, and blocked for 1 h with 10% sheep serum solution. Primary antibodies were applied for 1 h at RT in blocking solution and washed 3 times in PBST for 5 min each before treatment with secondary antibodies in blocking solution for 30 min at RT. Following a final wash in 1X PBST, hearts were imaged on the same coverslip free-floating in PBST using a Nikon A1R inverted confocal microscope.

Immunostaining was performed on sectioned tissue following a stringent heat-induced antigen retrieval step utilizing citric acid (1% in research grade water) for 5 min in a pressure cooker set to high pressure and heat. Sections were allowed to cool to RT, permeabilized using 0.2% Triton X-100 in 1X PBS, and blocked with 1% BSA/1% heat-inactivated goat serum/0.025% Tween-20/1XPBS. Primary antibodies were applied to the slides in the blocking solution overnight at 4 °C. Slides were washed for 5 min in 1X PBS before applying secondary antibodies in the blocking solution were applied to the slides for 30 min at RT. Slides were then mounted in 100 μl ProLong anti-fade medium (Invitrogen, cat # P36930). Antibodies used were: MF20, S46, Vmhc, Elastin, Mylk, and anti-RCFP. See Supplementary Table 2 for additional antibody information. Slides were imaged using a Nikon A1R inverted confocal microscope.

### Lineage tracing and tamoxifen treatment

Heterozygous *nr2f1a*^*aco*^ fish hemizygous for either *Tg(amhc:Cre*^*ERT2*^) or *Tg(ubb:CSY*) transgenes were crossed. The resulting embryos were taken at the shield stage (6 hpf) and placed in glass vials with 1 mL embryo water (maximum 30 embryos per vial). A 50 mM 4-hydroxytamoxifen (4-HT) dissolved in ethanol was diluted to a working concentration of 10 μM in glass vials with embryo water. Vials were then placed on a nutator at 28.5 °C with loosened lids until 48 hpf. The WT sibling and *nr2f1a*^*aco*^ mutant embryos were then sorted based on phenotype. WT and *nr2f1a*^*aco*^ mutant embryos were raised until they were adults, the hearts harvested, prepared for histology, and immunostaining, as described above.

### Intrathoracic EdU labeling

Intrathoracic EdU labeling of the SV was performed similar to previous reports when it was used to label CMs^137^. Holding chambers with trenches were made with 2% agarose (w/v) in embryo water. Juvenile fish were anesthetized using tricaine diluted in system water to a concentration of 0.16 μg/mL until gills almost stop moving and were placed in the chamber, which was filled with embryo water and tricaine at the same concentration, on their back for the duration of the injection process. A fine glass capillary needle was used to pierce the thoracic cavity and inject 2 nL EdU solution (1 mM in DMSO) at 21 and 24 dpf. The hearts from the EdU-injected fish were harvested at 28 dpf. EdU was detected using the Click-iT EdU Cell Proliferation Kit (Thermo Fisher, C10337) on cryosections coupled with immunohistochemistry as described above.

### Echocardiography

Echocardiography was performed similar to previous reports except with the following modifications^58,138^. Adult fish were anesthetized using 0.16 μg/mL tricaine and placed on their back in a clay holder submerged in a container with system water. A high-frequency transducer (Visual Sonics, MS700D, 40–50 MHz) was lowered directly into the water at a distance above the chest of the fish that empirically produced an optimal image. The Vevo2100 Imaging System was used to capture echo videos and two-color doppler functionality was utilized to pseudo-color the direction of blood flow.

### Drug treatments

For Captopril treatments, WT and *nr2f1a*^*aco*^ *mutant* larvae were placed in system water with 250 µM Captopril (diluted from 250 mM stock in DMSO; Sigma-Adlrich, C4042) or vehicle (DMSO) at 14 dpf. For Enalapril treatments, embryo water containing 50 µM Enalapril (diluted from 100 mM stock in ethanol; Sigma-Aldrich, E6888) or vehicle (ethanol) was applied to WT and *nr2f1a*^*aco*^ mutant embryos in a petri dish beginning at 48 hpf. For estradiol treatments, embryo water containing 10 nM β-Estradiol (diluted from 50 mM stock in DMSO; Sigma-Aldrich, E8875) or vehicle (DMSO) was applied to WT and *nr2f1a*^*aco*^ mutant embryos in a petri dish beginning at 48 hpf. WT control larvae and embryos were treated with a corresponding relative volume of the vehicle. For Enalapril and estradiol, embryos were transitioned to system water at 6 dpf. Water containing the drugs or vehicle controls was refreshed every 48 h. Treatments for all drugs were continuous until 28 dpf, when fish were harvested and processed for histology and immunostaining. Fish were measured from snout to base of tail to ensure they were of equal size for analysis. Cryosectioned tissue was stained for Elnb, and imaged with a Nikon A1R inverted confocal microscope, and ImageJ was used to measure the thickness of the sinus walls. 10 measurements were taken per section and 3 sections were analyzed per fish.

### Exercising of adult and juvenile zebrafish with the swim tunnel

Adult zebrafish were placed in a mini Loligo swim tunnel system (170 mL 110 V/60 Hz, Product number SY10600) and allowed to briefly acclimate to the chamber. The flow was then initiated at a low velocity (~4 cm/s or 150 rpm) for 10 min to allow the fish to warmup. For sprint challenges, following the warmup, the propeller speed was increased by 50 rpm (~2.5 cm/s) every 1 min until the fish could not swim against the current, i.e. the fish lay flat against the backstop for 5 s. The stamina challenges were conducted in the same manner except the propeller speed was increased every 10 min until failure.

For exercising juvenile *nr2f1a*^*aco*^ mutant fish beginning at 21 dpf, a fine mesh was placed in front of the backstop due to their smaller size to prevent them from passing through the openings. The juvenile fish were placed in the swim chamber and allowed to briefly acclimate. They were then allowed to warm up at a low velocity (above) for 10 min prior to pacing. Fish were then exercised for 30 min at the highest speed they could manage without being pressed against the backstop. Exercise was repeated every day for 2 weeks at which time juvenile fish were processed for histological analysis.

### Preparation of tissues and analysis for quantitative PCR (qPCR) and bulk RNA sequencing

Hearts were harvested from adult fish as described above. Fine forceps were then used to gently separate the individual heart components (atrium, ventricle, BA, and SV) in 1X PBS before being pooled (20 hearts for each genotype) and placed in a TRIzol solution (Invitrogen, 15596026). Total RNA was extracted from these pooled samples using a standard phenol chloroform phase-separation method followed by passing the supernatant through a filter column using the stepwise protocol included in the PureLink RNA Micro Kit (Invitrogen, 12183016). Individual cDNA samples were generated using 1μg of total RNA isolated from each chamber by following the ThermoScript RT-PCR System kit (Invitrogen, 11146-016) protocol. qPCR was carried out in triplicate using targeted primers and Power SYBR Green PCR Master Mix (Applied Biosystems, 4368706) under standard PCR conditions in a Bio-Rad CFX PCR machine. Resultant expression levels were standardized to the ubiquitously expressed *actb1* gene and the Livak Method^139^ was used to calculate the average fold change in expression (2^−ΔΔCT^). Primer sequences are detailed in Supplementary Table 1.

Zebrafish RNA-seq reads were aligned to the UCSC zebrafish genome, danRer11, using STAR aligner(v2.7.4)^140^ after trimming the Illumina adapter using cutadapt(v2.1)^141^. These libraries were prepped across multiple batches with different library types in terms of RNA strand and sequencing mode (single-end or paired-end). Therefore, we treated them as single-end libraries by choosing read1 or read2 to match the strand as much as possible, and batch correction was applied as described below. Only uniquely aligned reads were retained for downstream analysis. Gene expression levels were quantified as raw read counts using FeatureCounts^142^ in the subread(v1.6.2) package with an option, “-O --fracOverlap 0.8”, and with a proper strand option (-s). Given the mixed sequencing batches and library types, we incorporated RUVseq(v1.28.0)^143^ batch correction (RUVs, *k* = 1) in DESeq2(v1.34.0)^144^ differential analysis. Differentially expressed genes were identified by FDR < 0.05. Hierarchical clustering was performed using the Pearson correlation coefficient as a similarity measure under Ward’s criterion, and a heatmap was visualized in *z*-score. Data used for analysis are publicly available in GEO (Accession #: GSE195548).

### Preparation of cells and analysis of single cell RNA sequencing

Single cell preparations were prepared similar to previously published protocols designed to dissociate rigid elastic tissue with minor variations^43,145^. The SV and BA were dissected from the hearts of 30 WT and 24 *nr2f1a* mutants using fine forceps and pooled in a Tyrode’s solution (pH 7.4) following washing in 1X PBS. The pooled tissues were washed 3 times in Tyrode’s before the addition of Liberase IV (0.29U/ml, Roche, 05401020001), Elastase (1.0 U/ml, Sigma, E7885), and Pronase E (0.92 U/ml, Sigma, P5147). Dissociation of the tissues was facilitated via incubation at 37 °C and gentle trituration with pipettes of descending tip diameter (first 2.0 mm followed by 0.8 mm. Can also use filtered P1000 and P20 tips, respectively). The dissociation reaction was halted by transferring the cells to a modified Kraft-Brühe solution (pH 6.9) and the cells were spun down to a pellet before being resuspended in a final 1% BSA solution in 1X PBS. Single cells were submitted to the CCHMC Gene Expression Core for 10x Genomics analysis utilizing Chromium instrumentation. ~13,000 cells were submitted for sequencing from each sample which yielded captures of 13,004 WT BA cells (32,642 reads/cell), 13,439 WT SV cells (27,137 reads/cell), 12,736 mutant SV cells (33,327 reads/cell), and 14,095 mutant BA cells (29,673 reads/cell).

The scRNA-Seq FASTQ files (10x Genomics 3’ version 3) were aligned to the Zebrafish Ensembl version 91 reference genome (GRCz11) and transcriptome, using Cell Ranger version 3.1.0. Cell Ranger filtered feature sparse matrix counts files from all samples (HDF5 format) were supplied to AltAnalyze^146^ version 2.1.4 for unsupervised analysis using the EnsMart 91 zebrafish database and ICGS2 algorithm with default parameters. Cell-type predictions were initially obtained from ICGS2 based on marker enrichment and then further refined based on manual curation with literature-associated markers. The obtained ICGS2 clusters were filtered to include muscle, endothelial, and epithelial clusters for downstream UMAP visualization. Data used for analysis are publicly available in GEO (Accession #: GSE229821). To confirm the assignment of mutant cells to WT clusters, we performed supervised classification of all mutant capture cells to WT cells and clusters using the software cellHarmony^147^. Supervised embedding of these mutant cells into a WT restricted UMAP was performed using scikit-learn to train and transform the ICGS2 marker genes using the top 50 PCA components (UMAP-transform). All differential expression analyses were performed using the software cellHarmony in AltAnalyze (fold > 1.2 and empirical Bayes *t*-test *p* < 0.05, FDR corrected), with secondary gene-set enrichment analyses and visualization performed in GO-Elite.

For pseudotime analysis, we applied both Monocle 2 and SlingShot. Log-transformed gene-by-cell expression file and cell type labels file from all samples generated from ICGS2 were filtered for smooth muscle cells (Clusters 1-8) and were provided as the input to Monocle 2(v2.13.0)^148^. The log-transformed file was exponentiated and modeled with negative binomial distribution using Monocle 2 (‘expressionFamily = negbinomial.size’). Monocle 2 was allowed to select its own genes for pseudotime estimation based on differential gene analysis across the filtered smooth muscle ICGS2 groups (‘fullModelFormulaStr = ~Groups’). The reverse graph embedding (RGE) method (‘method’ in reduceDimension) was set to “DDRTree” as recommended by the authors of Monocle 2. For SlingShot(v1.8.0)^149^, we embedded the gene expression data for the selected populations using the software SPRING^150^, using programmatic defaults for both tools.

### Preparation and analysis of bulk RNA-sequencing of *Ciona robusta* hearts

Hearts were dissected from adult *Ciona robusta* in cold filtered sea water using surgical scissors under a Zeiss Stemi 2000/2000C Stereomicroscope and immediately placed in RNA*later* (Invitrogen, AM7020) at 4 C°. After 3 days in RNA*later*, the whole hearts were then placed in new RNA*later* solution and dissected into the 3 parts: the pharyngeal blood sinus (PS), which is connected to the subendostylar sinus and is also called the hypobranchial vessel; the blood sinus adjacent to the stomach (SS); the central tubular part of the heart (C). Pericardial cells were removed. The blood sinus tissues each had a small part of the adjacent tubular myocardium. The sections from 15 hearts were pooled. The pooled hearts were then immersed in 300 µl of lysis buffer from a RNeasy Micro kit (Qiagen, 74004) and sonicated with the Branson Digital Sonifier on ice with an amplitude of 20% for 20 s. Tissue sonication was repeated 3 times with intervals of at least 30 s. Following sonication, the samples were centrifuged for 10 min at the max speed at 4 °C. The supernatant was placed in a new tube and processed for the RNA extraction according to the RNeasy Micro kit instructions. The isolated RNA samples were checked for quality and integrity on 1% agarose gel and Bioanalyzer. 1 µg of each RNA has been then processed for the RNA-seq analyses. Samples were submitted to Genomix4 Life (Salerno, Italy) for sequencing. *Ciona* RNA-seq data was analyzed in the same way as indicated above for zebrafish RNA-seq analysis except using the UCSC *Ciona* genome ci3. Differential genes were identified by *P*-value < 0.05 for hierarchical clustering. Data used for analysis are publicly available in GEO (Accession #: GSE195549). Orthology for genes was determined using DAVID Bioinformatic Resources (david.ncifcrf.gov) and the BioMart tools in Ensembl (ensemble.org).

### Statistics and reproducibility

The experiments described herein were not randomized and the researchers were not blinded during data analysis. Sample sizes for experiments were not predetermined using power analysis. Prism 9 software was used to perform statistical comparisons other than for RNA-seq analysis. For comparisons between two conditions unpaired, two-sided Student’s *t*-tests were used. For comparisons between multiple conditions, an ordinary one-way ANOVA with multiple comparisons was used. A *P* value of <0.05 was interpreted as being statistically significant. Results are represented as the mean ± SEM. For representative images of adult hearts and embryos in Fig. 1a and Supplementary Fig. 1c, >100 WT and *nr2f1a*^*aco*^ mutants have been examined over >3 experiments. For representative images of histological analysis in Figs. 1c–e, 1j–n, 2a, and Supplementary Figs. 1c, 2a, 2b, 3, sections from at least 3 WT and *nr2f1a*^*aco*^ mutants in 3 independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-21

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

All data generated and used for analysis in this study are available in the manuscript or Source Data files. Source Data are provided with this paper. Sequencing data has been deposited in GEO Accession #’s GSE195548, GSE195549, and GSE229821. There are not restrictions on availability of the data. Source data are provided with this paper.

# Supplementary material for: Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart
**Source:** Nat Commun. 2023 Sep 7;14:5509. doi: 10.1038/s41467-023-41184-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**Gafranek et al. Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into vertebrate heart evolutionary transitions**

### **Contents:**

**Supplementary Figs. 1-22**

**Supplementary Tables 1 and 2.**

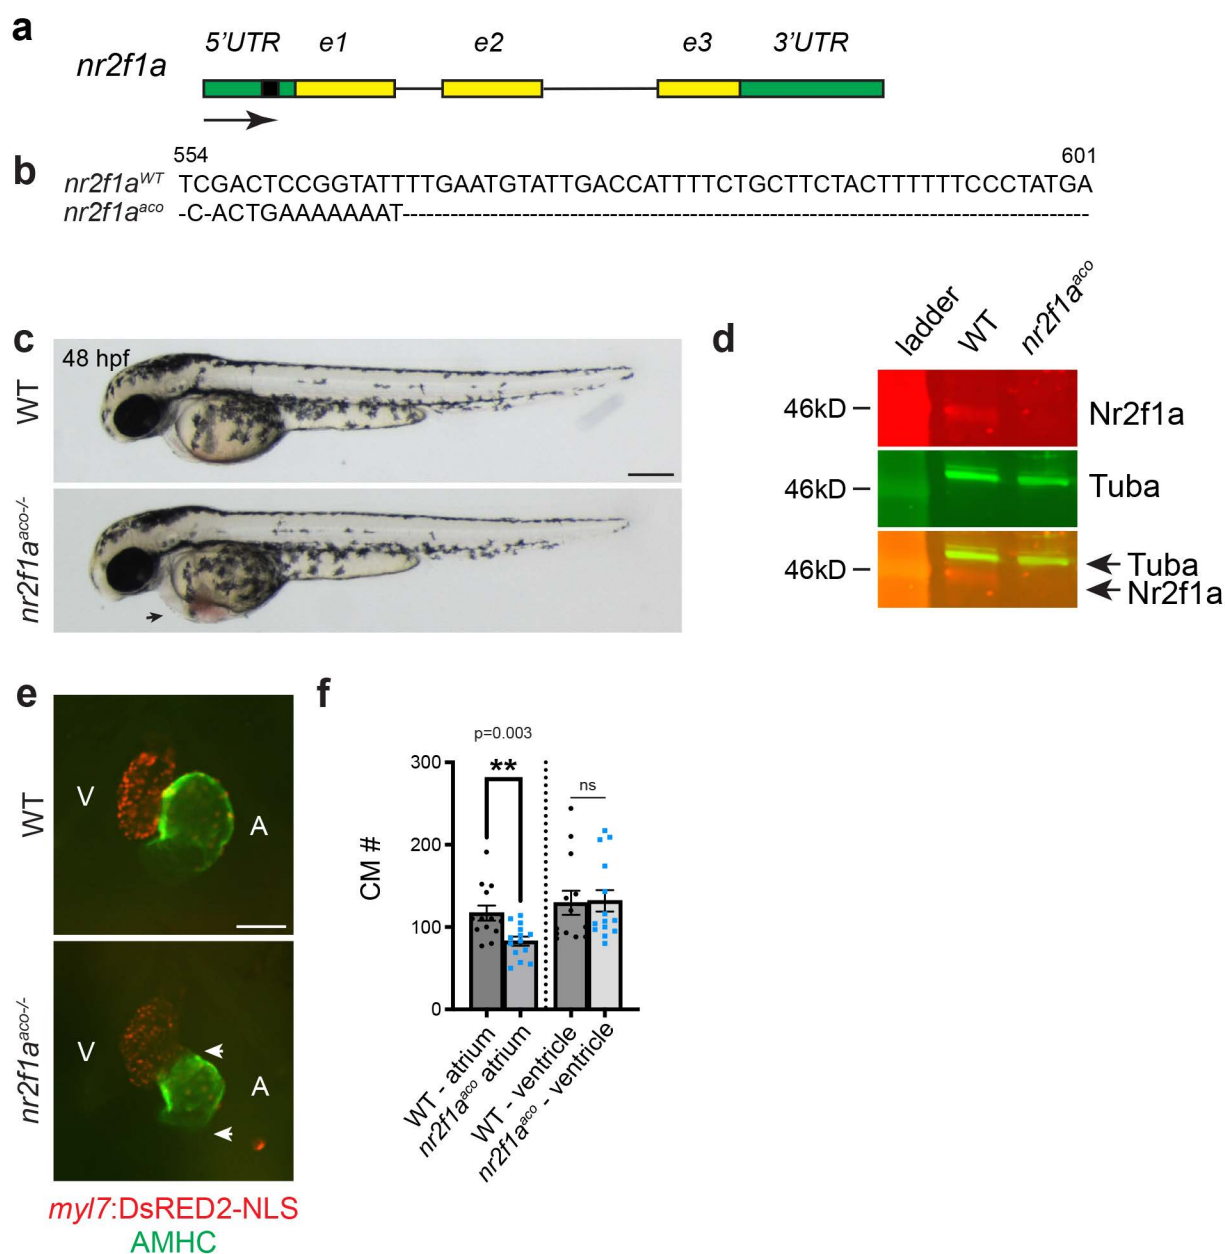

**Supplementary Fig. 1. The *aco* mutation is an *nr2f1a* mutant allele.** **a.** Schematic of *nr2f1a* transcript showing 5'- and 3'-UTRs (green), translated portion of exons (yellow), and introns (black lines). Black box indicates location of deletion. **b.** WT and *nr2f1a*<sup>aco</sup> allele sequence showing the 45 bp deletion (58 bp deletion and 13 bp insertion) within the 5'-UTR. **c.** Lateral view of *nr2f1a*<sup>aco</sup> mutants at 48 hpf. Arrow indicates the moderate pericardial edema and blood pooling. Anterior is left. Dorsal is up. Scale bars - 200  $\mu$ m. **d.** Western blot showing the loss of Nr2f1a in *nr2f1a*<sup>aco</sup> mutants. Source data are provided as a Source Data file. **e.** Frontal views of hearts from WT sibling and *nr2f1a*<sup>aco</sup> mutants showing the morphologically smaller atria of the mutants. The arterial pole is upward. V indicates ventricle. A indicates atrium. Scale bar - 50  $\mu$ m. **f.** Quantification of atrial and ventricular CMs shows there is a specific reduction in atrial CMs at 48 hpf. WT n=13, *nr2f1a*<sup>aco</sup> n=14. All embryonic phenotypes for the *nr2f1a*<sup>aco</sup> were equivalent to previously reported *nr2f1a* mutant alleles<sup>38</sup>. An unpaired, two-sided Student's t-test was used to assess statistical differences between WT and *nr2f1a*<sup>aco</sup> atrial and ventricular cardiomyocytes. Comparison marked \*\* denotes p=0.003. Error bars represent the mean  $\pm$  SEM. Source data are provided as a Source Data file.

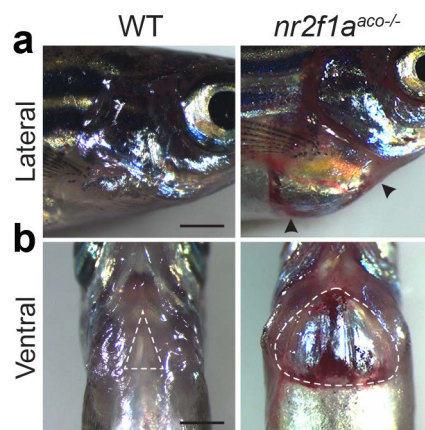

**Supplementary Fig. 2. Overt cardiac distress in adult *nr2f1a<sup>aco</sup>* mutants.** **a.** Brightfield images of anterior-lateral profiles of adult WT and *nr2f1a<sup>aco</sup>* mutant fish. Anterior is right. Dorsal is up. Black arrowheads indicate the extent of the pericardial edema in the mutant. **b.** Brightfield images showing ventral views of the same fish in a. Dashed lines denote the perimeter of the thoracic cavity containing the hearts. Regardless of the development and extent of pericardial edema, all *nr2f1a<sup>aco</sup>* mutant hearts are enlarged and have similar morphology. Scale bars - 1 mm.

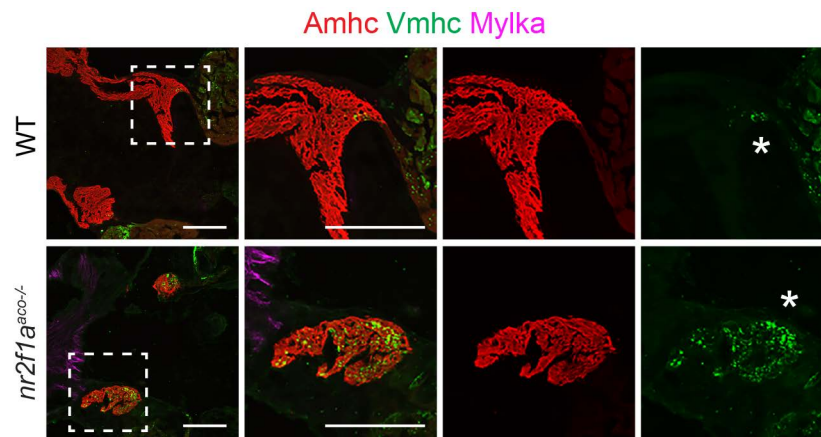

**Supplementary Fig. 3. *Nr2f1a* mutant hearts lack atrial tissue and co-express ventricular markers.** Confocal images on sections of hearts from the border of the atrial and ventricular chambers in adult WT and *nr2f1a<sup>aco/-</sup>* mutant hearts immunostained for Amhc (red), Vmhc (green), and Mylka (magenta). All the Amhc+ CMs in *nr2f1a<sup>aco/-</sup>* mutant hearts co-express Vmhc, while this co-expression in WT hearts is restricted to a small set of cells within the atrioventricular canal. Insets indicate higher magnification images presented in the different channels. White asterisks indicate where co-expression of Amhc and Vmhc was found. Scale bars - 100  $\mu$ m.

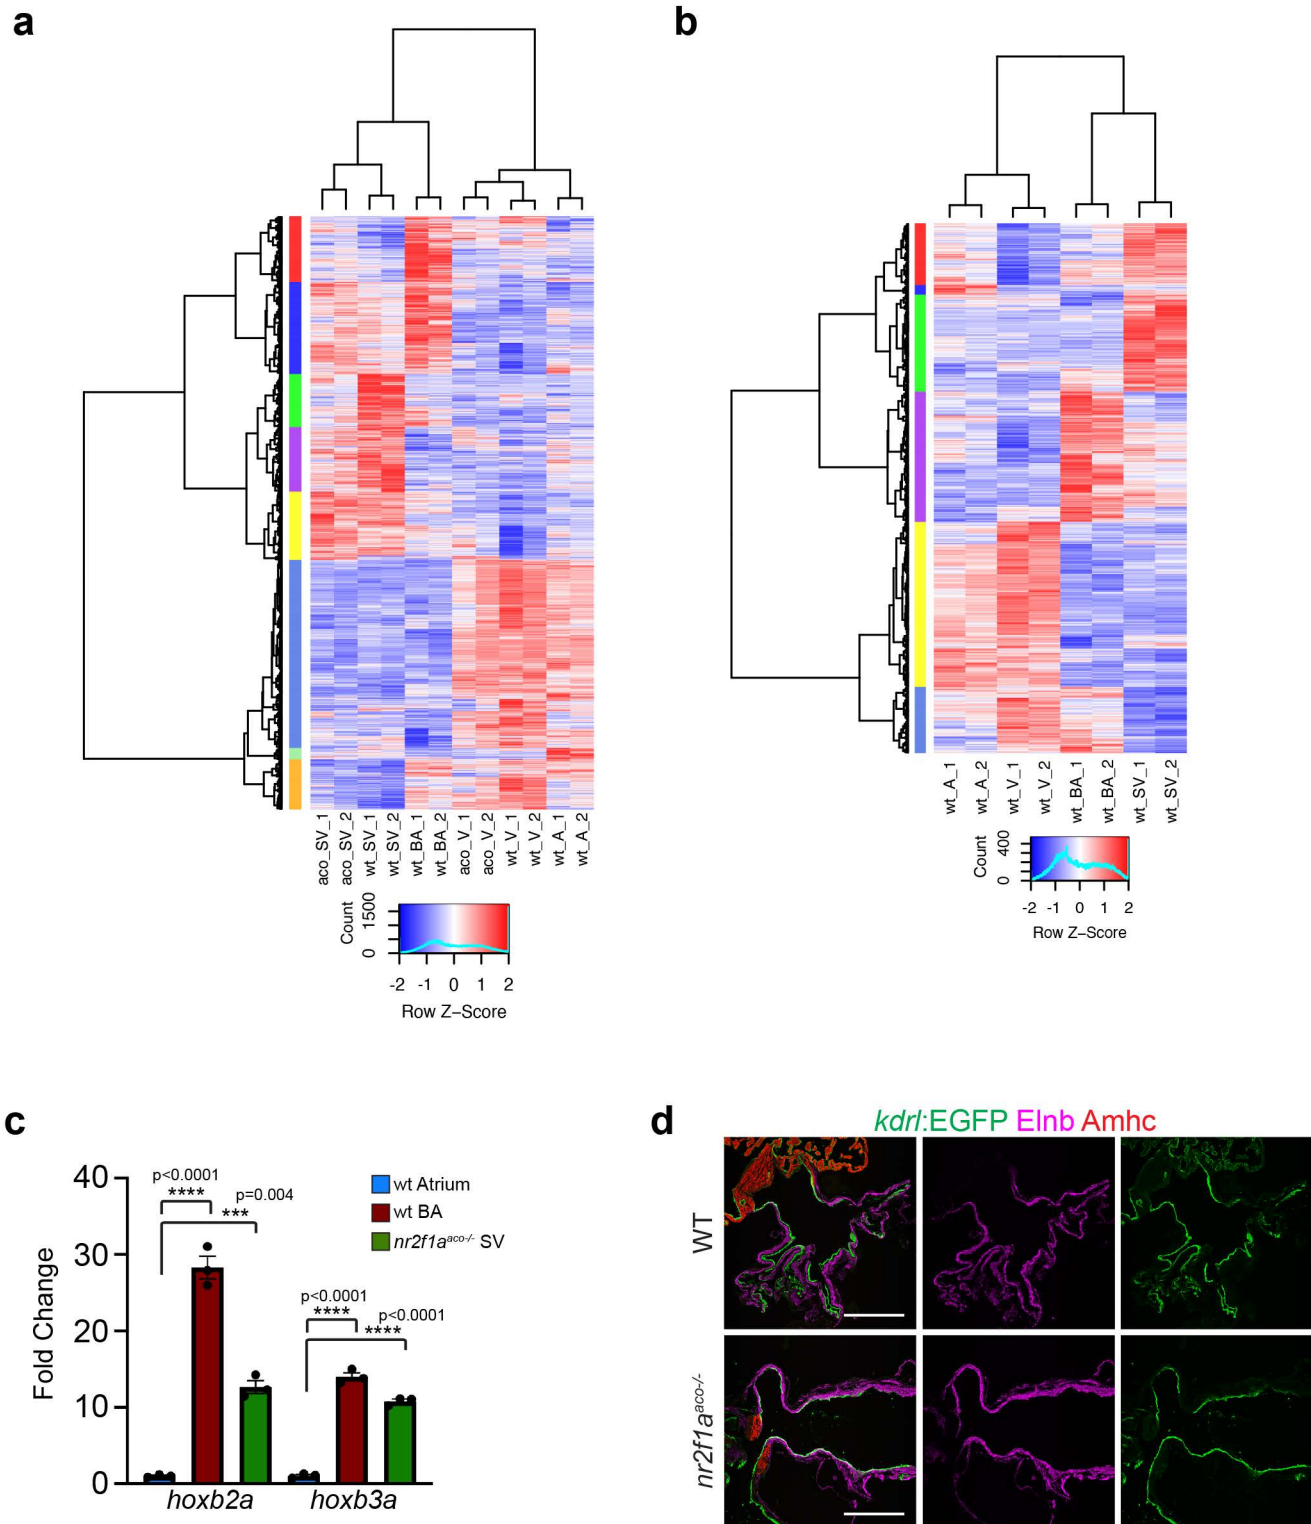

**Supplementary Fig. 4. Clustering analysis and validation of markers in the BA and SV of WT and *nr2f1a* mutant fish.** **a.** Hierarchical clustering analysis of bulk RNA-seq from the BA, SV, V, and A of adult WT and *nr2f1a*<sup>aco</sup> mutant hearts. **b.** Hierarchical clustering analysis of the bulk RNA-seq from the BA, SV, V, and A of the adult WT hearts. **c.** RT-qPCR quantifying the expression of *hoxb2a* and *hoxb3a* in WT BA, *nr2f1a*<sup>aco</sup> mutant SV, and the WT atrium (control). These *hox* genes are expressed in the BA and SV, but absent from the atrium. Statistical significance between tissues was calculated using an ordinary one-way ANOVA with multiple comparisons. Comparison marked \*\*\* denotes  $p=0.004$ . Comparisons marked \*\*\*\* denote  $p<0.0001$ . Error bars represent the mean  $\pm$  SEM. Source data are provided as a Source Data file. **d.** Confocal images of sagittal sections immunostained for *kdrl*:EGFP (green), *Elnb* (magenta), and *Amhc* (red). ECs line the SV of WT and *nr2f1a*<sup>aco</sup> mutants. This lining is not disrupted in *nr2f1a*<sup>aco</sup> mutants. WT  $n=3$ , *nr2f1a*<sup>aco</sup>  $n=2$ . Scale bars - 200  $\mu$ m

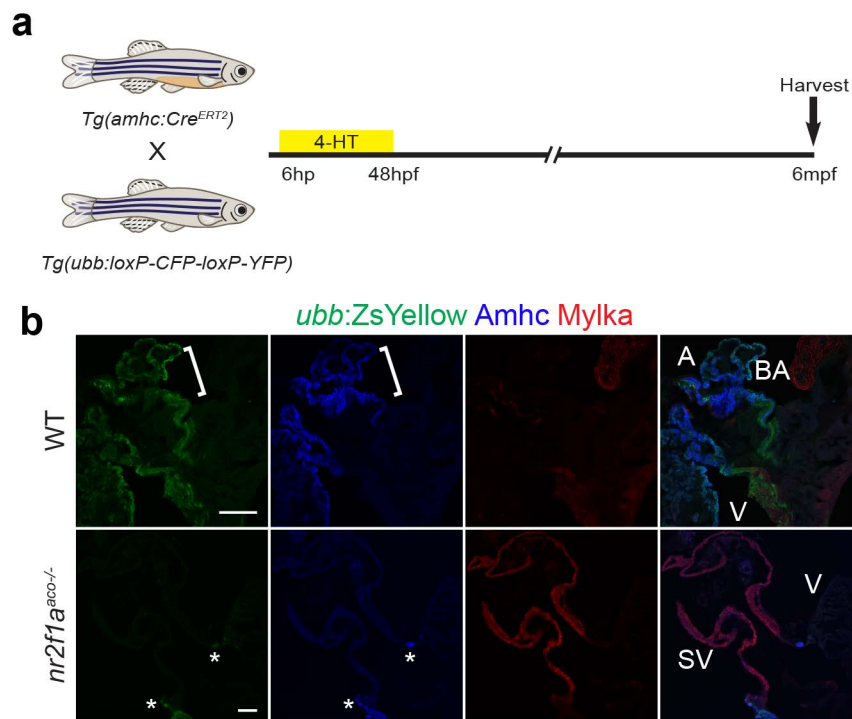

**Supplementary Fig. 5. Embryonic atrial CMs do not contribute to the WT or *nr2f1a<sup>aco</sup>* mutant SV.** **a.** Schematic of the lineage tracing with 4-HT treatment of WT and *nr2f1a<sup>aco</sup>* mutant embryos with the *Tg(amhc:CreERT2)*; *Tg(ubb:CSY)* transgenes. **b.** Confocal images of sagittal sections from adult WT and *nr2f1a<sup>aco</sup>* mutant hearts immunostained for atrial ZsYellow (green), Amhc (blue), and Mylka (red). White brackets mark the area of overlapping lineage-traced atrial CMs in the adult atria. White asterisks indicate remnant Amhc+ CMs in the adult hearts that were derived from the embryonic atrial CMs. Distal cells in the SV were not labeled in WT or *nr2f1a<sup>aco</sup>* mutant hearts, suggesting embryonic atrial CMs do not invade or contribute to the WT SV and that transdifferentiation of embryonic atrial CMs does not contribute to the SV defects. WT and *nr2f1a<sup>aco</sup>* n=3 Scale bars - 100  $\mu$ m

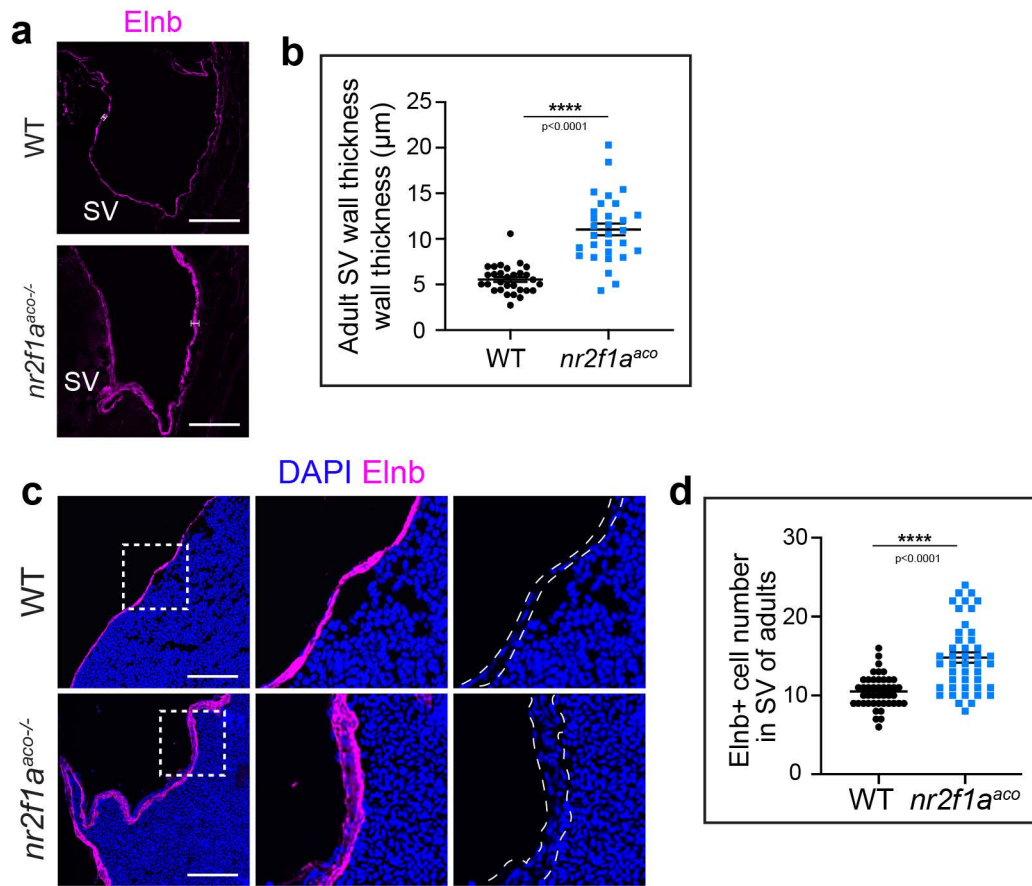

**Supplementary Fig. 6. Adaptive remodeling in the adult SV.** **a.** Confocal images of sagittal sections from adult WT and *nr2f1a<sup>aco</sup>* mutant SV immunostained for Elnb (magenta). Bars indicate thickness of the SV. Scale bars - 100 μm. **b.** Quantification of Elnb thickness in the sections of the adult WT and *nr2f1a<sup>aco</sup>* mutant SV (n=10 fish per group). Individual points on the graph represent 10 measurements averaged from different regions of the SV in a single section (3 total sections per fish). **c.** Confocal images of sagittal sections of the adult WT and *nr2f1a<sup>aco</sup>* mutant SV immunostained for Elnb (magenta) and DAPI (blue). Scale bars - 100 μm. **d.** Quantification of cells (indicated by DAPI+ nuclei) within the Elnb of the adult WT and *nr2f1a<sup>aco</sup>* mutant SV (n=3 fish per group). Individual points on the graph represents 1 randomly chosen region within the SV for counting (5 regions per section were counted from 3 sections per fish). The data support there are more cells within the thicker Elnb+ layer of the SV. An unpaired, two-sided Student's t-test was used to assess statistical differences between WT and *nr2f1a<sup>aco</sup>* (b and d). Comparisons marked \*\*\*\* denote p<0.0001. All error bars represent the mean +/- SEM. Source data are provided as a Source Data file.

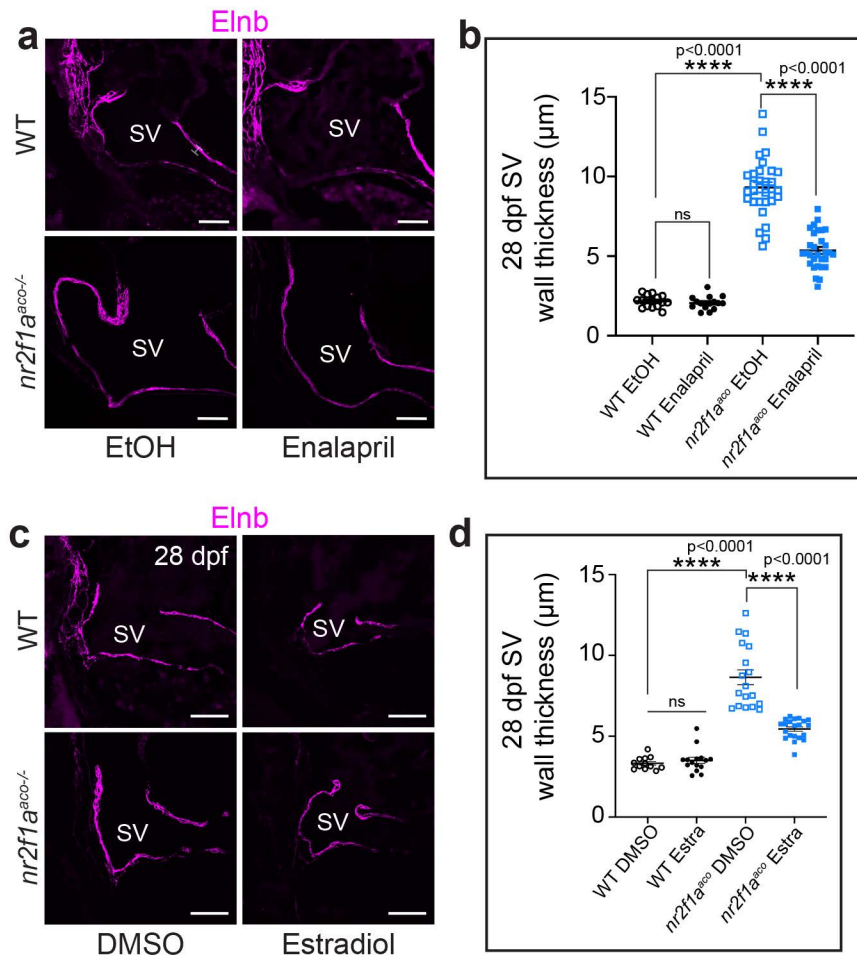

**Supplementary Fig. 7. Prolonged treatment with vasodilators reduces the thickening of the SV observed in *nr2f1a* mutants.** **a.** Confocal images of sagittal sections from 28 dpf WT and *nr2f1a<sup>aco</sup>* mutant fish treated with either Enalapril or ethanol (control). Scale bars – 50 μm. **b.** Quantification of Elnb+ wall thickness at 28 dpf following Enalapril treatments. Individual points on the graph represent 10 measurements averaged from different regions of the SV in a single section (3 total sections per fish). WT control and treated n=5, *nr2f1a<sup>aco</sup>* control and treated n=10. **c.** Confocal images of sagittal sections from 28 dpf WT and *nr2f1a<sup>aco</sup>* mutant fish treated with either estradiol or DMSO (control). Scale bars – 50 μm. **d.** Quantification of Elnb+ wall thickness at 28 dpf following estradiol treatments. Individual points on the graphs represent 10 measurements averaged from different regions of the SV in a single section (3 total sections per fish). WT control n=4, WT treated n=5, *nr2f1a<sup>aco</sup>* control n=6, *nr2f1a<sup>aco</sup>* treated n=7. Statistical significance between treatment groups was calculated using an ordinary one-way ANOVA with multiple comparisons in b and d. Comparisons marked \*\*\*\* denote p<0.0001. All error bars represent the mean +/- SEM. Source data are provided as a Source Data file.

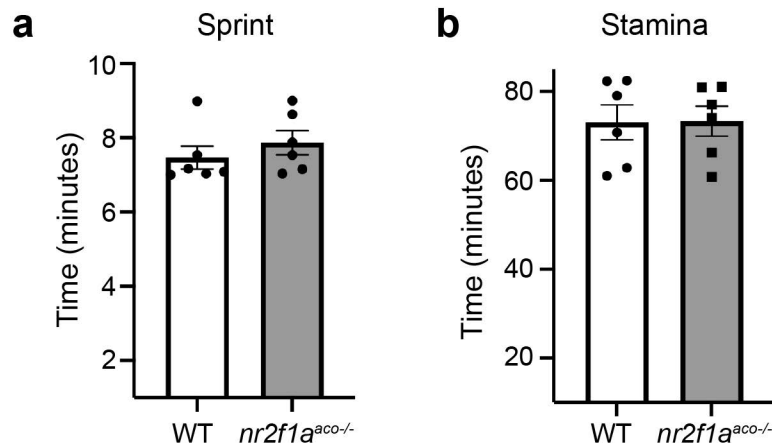

**Supplementary Fig. 8. Performance of adult WT and *nr2f1a<sup>aco</sup>* mutant fish is equivalent in swim tests.** **a.** Time it took for adult WT and *nr2f1a<sup>aco</sup>* mutant fish to fail in the sprint swimming test. **b.** Time it took for adult WT and *nr2f1a<sup>aco</sup>* mutant to fail in the endurance swimming test. Differences were not significant. Thus, despite the adaptive remodeling of the SV and enlargement of the heart, the basic performance of the adult fish is not affected in the *nr2f1a<sup>aco</sup>* mutant fish. n=6 fish examined per test. An unpaired, two-sided Student's t-test was used to assess statistical differences in exercise performance between WT and *nr2f1a<sup>aco</sup>*. All error bars represent the mean +/- SEM. Source data are provided as a Source Data file.

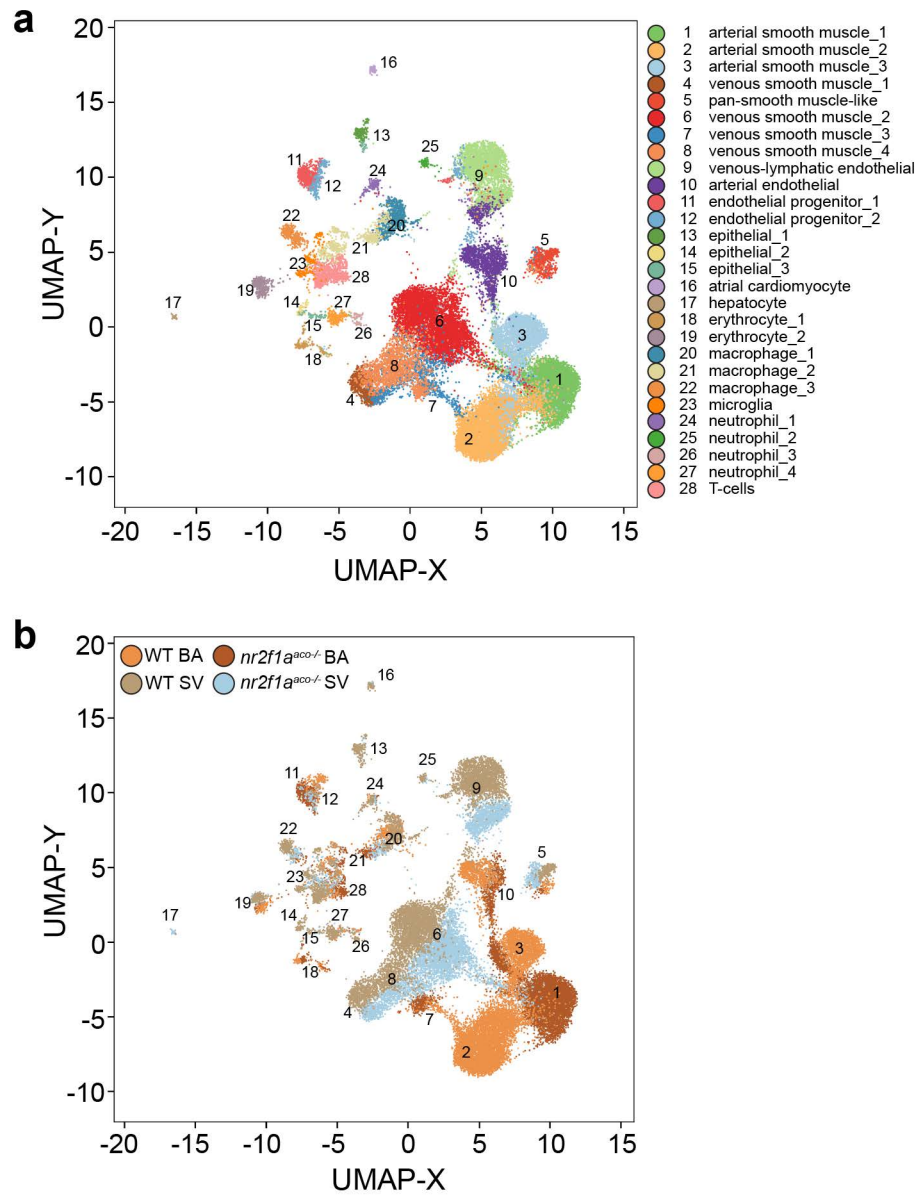

**Supplementary Fig. 9. Total scRNA-seq clusters of the BA and SV in WT and *nr2f1a<sup>aco</sup>* mutant fish. a.** UMAP of all the clusters (1-28) from the scRNA-seq of the BA and SV in WT and *nr2f1a<sup>aco</sup>* mutant fish. Differences in blood cells and other small contaminate populations were not found. **b.** UMAP data showing the contributions to all 28 clusters from the BA and SV of WT and *nr2f1a<sup>aco</sup>* mutant fish.

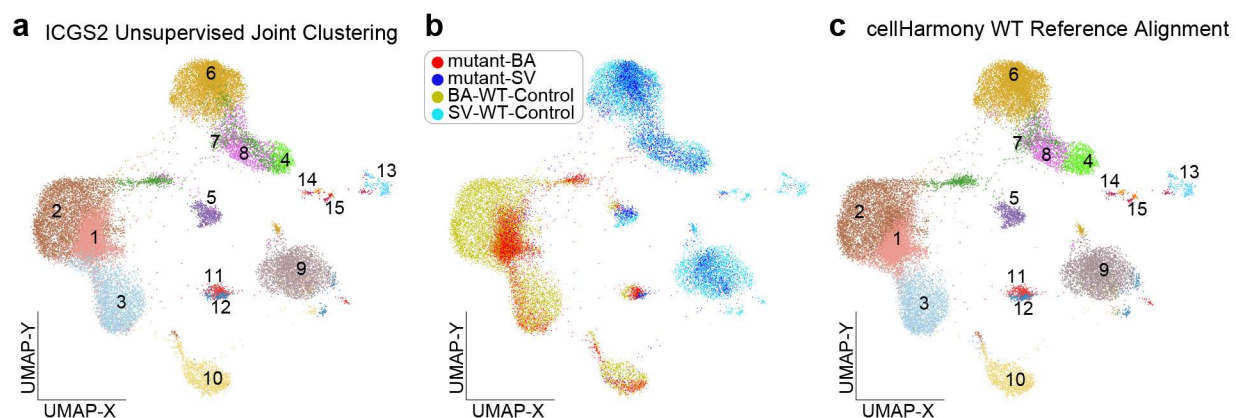

**Supplementary Fig. 10. Supervised assignment of clusters based only on WT cells. a.** UMAP of clusters 1-15 with the *nr2f1a<sup>aco</sup>* mutant cells and ICGS2 cluster identities projected onto the WT-only cell embedding (UMAP-transform, all WT and mutant cells displayed). **b.** UMAP of clusters 1-15 with the *nr2f1a<sup>aco</sup>* mutant clusters projected upon the WT clusters showing the origins of the cells from the unsupervised projection. **c.** UMAP of clusters 1-15 with the *nr2f1a<sup>aco</sup>* mutant cells aligned (cellHarmony) with the WT samples as a reference, as an independent indicator of cell-type identity.

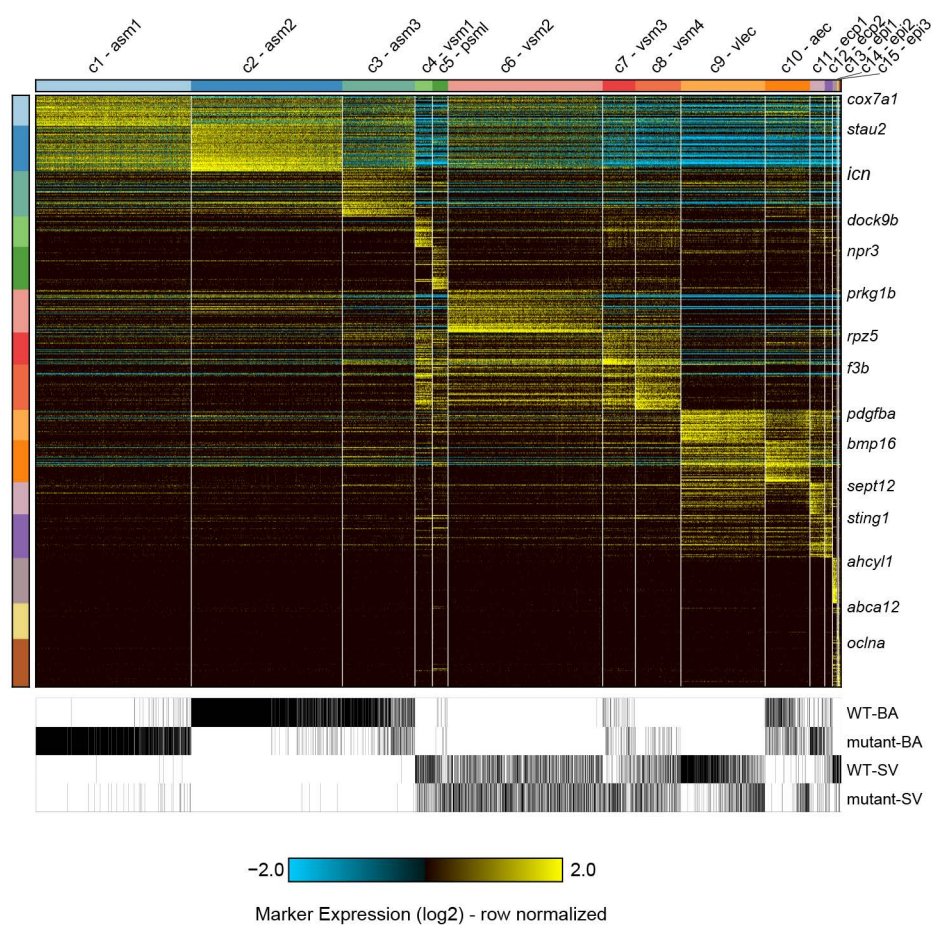

**Supplementary Fig. 11. Marker gene expression of scRNA-seq clusters from the BA and SV of adult WT and *nr2f1a<sup>aco</sup>* mutant fish.** Heatmap of the top marker genes (MarkerFinder algorithm) for the 15 filtered ICGS2 cell populations from the combined scRNA-seq analysis.

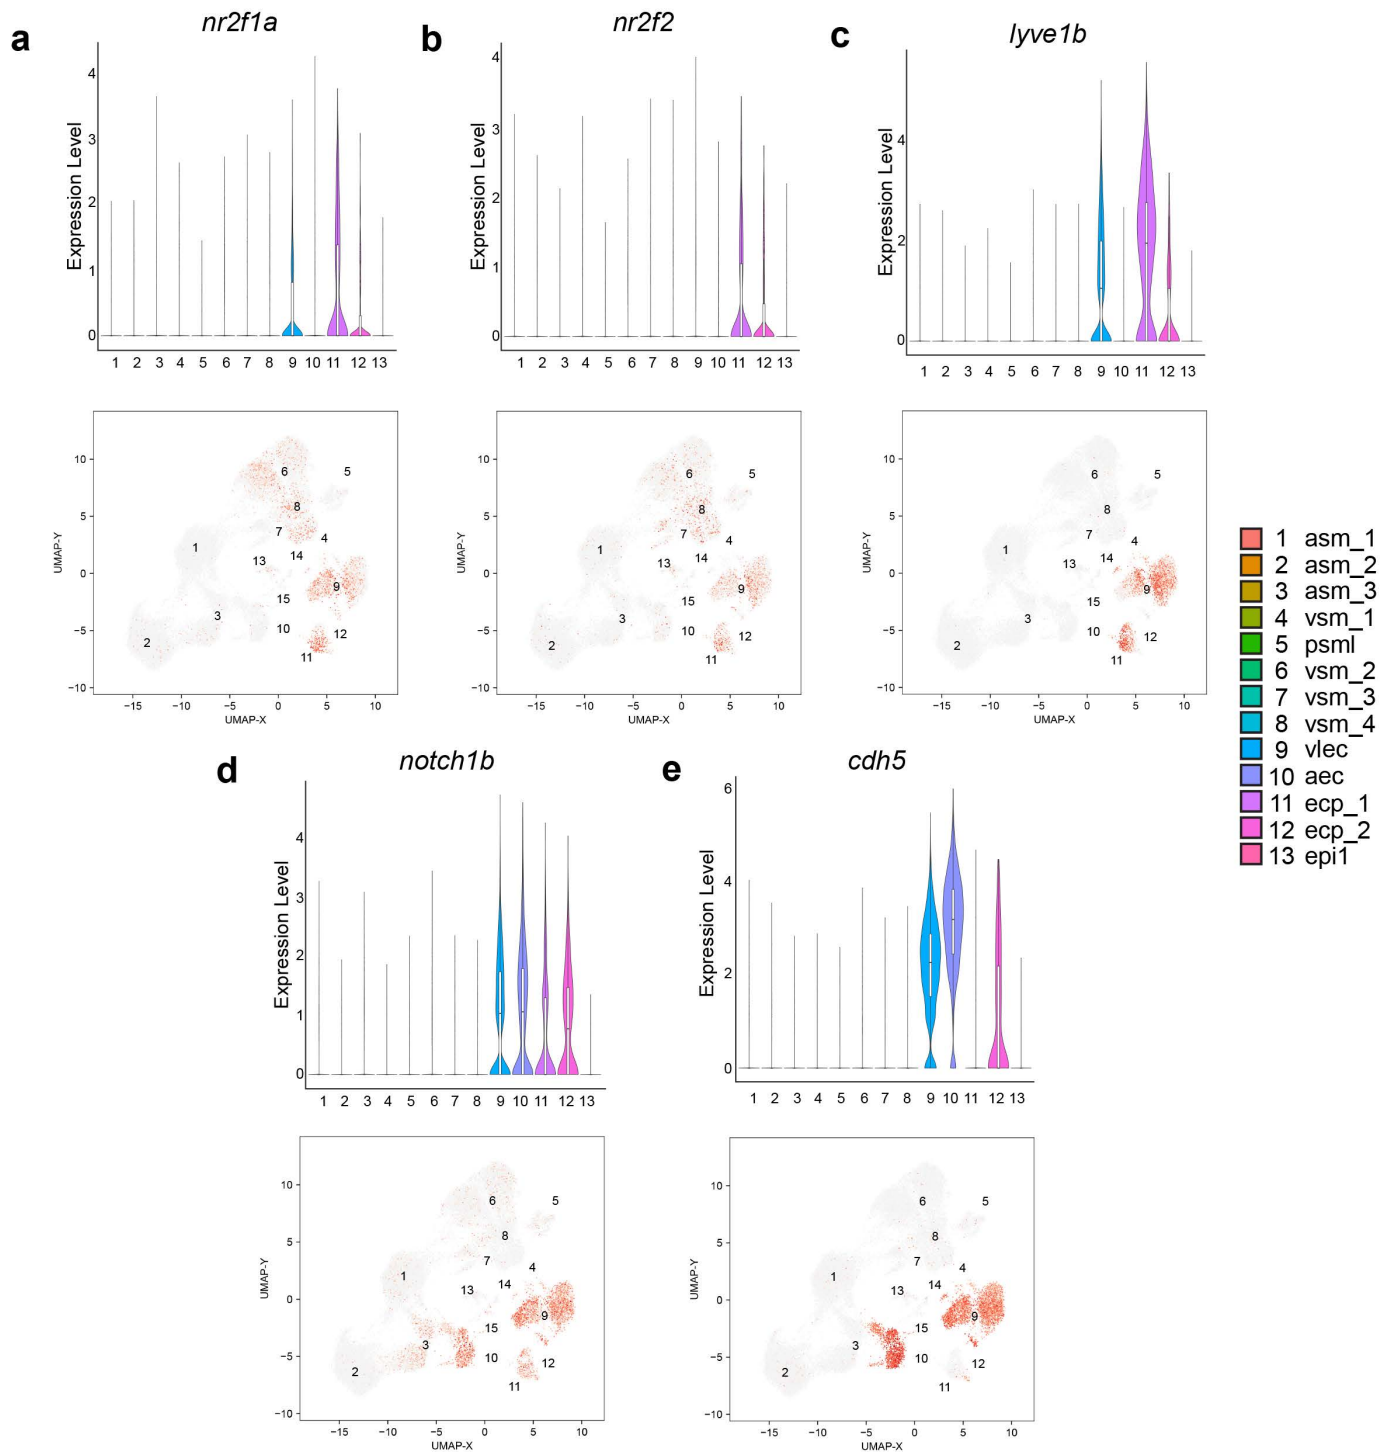

**Supplementary Fig. 13. Expression of arterial and venous EC marker genes in the BA and SV. a-e.** Expression of *nr2f1a*, *nr2f2*, *lyve1b*, *notch1b*, and *cdh5* in violin plots for clusters (1-13) (n = number of cells per cluster (sum of WT and *nr2f1a*<sup>aco</sup> mutant cells per cluster) indicated in Supplementary Data 5 for clusters 1-13) and in the UMAPs for clusters 1-15. *Nr2f1a*, *nr2f2*, and *lyve1b* are expressed primarily in venous-lymphatic ECs and EC progenitor cells (clusters 9, 11, and 12). *Nr2f1a* and *nr2f2* were also expressed at low levels in smooth muscle cells (clusters 4, 6, 7, and 8). *Notch1b* was expressed throughout arterial and venous ECs and progenitors (clusters 9-12). *Chd5* was expressed throughout arterial and venous endothelial cells (clusters 9 and 10), but excluded from endothelial progenitors (clusters 11 and 12). The box plot indicates the median; and the lower and upper hinges indicate the 25th (Q1) and 75th (Q3) percentile, respectively. The whiskers indicate the standard outlier definitions (upper whisker =  $Q3 + 1.5 (Q3 - Q1)$  and lower whisker =  $Q1 - 1.5 (Q3 - Q1)$ ).

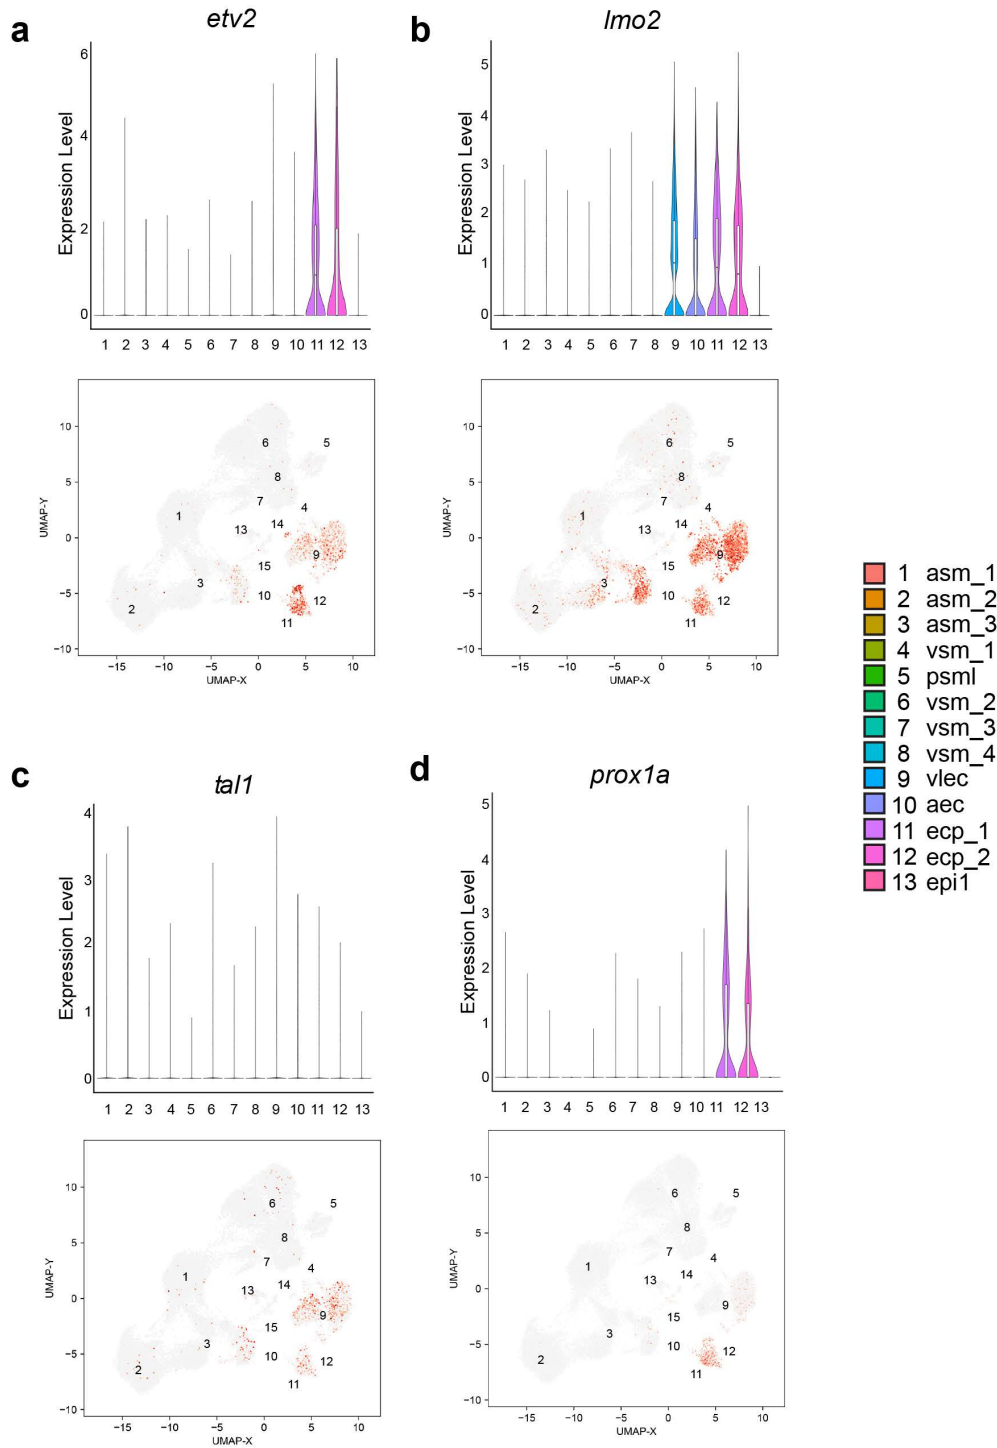

**Supplementary Fig. 14. Expression of EC progenitor marker genes in the BA and SV. a-d.** Expression of *etv2*, *lmo2*, *tal1*, and *prox1a* in violin plots for clusters (1-13) (n = number of cells per cluster (sum of WT and *nr2f1a<sup>aco</sup>* mutant cells per cluster) indicated in Supplementary Data 5 for clusters 1-13) and in the UMAPs for clusters 1-15. *Etv2* and *prox1a* are expressed at higher levels in EC progenitors (clusters 11 and 12). *Lmo2* and *tal1* are expressed throughout arterial and venous ECs and EC progenitor (clusters 9-12), although *tal1* has significantly lower expression in these cells. The box plot indicates the median; and the lower and upper hinges indicate the 25th (Q1) and 75th (Q3) percentile, respectively. The whiskers indicate the standard outlier definitions (upper whisker =  $Q3 + 1.5 (Q3 - Q1)$  and lower whisker =  $Q1 - 1.5 (Q3 - Q1)$ ).

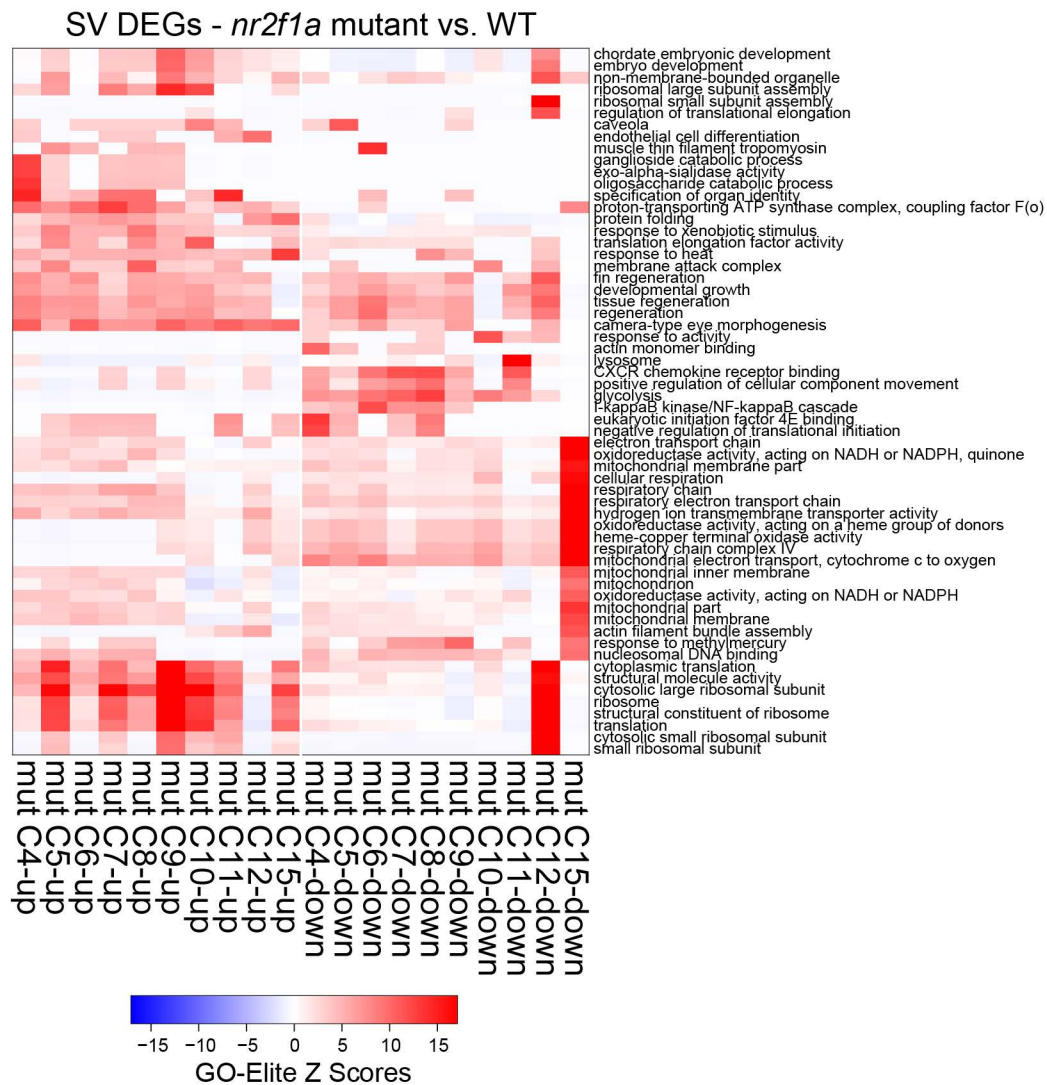

**Supplementary Fig. 15. GO enriched terms for *nr2f1a*<sup>aco</sup> mutant induced gene expression differences in SV.** Heatmaps showing GO gene set enrichments (GO-Elite Z-scores) for DEGs (Supplementary Figure 16a) comparing *nr2f1a*<sup>aco</sup> mutant to WT SV for all 15 ICGS2 cell populations.

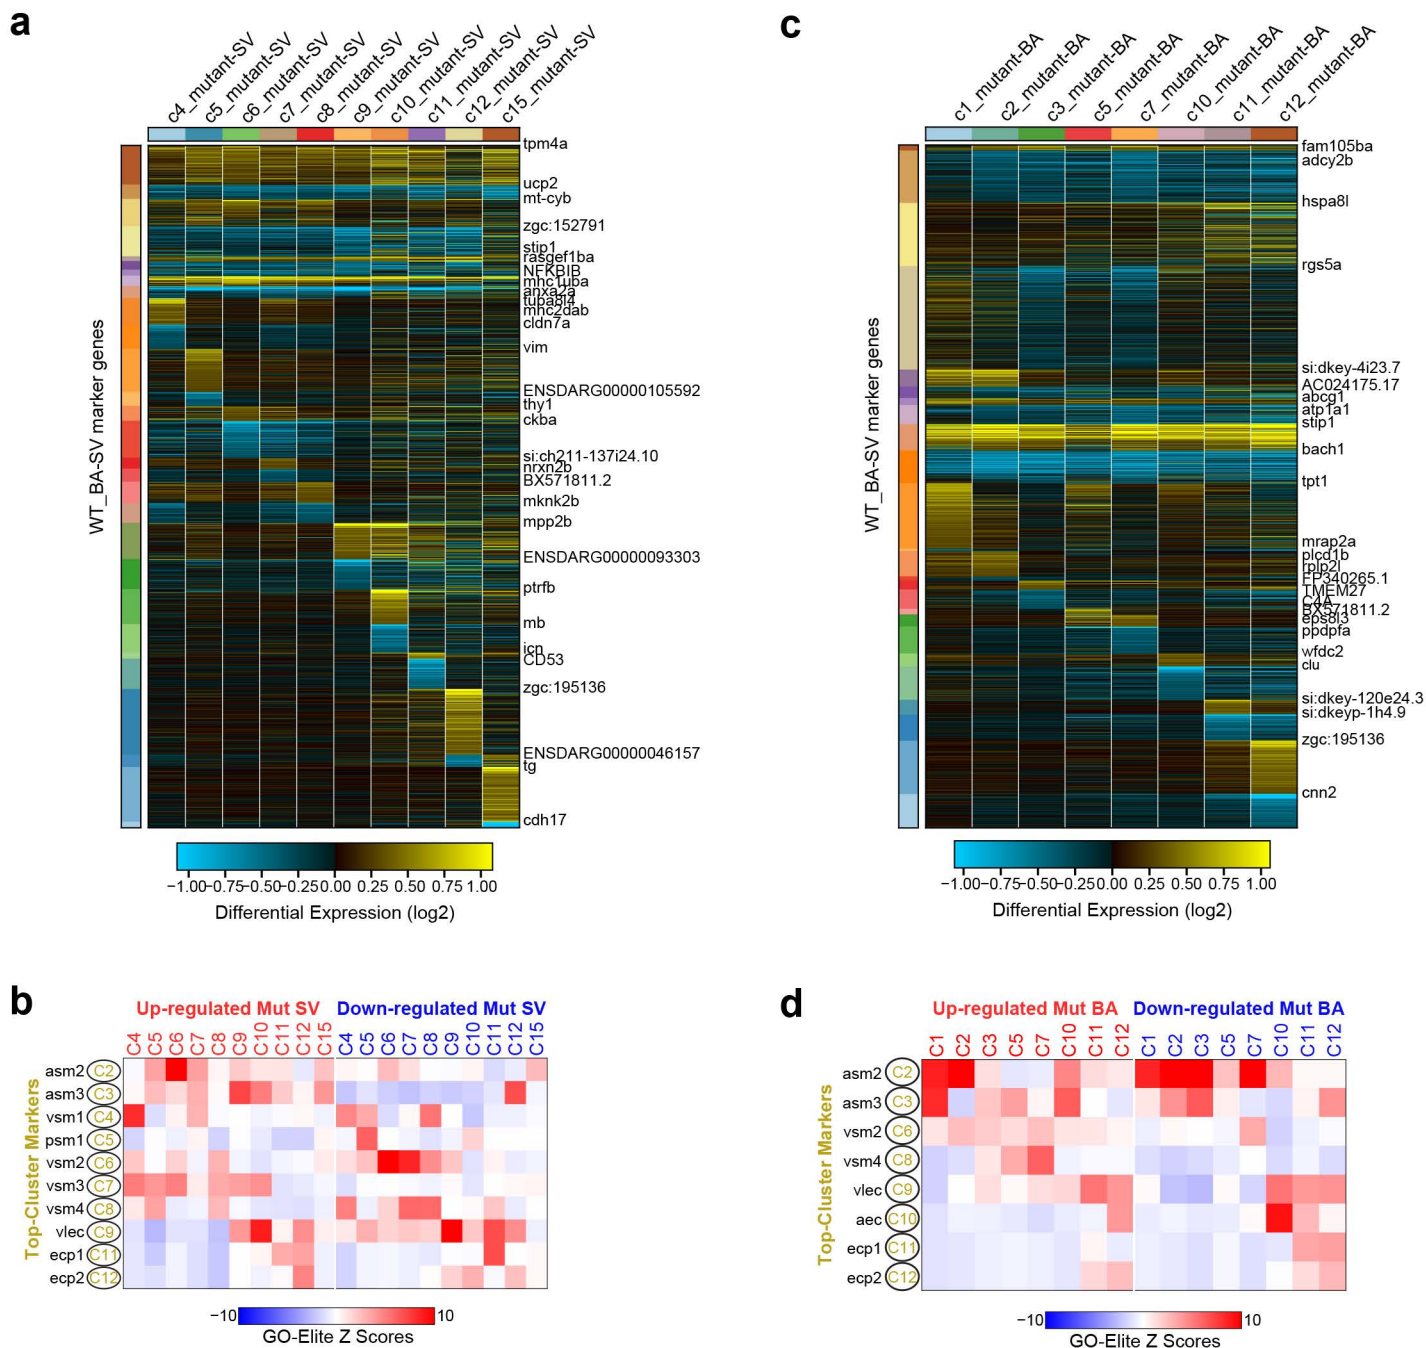

**Supplementary Fig. 16. GO enrichment analysis of DEGs from *nr2f1a*<sup>aco</sup> SV and BA clusters. a, c. cellHarmony heatmaps identified in the *nr2f1a*<sup>aco</sup> mutant versus WT SV and BA cell populations. DEGs are organized automatically by cellHarmony into predominant patterns of shared and unique gene expression. b, d. GO-Elite heatmaps showing enriched Z-scores for up- or down-regulated genes in the *nr2f1a*<sup>aco</sup> mutant genes versus WT compared for (b) SV and (d) BA, for the top-200 markers for all WT cell-clusters.**

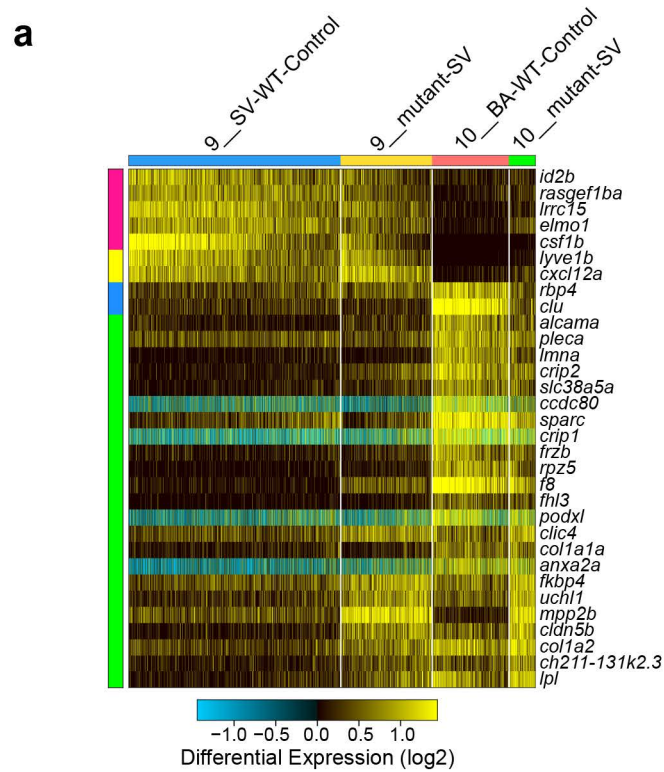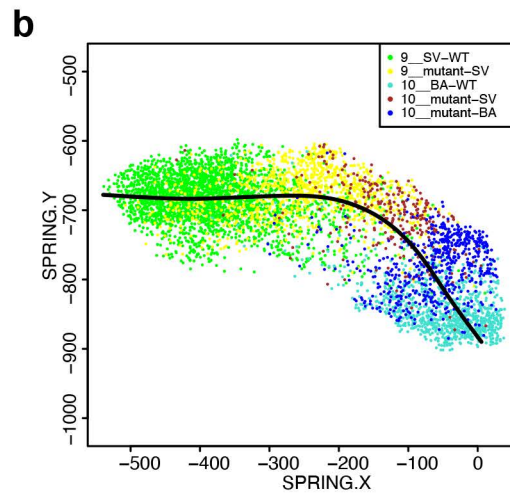

**Supplementary Fig. 17. ECs within the *nr2f1a<sup>aco</sup>* mutant SV have arterial-like gene expression. a.** Heatmap showing gene expression from marker genes in the venous (C9) and arterial (C10) EC clusters from the *nr2f1a<sup>aco</sup>* mutant and WT BA and SV. The C10 ECs from the *nr2f1a<sup>aco</sup>* mutant SV has similar gene expression to the WT BA C10 ECs. The C9 ECs from the *nr2f1a<sup>aco</sup>* mutant SV, while still more similar to the WT SV C9 ECs, does have increased expression of some arterial genes. **b.** SPRING plot visualization with SlingShot analysis showing predicted differentiation states of the C9 and C10 clusters shows that C10 cells from the *nr2f1a<sup>aco</sup>* mutant SV are similar to arterial C10 cells from the BA, while the C9 *nr2f1a<sup>aco</sup>* mutant cell are more intermediate.

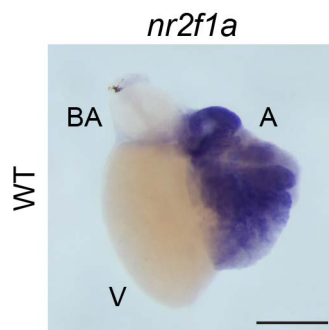

**Supplementary Fig. 18. ISH of *nr2f1a* in an adult heart.** *Nr2f1a* is expressed in the atrium of a WT adult heart. Atrium (A), Bulbus arteriosus (BA), Ventricle (V). Scale bar - 500  $\mu$ m.

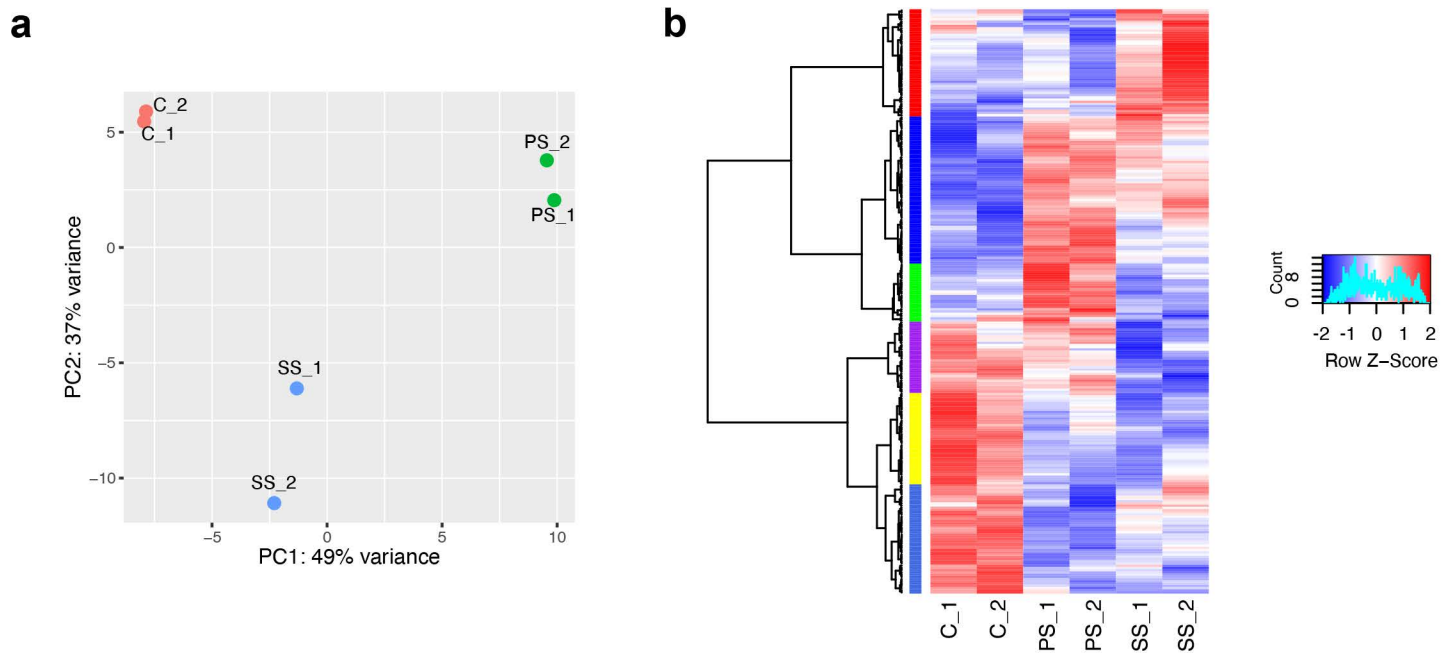

**Supplementary Fig. 19. Clustering analysis of *Ciona* heart samples.** **a.** PCA analysis of the different tissues analyzed in the *Ciona* bulk RNA-seq. **b.** Heatmap of hierarchical clustering analysis from the C, PS, and SS samples of the adult *Ciona* hearts.

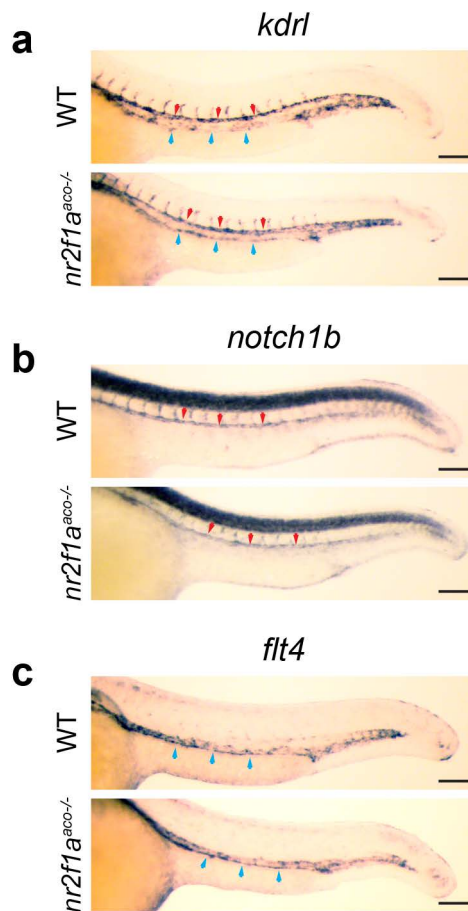

**Supplementary Fig. 20. Major vessels are unaltered in *nr2f1a<sup>aco</sup>* mutant embryos. a-c.** The dorsal aorta (red arrowheads) and posterior cardinal vein (blue arrowheads) were not obviously altered in *nr2f1a<sup>aco</sup>* embryos compared to WT embryos at 24 hpf. *kdr1* (pan-vascular endothelial), *notch1b* (dorsal aorta), and *flt4* (posterior cardinal vein). n=10 for all probes. Scale bars - 100  $\mu$ m.

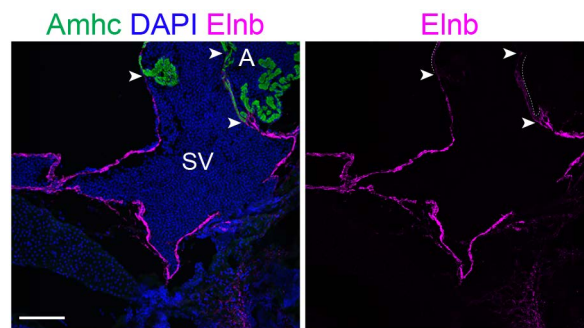

**Supplementary Fig. 21. Overlap of atrial CMs and smooth muscle at the venous pole of the zebrafish heart.** Confocal images of a mid-sagittal section from the venous pole of a WT heart showing that atrial CMs are surrounded by Elnb, suggesting the atrial CMs at the venous pole are encased by SMCs and that the CMs extended into the SV. Arrows and dashed lines indicate overlap of atrial CMs with Elnb at the atrial-SV junction. n=5 fish examined. Scale bar - 100  $\mu$ m.

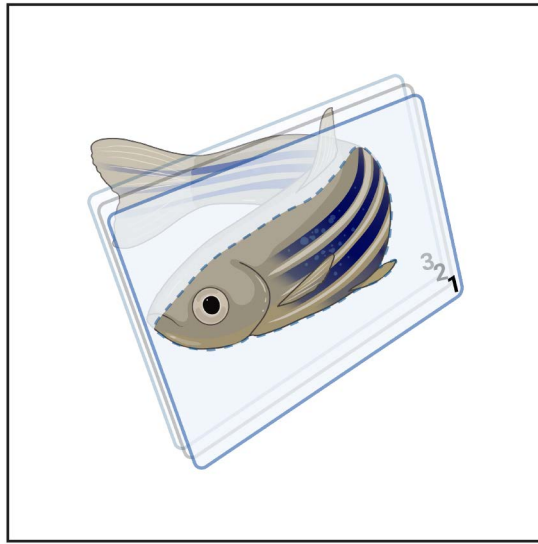

**Supplementary Fig. 22. Schematic showing the location of sagittal sections in the midline of the fish used for analysis.** Schematic created with BioRender.com.

**Supplementary Table 1. Primers used.**

|                   | <b>Name</b>               | <b>Sequence</b>           |
|-------------------|---------------------------|---------------------------|
| <b>Genotyping</b> | <i>amhc-p-F1</i>          | CCCTTATTTGGCTCTGCGTTTG    |
|                   | <i>cre-g-R1</i>           | GCGAACCTCATCACTCGTTG      |
|                   | <i>nr2f1a-EcoRI-mut-F</i> | GTTATATTGCAAAATCAGTTTAATC |
|                   | <i>nr2f1a-g-R5</i>        | CAATGCTTGGAGTGTGAGGG      |
| <b>qPCR</b>       | <i>hoxb2a-F1</i>          | AATCCTCGAAGAAGTGCCCC      |
|                   | <i>hoxb2a-R1</i>          | CCTGGGCCGACAAAGGTATT      |
|                   | <i>hoxb3a-F1</i>          | GCTCTGGGGGAACATCCAAA      |
|                   | <i>hoxb3a-R1</i>          | GCTCTCTTGAAGCTGCAGA       |

**Supplementary Table 2. Antibodies used**

|                      | Name                                               | Host          | Supplier            | Product             | Dilution |
|----------------------|----------------------------------------------------|---------------|---------------------|---------------------|----------|
| Primary Antibodies   | anti-Sarcomeric myosin (Mhc)                       | Mouse (IgG2b) | DSHB                | MF20                | 1:10     |
|                      | anti-Myosin heavy chain, slow developmental (Amhc) | Mouse (IgG1)  | DSHB                | S46                 | 1:10     |
|                      | anti-GFP                                           | Chicken       | Invitrogen          | A10262              | 1:250    |
|                      | anti-Elnb                                          | Rabbit        | custom (YenZym.com) | Song et al. (2019)  | 1:250    |
|                      | anti-Myosin light chain kinase                     | Mouse (IgG2b) | Sigma               | M7905               | 1:250    |
|                      | anti-RCFP polyclonal pan antibody                  | Rabbit        | Clontech            | 632475              | 1:1000   |
|                      | anti-Vmhc                                          | Rabbit        | custom (YenZym.com) | Song et al. (2019)  | 1:250    |
|                      | anti-Digoxigenin-AP                                | Sheep         | Roche               | 11093274910         | 1:5000   |
|                      | anti-Nr2f1a                                        | Rabbit        | custom (YenZym.com) | Duong et al. (2018) | 1:100    |
|                      | anti-alpha-tubulin                                 | Mouse (IgG1)  | Sigma               | T6199               | 1:1000   |
|                      | Living Colors anti-DsRed antibody                  | Rabbit        | Clontech            | 632496              | 1:1000   |
|                      |                                                    |               |                     |                     |          |
|                      |                                                    |               |                     |                     |          |
| Secondary Antibodies | anti-Rabbit IgG(H+L) Alexa Fluor® 647              | Goat          | Southern Biotech    | 4050-31             | 1:200    |
|                      | ant-Rabbit IgG(H+L) Alexa Fluor® 488               | Goat          | Southern Biotech    | 4050-30             | 1:200    |
|                      | ant-Chicken IgY(H+L) Alexa Fluor® 488              | Goat          | Invitrogen          | A11008              | 1:500    |
|                      | anti-Mouse IgG2b TRITC                             | Goat          | Southern Biotech    | 1090-03             | 1:200    |
|                      | anti-Mouse IgG1 DyLight™ 405                       | Goat          | BioLegend           | 409109              | 1:500    |
|                      | anti-Mouse IgG1 TRITC                              | Goat          | Southern Biotech    | 1070-03             | 1:200    |
|                      | anti-Mouse IgG1 FITC                               | Goat          | Southern Biotech    | 1070-02             | 1:200    |
|                      | anti-Mouse IgG2b Alexa Fluor® 647                  | Goat          | Southern Biotech    | 1091-31             | 1:200    |
|                      | anti-rabbit secondary LI-COR IRDye 680LT           | Donkey        | LI-COR              | 926-68023           | 1:5000   |
|                      | anti-mouse secondary LI-COR IRDye 800CW            | Donkey        | LI-COR              | 925-32212           | 1:5000   |
|                      |                                                    |               |                     |                     |          |

# Supplementary material for: Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart
**Source:** Nat Commun. 2023 Sep 7;14:5509. doi: 10.1038/s41467-023-41184-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Differential Gene Expression Analysis (FD, P-Value, and FDR) of bulk RNA seq from the zebrafish BA, SV, V, and A.** P-value by Wald test using DESeq2, two-sided, adjustment made by FDR in a separate column.

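Each comparison in this table gives the log2 fold change between 2 tissues or genotypes, the Wald p-value and its adjusted value, from DESeq2 with 1 RUVs factor. In the authors' deposited table, 418 genes had an adjusted value below 0.05 between the *nr2f1a* aco mutant and WT SV. Of these, 217 were among the 295 called from the deposited counts with edgeR, all in the same direction. For the WT SV against the WT BA, the authors' deposited table gave 3406 genes, of which 2891 were called here. For the *nr2f1a* aco mutant against WT ventricle, the authors' deposited table gave 319 genes, and 35 of them were among the 52 called here. When DESeq2 was run on the same counts with a RUVs factor estimated here, it called 991, 4543 and 709 genes in the 3 comparisons, which included 384, 3183 and 301 of the authors' genes. Across genes, which are not independent replicates, the authors' log2 fold changes and those of edgeR had a Pearson r of 0.901 for the SV genotypes and 0.939 for the SV against the BA.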

File Name: Supplementary Data 2

Description: **Z-scores for hierarchical clustering analysis of bulk RNA seq for the WT and nr2f1a mutant BA, SV, V, and A.**

File Name: Supplementary Data 3

Description: **Z-scores for hierarchical clustering of bulk RNA seq from WT zebrafish BA, SV, V, and A.**

File Name: Supplementary Data 4

Description: **List of genes with similar expression in the WT BA and SV of adult zebrafish.**

File Name: Supplementary Data 5

Description: **Joint ICGS2 Cell Clusters.**

File Name: Supplementary Data 6

Description: **Marker genes for Clusters 1-12. MarkerFinder algorithm was used to determine the marker genes for each cluster.** MarkerFinder implements a two-sided Pearson correlation (rho) test between gene expression and an idealized lineage-specific gene expression profile (no expression in any samples except in the lineage of interest).

File Name: Supplementary Data 7

Description: **Gene-set enrichment comparing WT clusters top-200 genes to prior EC populations.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 8

Description: **Organized differential gene expression for all clusters. Gene-set enrichment analysis is performed using GO-Elite.** A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 9

Description: **Differentially expressed genes (fold>1.2 and eBayes p<0.05, FDR) from nr2f1a mutant vs. WT SV.** A moderated two-sided t-test (unpaired, assuming equal variance), based on the limma empirical Bayes model, is implemented for the differential gene expression

analysis. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 10

Description: **Gene-set enrichment comparing SV up- and down-regulated transcripts in each cluster to Gene Ontology terms.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 11

Description: **GO-Elite gene-set enrichment of cellHarmony identified pattern specific genes for all significant DEGs (see Supplementary Tables 9 and 10).** A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 12

Description: **Ranked marker genes for all WT cells in BA and SV combined clusters.** MarkerFinder algorithm was used to determine the marker genes for each cluster. MarkerFinder implements a two-sided Pearson correlation ( $\rho$ ) test between gene expression and an idealized lineage-specific gene expression profile (no expression in any samples except in the lineage of interest).

File Name: Supplementary Data 13

Description: **Gene-set enrichment of WT clusters top-200 marker genes.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 14

Description: **Gene-set enrichment comparing SV up- and down-regulated transcripts in each cluster to WT BA and SV top-200 marker genes.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 15

Description: **Differentially expressed genes (fold>1.2 and eBayes  $p < 0.05$ , FDR) in nr2f1a mutant vs. WT BA.** A moderated two-sided t-test (unpaired, assuming equal variance), based on the limma empirical Bayes model, is implemented for the differential gene expression analysis. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 16

Description: **Gene-set enrichment comparing BA up- and down-regulated transcripts in each cluster to Gene Ontology terms.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 17

Description: **Gene-set enrichment comparing BA up- and down-regulated transcripts in each cluster to WT top-200 marker genes.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 18

Description: **DEG comparing c2 (wt) vs. c1 (mut) up- and down-regulation (eBayes t-test  $p < 0.05$ , FDR corrected and fold  $> 1.2$ ).** A moderated two-sided t-test (unpaired, assuming equal variance), based on the limma empirical Bayes model, is implemented for the differential gene expression analysis. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 19

Description: **Gene-set enrichment comparing c2 (wt) vs. c1 (mut) up- and down-regulated transcripts against GO, KEGG and WikiPathways.** Gene-set enrichment analysis is performed using GO-Elite. A Z score and Fisher's Exact two-sided Test p-value are calculated to assess over-representation of Ontology terms, gene-sets, and pathways. Adjusted p-values (FDR p-values) for these various tests are calculated using the Benjamini-Hochberg correction method.

File Name: Supplementary Data 20

Description: **Differential Gene Expression Analysis (FD, P-value, and FDR) of Ciona cardiac, pharyngeal blood sinus, and stomach blood sinus.** P-value by Wald test using DESeq2, two-sided, adjustment made by FDR in a separate column.

File Name: Supplementary Data 21

Description: **Z-scores of hierarchical clustering for Ciona C, PS, and SS RNA\_seq samples.**

File Name: Supplementary Movie 1

Description: **(GIF) Echocardiography of an adult WT zebrafish heart.** Two-color Doppler video pseudo-coloring blood flow to allow for visualizing blood flow direction in adult WT zebrafish hearts. Orange indicates anterograde blood flow into the ventricle. Blue indicates retrograde blood flow away from the ventricle.

File Name: Supplementary Movie 2

Description: **(GIF) Echocardiography of a *nr2f1a* mutant zebrafish heart.** Two-color Doppler videos pseudo-coloring blood flow to allow for ease of visualizing flow direction in adult *nr2f1a<sup>aco</sup>* mutant zebrafish. Orange indicates anterograde blood flow into the ventricle.

Blue indicates retrograde blood flow away from the ventricle, which shows flow into the SV of *nr2fla<sup>aco</sup>* mutants.

File Name: Supplementary Movie 3

Description: **(AVI) Juvenile zebrafish in the swim tunnel.** Juvenile *nr2fla<sup>aco</sup>* mutant swimming against a constant current to simulate exercise for 10 seconds.

# Supplementary material for: Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart
**Source:** Nat Commun. 2023 Sep 7;14:5509. doi: 10.1038/s41467-023-41184-y
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Software used for acquisition of images: Zeiss Axiovision (v4.8), Zeiss Zen (v3.1) and Nikon Elements (v5.21.03). ImageJ(v1.53a) was used for measurements of histological sections.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>Prism 9 was used for statistical analysis.</p> <p>Bulk RNA-seq</p> <p>Zebrafish bulk RNA-seq reads were aligned to the UCSC zebrafish genome, danRer11, using STAR aligner(v2.7.4) after trimming the Illumina adapter using cutadapt(v2.1). These libraries were prepped across multiple batches with different library types in terms of RNA strand and sequencing mode (single-end or paired-end). Therefore, we treated them as single-end libraries by choosing read1 or read2 to match the strand as much as possible, and batch correction was applied as described below. Only uniquely aligned reads were retained for downstream analysis. Gene expression levels were quantified as raw read counts using FeatureCounts in the subread(v1.6.2) package with an option, “-O --fracOverlap 0.8”, and with a proper strand option (-s). Given the mixed sequencing batches and library types, we incorporated RUVseq(v1.28.0) batch correction (RUVs, k=1) in DESeq2(v1.34.0) differential analysis. Differentially expressed genes were identified by FDR &lt; 0.05. Hierarchical clustering was performed using the Pearson correlation coefficient as a similarity measure under Ward’s criterion, and a heatmap was visualized in z-score.</p> <p>Ciona bulk RNA-seq data was analyzed in the same way as indicated above for zebrafish RNA-seq analysis except using the UCSC Ciona genome ci3. Differential genes were identified by P-value &lt; 0.05 for hierarchical clustering.</p> <p>Single cell RNA-seq</p> |

Single cells were submitted to the CCHMC Gene Expression Core for 10x Genomics analysis utilizing Chromium instrumentation. The scRNA-Seq FASTQ files (10x Genomics 3' version 3) were aligned to the Zebrafish Ensembl version 91 reference genome (GRCz11) and transcriptome, using Cell Ranger (v3.1.0). Cell Ranger filtered feature sparse matrix counts files from all samples (HDF5 format) were supplied to AltAnalyze148 (v2.1.4) for unsupervised analysis using the EnsMart 91 zebrafish database and ICGS2 algorithm with default parameters. Cell-type predictions were initially obtained from ICGS2 based on marker enrichment and then further refined based on manual curation with literature-associated markers. The obtained ICGS2 clusters were filtered to include muscle, endothelial and epithelial clusters for downstream UMAP visualization.

To confirm assignment of mutant cells to WT clusters, we performed supervised classification of all mutant capture cells to WT cells and clusters using the software cellHarmony. Supervised embedding of these mutant cells into a WT restricted UMAP was performed using scikit-learn to train and transform the ICGS2 marker genes using the top 50 PCA components (UMAP-transform). All differential expression analyses were performed using the software cellHarmony in AltAnalyze (fold>1.2 and empirical Bayes t-test p<0.05, FDR corrected), with secondary gene-set enrichment analyses and visualization performed in GO-Elite.

For pseudotime analysis, we applied both Monocle 2 and SlingShot. Log-transformed gene-by-cell expression file and cell type labels file from all samples generated from ICGS2 were filtered for smooth muscle cells (Clusters 1-8) and were provided as the input to Monocle 2 (v2.13.0). The log-transformed file was exponentiated and modeled with negative binomial distribution using Monocle 2 ('expressionFamily=negbinomial.size'). Monocle 2 was allowed to select its own genes for pseudotime estimation based on differential gene analysis across the filtered smooth muscle ICGS2 groups ('fullModelFormulaStr = ~Groups'). The reverse graph embedding (RGE) method ('method' in reduceDimension) was set to "DDRTree" as recommended by the authors of Monocle 2. For SlingShot (v1.8.0), we embedded the gene expression data for the selected populations using the software SPRING, using programmatic defaults for both tools.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data has been deposited in GEO. GEO accession numbers for RNA-seq data sets are: GSE195548, GSE195549, and GSE229821. All data are presented within the paper and association Supplemental Information and Source Data. There is no restriction on data availability.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes for experiments were not determined prior to performing experiments. Samples sizes used in experiments are consistent with

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | standards in the field due to practicality issues dictated by the time and number of animals needed for the experiments, type of experiments and age of the fish, and the experimental cost.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | No data were excluded from analysis of experiments reported in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were performed at least 2 times, except for the single-cell RNA-seq experiments. Replicates produced data that support the same conclusions. For bulk RNA-seq, experimental replicates from 20 pooled samples were used for analysis. A selection of differentially expressed genes from the hierarchical clustering were confirmed with immunohistochemistry. For Single-cell RNA-seq experiments, at least 24 tissue samples were pooled from each condition and tissue from an equal number of males and females to ensure the samples were representative of the tissue conditions. Similar changes in gene expression were found in the bulk and single-cell RNA-seq experiments supporting the reproducibility of the conditions. |
| Randomization   | Experiments did not involved randomized samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Blinding was not possible for experiments because they employed comparisons of wild-type and homozygous mutant fish. It was not possible to hide the identities of these samples from the experimenter or a blind analyzer due to overt morphological characteristics of the mutant fish, such as pericardial blood pooling and edema, and tissue samples, such as a lack of an atrium.                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Amhc (Developmental Studies Hybridoma Bank; S46), anti-Mhc (Developmental Studies Hybridoma Bank, MF20), anti-Vmhc (custom generated; YenZym), anti-Elnb (custom generated; YenZym), anti-Mylk (Sigma; M7905), anti-RCFP (Clontech; 632475), anti-DsRed (Clontech; 632496), anti-Digoxigenin-AP (Roche; 11093274910), anti-Nr2f1a (custom generated; YenZym), anti-aTubulin (Sigma; T6199), anti-GFP (Invitrogen; A10262), anti-Rabbit IgG(H+L) Alexa Fluor® 647 (Southern Biotech; 4050-31), anti-Rabbit IgG(H+L) Alexa Fluor® 488 (Southern Biotech; 4050-30), anti-Chicken IgY(H+L) Alexa Fluor® 488 (Invitrogen; A11008), anti-Mouse IgG2b TRITC (Southern Biotech; 1090-03), anti-Mouse IgG1 DyLight™ 405 (BioLegend; 409109), anti-Mouse IgG1 TRITC (Southern Biotech; 1070-03), anti-Mouse IgG1 FITC (Southern Biotech; 1070-02), anti-Mouse IgG2b Alexa Fluor® 647 (Southern Biotech; 1091-31), anti-rabbit secondary LI-COR IRDye 680LT (LI-COR; 926-68023), anti-mouse secondary LI-COR IRDye 800CW (LI-COR; 925-32212) |
| Validation      | Amhc antibody was validated in Stockdale, FE, JCB, 1985; Mhc antibody was validated in Fischman, DA, JCB, 1982; Vmhc antibody was validated in Song et al, 2019 based on established expression Vmhc in the heart; Elnb antibody was validated in Song et al, 2019 based on established expression in the bulbus arteriosus in the outflow tract; , Mylk antibody has been used in 64 papers according to supplier site; RCFP antibody was validated by Western Blot on supplier site; DsRed antibody was validated by Western Blot on supplier site, Digoxigenin-AP antibody has been used in 707 publication according to supplier website, Nr2f1a antibody was validated via Western blot and immunohistochemistry in Duong T, Dev Bio, 2018; aTubulin antibody has been used in 2077 papers according to supplier; GFP antibody has been used in 319 papers according to supplier site.                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Zebrafish ( <i>Danio rerio</i> ) of mixed AB/TL lineage were used. Transgenic lines used in this study were: Tg(amhc:Cre-ERT2)sd20, Tg(ubb:loxP-AmCyan-loxP-ZsYellow)fb5, Tg(sox10:GAL4,UAS:Cre)la2326, Tg(-3.5ubb:loxP-EGFP-loxP-mCherry)cz1701, Tg(acta2:eGFP)ca7, and Tg(kdrl:GFP)s843. The zebrafish mutant allele nr2f1aacoci1017 was used in this study. Zebrafish were used at ages from 48 hours post-fertilization through 1 year old (adults). Adult fish 2.0-2.5 cm were used for analysis in experiments. |
| Wild animals       | <i>Ciona robusta</i> (formerly called <i>Ciona intestinalis</i> type A) were used in the study. Adult <i>Ciona robusta</i> estimated to be 5-7 months old with a size ranging from 5 to 10 cm were collected in the Gulf of Taranto, Italy, by hand picking at low depth. All collected <i>Ciona</i> were used in the study. The <i>Ciona</i> died after the surgery as it removed their heart, which is necessary for survival.                                                                                      |

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Sex was recorded when performing experiments, but not reported as differences were not found.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Wild caught <i>Ciona robusta</i> were transported to the Stazione Zoologica Anton Dohrn in Napoli (SZN) with an animal transport van equipped with refrigerated tanks and supplied with oxygen air pump. Once they arrived at the Stazione Zoologica the animals were maintained in the animal facility, an open tank system of 150-200 Liters, with parameters: ~20°C , pH ~7.8, salinity ~37.9 ‰ and with a photoperiod of 12L:12D. Animals were fed every day with a solution of shellfish diet 1800TM Instant Algae®.                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | <p>All work with zebrafish carried out in accordance with guidelines established by Cincinnati Children's Hospital Medical Center (CCHMC) and protocol IACUC 2020-0091, approved by the CCHMC Institutional Animal Care and Use Committee (IACUC). Adult zebrafish were monitored daily by veterinary technicians at CCHMC.</p> <p>Invertebrate organisms in Italy are not subject to institutional care committees as <i>Ciona robusta</i>, a marine invertebrate, are not included in the law of DIRECTIVE 2010/63/EU OF THE EUROPEAN PARLIAMENT AND OF THE COUNCIL of 22 September 2010, which details the protection of animals used for scientific purposes. <i>Ciona robusta</i> as invertebrate animals are considered to not have the ability to experience discernible pain, suffering, distress, and lasting harm.</p> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

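RNA of 12 libraries was analysed, 2 from each of 6 groups: the BA, SV, atrium and ventricle of WT zebrafish and the SV and ventricle of *nr2f1a* aco mutants. Each library came from the pooled tissue of 20 adult fish. Groups were taken from the library titles and the genotype labels. For the mutant SV and ventricle libraries the title and the genotype label say *nr2f1a* aco mutant while 2 other labels say WT, and the libraries were used as mutant, as in the paper. The level of *nr2f1a* cannot settle this, since the mutant allele is still transcribed. Replicate numbers were taken from the titles, and the paper's text does not say that libraries with the same number share fish.

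The authors trimmed reads with cutadapt, aligned them with STAR to danRer11, kept uniquely mapped reads, treated libraries of different types as single-end and counted reads on genes with FeatureCounts. A read could count for more than 1 overlapping gene if most of it lay in the gene, and strand was used. The deposited counts are whole numbers for 22158 genes without normalization. The authors also deposited FPKM values, scaled by DESeq2 size factors, and the group means of FPKM. Division of the deposited counts by these FPKM values gave back the DESeq2 size factors and a length for each gene. The authors' deposited table further holds log2 fold changes, a p-value and an adjusted p-value for 8 comparisons from DESeq2 with 1 RUVs factor. Which genes served as controls for the factor is not named in the paper's text. Of the gene names, 13 had been turned into dates and were kept as they stood.

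Library totals ranged from 28325098 to 60532949 counts, with a median of 36798922.5. A value of 3 counts or fewer in every library of a group was taken as the floor, and folds against such a group are given as lower bounds. These floors cover counting error only, since the reads carry no molecular identifiers. Genes were filtered with edgeR's expression filter, which left 19145, and scaled by TMM. RUVs with 1 factor was computed on all filtered genes with the 6 groups as replicate sets. edgeR 4.0.16 in R 4.3.3 fitted all 12 libraries in one quasi-likelihood model of group and factor, and p-values were adjusted by Benjamini-Hochberg over all genes tested in each of 10 comparisons and in a test of whether the effect of genotype differed between SV and ventricle. Genes with an adjusted p below 0.05 are termed called. Tests are two-sided unless stated otherwise. For 9 gene sets the camera test of limma 3.58.1, with an inter-gene correlation of 0.01, was adjusted over the 9 sets.

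The position on the axis from WT SV to WT BA was computed on log2 CPM with a prior count of 2 and the factor removed, and PCA used the 500 most variable genes. Tests in which 2 libraries face 2 cannot reach a permutation p below 0.05. The methods were tested on simulated counts with 200 changed genes among 18615, of which edgeR with the factor called 106 (53%) with 4.50% false calls, edgeR without the factor called 103 with 7.21%, and DESeq2 1.42.0 called 113 with 24.2%. For these rates a single set of counts was drawn, with edgeR's trended dispersion and no scatter of single genes around it. The rates therefore do not rank the methods on the real counts. A first fit to the real counts had been looked at before these simulations were run. Simulated positions of 0.3 and 0.6 were estimated as 0.332 and 0.633.

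Genes named in the text are those that the paper names for these libraries in its text, Fig. 1h or Fig. 5c, the 5 largest changes in each direction between the mutant and WT SV, the 3 largest in each direction between the mutant and WT ventricle and between the WT SV and WT BA, among called genes with non-overlapping libraries and without a provisional symbol, and the member of each gene set with the smallest p. Of the 42 genes listed from the paper, 41 were found. The alternatives were no RUVs factor, DESeq2 in place of edgeR, the replicate number as a block in place of the factor or beside it, no filter, a mean CPM of at least 1, DESeq2 size factors in place of TMM, no mitochondrially encoded genes, a fit of the 2 groups alone, a minimum fold of 2, and each replicate left out in turn. Gene neighbours were taken from the GRCz12tu annotation, which is another assembly than the authors', by gene name only, and no coordinates are given. Scripts were run in Python 3.11.15, with figures by matplotlib 3.10.9.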

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

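Chosen only after their results were seen were the tests of the RUVs factor on the ventricle and on the difference between SV and ventricle, and the test of 1 unusual WT SV library. The lists of gut and pancreas markers were written after gut genes had been seen among the genes lower in the mutant SV, and they leave those genes out.

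The effect of genotype differed between the SV and the ventricle for 38 genes, 4 with a higher log2 fold change in the SV than in the ventricle and 34 with a lower one (test of the difference in edgeR with Benjamini-Hochberg adjustment, 2 libraries per group). The paper does not report this comparison. Without the RUVs factor 5 genes were called, with the replicate number as a block 2, with the mutant numbers crossed, a fit chosen after the data were seen, 12, and with DESeq2 580. The correlation of the deviations of same-numbered mutant and WT libraries was -0.153 in the SV and -0.476 in the ventricle. With the factor kept, it was 10 with DESeq2 size factors, 10 without mitochondrially encoded genes and 10 at a mean CPM of at least 1. It was 9 with the block beside the factor and 45 without a filter. The count therefore depends on the RUVs factor and on other choices of processing. Of the 38 genes, 21 (55.3%) were at least 4-fold higher in the WT SV than in each other WT tissue. This share cannot part gut RNA in the WT SV libraries from a loss of SV expression in the mutant, because the comparison uses the same WT SV libraries, and it was judged so after its value was seen. A difference in the genotype effect between the tissues cannot be told apart from these explanations.

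Between the *nr2f1a* aco mutant and WT ventricle, 52 genes were called, 32 higher and 20 lower, a comparison whose genes the paper does not discuss. The largest were *dnah7*, at least 102-fold higher, *ptprt* (5.25, adjusted p = 0.00856) and *pvalb3* (5.18, adjusted p = 0.0452), and *nme2b.2* (-4.59, adjusted p = 0.0272), *adgrd1*, at least 7.53-fold lower, and *znf326* (-4.12, adjusted p = 0.0104; log2 fold changes in edgeR with Benjamini-Hochberg adjustment, 2 of 2 mutant libraries beyond both WT libraries for each, which chance gives for 33.3% of genes). Of 10 alternatives, 8 called *dnah7*, 8 *ptprt*, 3 *pvalb3*, 4 *nme2b.2*, 6 *adgrd1* and 7 *znf326*, and the authors' deposited table did not call *pvalb3* (1.44, adjusted p = 0.262, DESeq2 with Benjamini-Hochberg adjustment). The 2 mutant ventricle libraries had 5.87 and 54.2 CPM of *pvalb3*. With each library left out in turn, its log2 fold change ranged from 2.98 to 5.75. Reads of *nme2b.2* could be shared with its close copies. Without the RUVs factor 4 genes were called, and with the replicate number as a block 0, with 2367 at an unadjusted p below 0.05. With the mutant numbers crossed, 171 genes were called, 38 of them among the 52. The count thus depends on how the deviations of single libraries are modelled. Gene length was unrelated to the change across genes (Spearman rho 0.0433, genes not being independent replicates). The 100 genes nearest to *nr2f1a* were examined for strain variants linked to the mutation. Of these, 0 were called and 12 had an unadjusted p below 0.05. Only 40 of the 52 called genes (76.9%) have a known place. As none of these 40 is among the 100, variants that change the expression of the 100 genes themselves do not account for them. For the called genes without a known place, the check is void. Of the 52 genes, 13 were also called between the mutant and WT SV, all 13 in the same direction. Whether the 52 reflect the mutation cannot be told apart from the RUVs factor. Linked variants stay open for the called genes without a known place, as do variants beyond the 100 genes nearest to *nr2f1a*. Linked variants that act on genes elsewhere and a difference in genetic background also stay open.

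Of 20 enterocyte markers, 18 were tested and 17 had their highest mean in the WT SV. They took 0.0729% and 0.0670% of the counts of the 2 WT SV libraries, and at most 0.00666% in any other library. The ratio of the larger to the smaller WT SV share was 1.09, so that 1 unusual library is not the source. Of 18 markers of the exocrine pancreas, 9 were tested and 7 (77.8%) were highest in the WT SV, and 0 were highest in the mutant SV. A candidate explanation is that digestive tissue was carried over in the dissection of both WT SV samples. As the idea arose from these libraries and was tested on them, it is a hypothesis. Expression of such genes in the WT SV itself was not tested, since the libraries are of whole tissue.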

How the results depend on the processing

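Chosen only after the data were seen was the block with crossed replicate numbers of the mutant libraries, while all other alternatives were set before the data were examined. With the replicate number as a block in place of the RUVs factor, the genes called fell to 1664 between the WT SV and WT BA, 2423 between the WT SV and WT atrium, 196 between the WT atrium and ventricle, 61 between the mutant and WT SV, 493 between the mutant SV and WT BA and 153 higher in both the WT BA and SV than in both chambers. It called 0 between the mutant and WT ventricle, with 2367 at an unadjusted p below 0.05, and 2 for the difference of the genotype effects. With the block beside the factor, the counts were 397 between the WT chambers, 138 between the mutant and WT SV, 8 between the mutant and WT ventricle, 719 between the mutant SV and WT BA and 9 for the difference. The deviations of same-numbered libraries correlated within 0.1 of 0 for the WT SV and ventricle (-0.002), the WT BA and ventricle (-0.060), the WT chambers (0.027), the mutant SV and WT BA (-0.065) and the mutant SV and ventricle (-0.082), so that the block has no basis there. The cause was not tested for any of these changes.

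Without the RUVs factor, 496 genes were called between the WT chambers, 138 between the mutant and WT SV, 4 between the mutant and WT ventricle and 5 for the difference. With DESeq2, these counts were 2299, 991, 709 and 580, with 2572 between the mutant SV and WT BA and 539 higher in both the WT BA and SV. In simulated counts DESeq2 gave 24.2% false calls against 4.50% for edgeR. These counts were a single draw from edgeR's trended dispersion, so that the rates do not show which method is nearer the truth on the real counts. In fits of the 2 groups alone, which have few degrees of freedom, 554 genes were called between the WT chambers, 38 between the mutant and WT SV, 2269 between the mutant SV and mutant ventricle, 0 between the mutant and WT ventricle, with 2237 at an unadjusted p below 0.05, and 0 between the mutant SV and WT BA, with 3465. DESeq2 size factors gave 28 for the mutant and WT ventricle and 10 for the difference, removal of mitochondrially encoded genes gave 31 and 10, and a mean CPM of at least 1 gave 10 for the difference. The crossed block gave 171 for the ventricle and 12 for the difference. The cause was not tested. DESeq2 size factors moved the median log2 fold change of all genes in the WT SV against the WT atrium from 0.06 to 0.17, and in no comparison moved the share of lower genes by over 10 percentage points.

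The position of the mutant SV between the WT SV (0) and WT BA (1), 0.379, was 0.480 on the 500 most variable genes and 0.294 on the genes higher in the WT BA, and from 0.280 to 0.478 across the 6 fits that each left out 1 replicate. It moved by less than the replicate spread in the other alternatives. The share of variance on the first component was 61.7% without removing the factor, 69.2% on variance-stabilized counts, 48.1% on all genes and 61.9% with the block removed. Leaving out 1 replicate gave 60.7 to 69.9% for the first and 13.9 to 21.2% for the second component, and 0.203 to 0.344 for the difference in correlation of the mutant SV with the WT SV and BA.

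For gene sets in the mutant against the WT SV, the median log2 fold change of the mitochondrially encoded genes turned from 0.13 to -0.19 without the factor, with the block and with the crossed block, and to -0.20 in the 2 groups alone. That of the Notch pathway was 0.24 and no longer called, and that of the hepatocyte markers was 1.72 and newly called, in the first 3 of these fits. Leaving out 1 replicate gave medians of -0.035 to 0.14 for ribosomal proteins, -0.27 to 0.29 for nuclear-encoded oxidative phosphorylation, -0.68 to 4.55 for hepatocyte, -1.74 to -1.05 for erythrocyte and 0.31 to 0.80 for immune cell markers and -2.40 to -0.18 for sarcomere genes, so that the hepatocyte and sarcomere values rest on single libraries. Ranges of the other sets are -0.37 to 0.51 for mitochondrially encoded genes, 0.46 to 0.77 for collagens and 0.18 to 0.58 for the Notch pathway.

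Of 134 named results, 91 were called. DESeq2 left 124 on the same side of the threshold, 5 were lost and 5 gained, DESeq2 size factors 127, 5 and 2, no mitochondrially encoded genes 128, 3 and 2, and no filter 132, 1 and 1. A mean CPM of at least 1, where 131 could be tested, gave 123, 5 and 3, and the crossed block 47 of 49, with 1 gained. Without the factor 116 were the same and 17 lost, with the block in place of the factor 106 and 27, with the block beside it 119 and 15, and in the 2 groups alone 108 and 23, with 2 gained. The log2 fold change of *tgfb2* in the WT BA against the WT atrium, -0.07, changed sign to 0.033 without the factor, 0.023 with the block and 0.0090 in the 2 groups alone, and that of *acta2* in the mutant against the WT SV, 0.35, to -0.37 with the crossed block. Across 536 fits that each left out 1 replicate, 42 values moved by more than the replicate spread and 15 changed sign. Counts of called genes were not recomputed with a replicate left out, as 1 library in a group gives no call. The difference of the genotype effects needs 4 groups and has no fit of 2. The alternatives for normalized values were not run because the table holds counts. With 2 libraries per group no permutation test can reach a p below 0.05, and *hoxb2a* and *hoxb3a* had from 0 to 54 reads in the chamber libraries, so that a low expression there cannot be excluded.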

Differences from the paper's values

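Chosen only after the data were seen was the block with crossed replicate numbers. The values compared with those of the paper were the shares of variance, about 69% and about 15% in Fig. 1g, read by eye, and the log2 fold changes of *spock3*, *pdx1*, *ifit15*, *CYTB* and *mpeg1.1* in its supplement, of which only a part was used here. The log2 fold changes of *spock3*, *pdx1*, *CYTB* and *mpeg1.1* did not differ beyond the error. That of *ifit15*, which had no reads in the mutant SV, was -12.05 (standard error 1.54) here and -8.63 in the paper. It was compared only as a lower bound, at least 154-fold lower, which the paper's value does not contradict. The shares of variance here, 65.2% and 18.2%, were apart from the paper's by more than the SD over fits that each left out 1 replicate (3.19 and 2.73 percentage points), but by less than 1.5 times.

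In the authors' deposited table, 16 of 124 log2 fold changes of named genes differed from those in edgeR by more than the standard error, in sign or beyond the lower bound. In the mutant against the WT SV, these were *slc6a19a.1* (-2.43 in the authors' deposited table, at least 153-fold lower here), *myh6* (-2.86 against -5.02), *jac2* (3.53 against 4.82), *ca10a* (3.71 against 5.05), *acana* (2.79 against 3.49), *vmhc* (-0.41 against -1.44) and *apoea* (-11.27 against -12.03). In the mutant against the WT ventricle it was *pvalb3* (1.44 against 5.18). No alternative brought *myh6*, *jac2* or *pvalb3* within the standard error of the authors' deposited value, while 4 of 10 did for *ca10a*, 4 for *acana*, 4 for *vmhc* and 5 for *apoea*. Between WT tissues, they were *elnb* in the BA and in the SV over the ventricle, *myh6* in the SV against the atrium, *irx1a*, *calca*, *apobb.1*, *pdzk1* and *tgfb2*, the last in the BA against the atrium with the opposite sign (0.23 against -0.07).

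The paper states that some arterial EC markers increased in the *nr2f1a* aco mutant SV. Of the 8 examined, which may count *cdh5* under the name *chd5* as well, 0 were called here and 2 had an unadjusted p below 0.05. *mrc1a* (2.39) was called with DESeq2 (adjusted p = 0.00632, Benjamini-Hochberg) and with the crossed block in edgeR, chosen after seeing the values, over a range of adjusted p to 0.243 in edgeR or DESeq2 with Benjamini-Hochberg adjustment. The authors' deposited table called *mrc1a* (2.18, adjusted p = 0.0180, DESeq2 with Benjamini-Hochberg adjustment) and none of the other 7. The place of *mrc1a* among arterial EC genes was taken from Fig. 1h and was not tested here. Of the arterial genes that the paper's text names as enriched in the BA, *aqp8a.1* had -1.23, *spock3* 0.56 and *notch1b* -0.04, none called.

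The paper names *aqp8.1*, *spock3* and *notch1b* as enriched in the BA. All were higher in the BA than in the SV here, but *aqp8a.1* and *spock3* were lower in the BA than in the atrium (-2.06 and -1.22), and *notch1b* did not differ from it (-0.24). The call of *aqp8a.1* against the atrium was made in 3 of 9 alternatives and not in the authors' deposited table (adjusted p = 0.0512, DESeq2 with Benjamini-Hochberg adjustment), and that of *spock3* in 8 of 9 and in that table. The paper describes *lmo2* as not dramatically different between the BA and SV, and it was called higher in the SV (1.15), in 6 of 9 alternatives, but not in the authors' deposited table (1.16, adjusted p = 0.122, DESeq2 with Benjamini-Hochberg adjustment).

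The paper names *isl2a* as enriched in the SV and *etv2* in the BA. Neither was called between the SV and BA here (2.75 and -0.36), nor in any of 8 alternatives for *isl2a* and 9 for *etv2*. For *isl2a*, the direction was that of the paper and the SV and BA libraries did not overlap. The authors' deposited table had 2.37 for it, also not called. With a standard error of 1.32, a higher level of *isl2a* in the SV is neither shown nor excluded. The *etv2* libraries overlapped. For *piezo1*, which the paper names as enriched in both, the BA was called over the atrium with DESeq2, DESeq2 size factors, a mean CPM of at least 1 or without mitochondrially encoded genes, the SV was called over the ventricle in these 4, without a filter and in the 2 groups alone, and the SV was called over the atrium in none of the 9. For *hoxb3a* in the SV over the atrium, DESeq2 and the 2 groups alone made the call, as did the authors' deposited table (3.03, adjusted p = 5.9e-05, DESeq2 with Benjamini-Hochberg adjustment). The paper describes *hoxb2a* and *hoxb3a* as absent from the chambers, where 0 to 54 reads per WT or mutant library were counted. The paper places *tgfb2* in the BA, which was not called over the atrium (-0.07) or the ventricle (-0.88) here or in any of the 9 alternatives.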

Other observations

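Chosen only after results were seen were the tests of heart muscle RNA, since the levels of some heart muscle genes had been looked at, and of *pdx1*. The gut marker list, which leaves out the gut genes seen by then, and the measure of genes at least 4-fold higher in the WT SV were written after gut genes had been seen among the lower genes, and the tests of liver and heart muscle RNA, of *pdx1* and of the position without the 4-fold higher genes were judged unable to decide after their values were seen, as was that of scaling. Genes were matched to their neighbours more widely after a first count of 0 near *nr2f1a* had been seen.

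The 2 mutant SV libraries lay between the WT SV and WT BA, at a mean position of 0.379. The position was 0.294 on the genes higher in 1 WT BA than 1 WT SV library, measured against the other libraries, which loss of liver, blood, immune or heart muscle RNA from the mutant would not raise, at least 0.357 in each of 3 classes of gene length, 0.378 with all libraries drawn down to the smallest total, 0.371 without removing the RUVs factor, and 0.287 without the 1018 genes at least 4-fold higher in the WT SV than in each other WT tissue. This last value is lower by 0.0915, more than the replicate spread of 0.034, but this cannot part gut RNA in the WT SV libraries from a loss of SV expression in the mutant, because the genes were chosen on the same WT SV libraries. Gene length, library size and the factor did not account for the position. On the genes higher in the WT BA it was lower by 0.0850, so that a loss of liver, blood, immune or heart muscle RNA from the mutant is not excluded as a part of it. The position left on these genes argues against such a loss as the whole cause. The check does not reach the share of SMCs, which the paper reports to proliferate in the mutant SV. Of the 10 SMC genes, 8 were called higher in the WT BA than in the WT SV. A larger share of SMCs would thus raise the position without a change in any cell, and whole-tissue libraries cannot tell these apart. Gut RNA in the WT SV libraries would not raise the position on the genes higher in the WT BA either. There it was 0.266 and 0.322 in mutant SV replicates 1 and 2. This argues against gut RNA as the whole cause on these genes, while a part in the position over all genes is not excluded. A shift of the mutant SV towards the BA remains a hypothesis, found and tested on the same 2 libraries. Its exact permutation p of 0.167 (one-sided) is the smallest that the design can give.

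Of the 295 genes called between the mutant and WT SV, 239 were lower. With DESeq2 size factors 80.2% were lower, but these moved the median log2 fold change of all genes only from -0.0125 to -0.0147, so that a cause in the scaling is not excluded. Gene length did not account for it (Spearman rho 0.0206 across genes, which are not independent). The hepatocyte markers had a median log2 fold change of 1.39, but -0.68 without mutant SV replicate 1 and 4.55 without replicate 2, so that the median decides nothing. Their share of counts was 1.93% and 0.401% in the mutant SV libraries and 0.460% and 0.402% in the WT SV libraries, so that neither mutant library was clearly poorer in liver RNA. Among the 100 genes nearest to *nr2f1a*, 0 were called where 1.57 were expected, and 11 had an unadjusted p below 0.05. Of the called genes, 92.5% have a known place. Variants that change the expression of these 100 genes themselves thus do not account for the 239. The check does not reach linked variants that act on genes elsewhere. Nor does it reach a difference in genetic background, which the paper leaves open for the viability of this allele. The sarcomere genes had a median of -1.57, but -0.18 without mutant SV replicate 2, and their share of counts overlapped between the genotypes (0.603% and 0.351% in the WT SV libraries, 0.445% and 0.189% in the mutant SV libraries), so that less heart muscle RNA can be neither shown nor excluded. The 18 enterocyte markers fell with a median of -6.41, 18 of 18 were lower and 12 were called. In limma's camera test, their p was 1.5e-31. This test took an inter-gene correlation of 0.01, although markers of 1 tissue can rise and fall together. Its p therefore does not measure the spread between dissections. As 18 of 18 markers were lower, gut RNA in the WT SV libraries may contribute. Of the 239 lower genes, 145 were at least 4-fold higher in the WT SV than in each other WT tissue and 94 were not.

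*pdx1*, higher in the WT SV than in the WT BA, fell by 4.01 on the log2 scale in the mutant SV, as the enterocyte markers did, and had 4.94 CPM in the WT SV against 0.305 in the mutant SV. This fall cannot part gut or pancreas RNA in the WT SV libraries from a loss of SV expression in the mutant, and the paper places *pdx1* in SMCs by scRNA-seq. *six1a* had 3.09 and 4.36 CPM in the same groups.

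In the mutant against the WT SV, gene sets were tested with camera and Benjamini-Hochberg adjustment over 9 sets, with the replicate number as a block in place of the RUVs factor given beside each. Deviations of same-numbered mutant and WT SV libraries correlated at -0.153. The median log2 fold change (limma camera, adjusted by Benjamini-Hochberg) was 0.83 (adjusted p = 3.4e-04, 30 of 43 genes higher; 0.93 with the block, adjusted p = 2.3e-04) for collagens and 0.81 (adjusted p = 8.0e-04, 17 of 19 genes higher; 0.63 with the block, adjusted p = 0.0154) for immune cell markers. For erythrocyte markers (limma camera, Benjamini-Hochberg) it was -1.32 (adjusted p = 1.8e-05, 0 of 10 genes higher; -1.19 with the block, adjusted p = 4.7e-05), and for sarcomere genes -1.57 (adjusted p = 1.6e-05, 3 of 21 genes higher; -1.32 with the block, adjusted p = 1.5e-04). For the Notch pathway (limma camera, Benjamini-Hochberg) it was 0.38 (adjusted p = 0.0215, 21 of 31 genes higher; 0.24 with the block, adjusted p = 0.0600), and for hepatocyte markers 1.39 (adjusted p = 0.116, 19 of 22 genes higher; 1.72 with the block, adjusted p = 0.0406). Ribosomal genes (66 of 84 higher, 53 with the block) and oxidative phosphorylation genes (34 of 88 in both) were called in neither fit. Nor were mitochondrially encoded genes (9 of 13, 5 with the block), whose median turned from 0.13 to -0.19 with the block. Ribosomal genes took 21.8% of the counts in each mutant SV library and 18.1% and 16.7% in the WT SV libraries.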
